# A smooth muscle cell lncRNA controls angiogenesis in chronic limb-threatening ischemia through miR-143-3p/HHIP signaling

**DOI:** 10.1172/JCI188559

**Published:** 2025-08-28

**Authors:** Ming Zhai, Anurag Jamaiyar, Jun Qian, Winona W. Wu, Emre Bektik, Vinay Randhawa, Camila Vaz, Arvind K. Pandey, Akm Khyrul Wara, Madhur Sachan, Yi Hu, Jéssica L. Garcia, Claire E. Alford, Terence E. Ryan, Wenhui Peng, Mark W. Feinberg

**Keywords:** Angiogenesis, Vascular biology, Cardiovascular disease, Endothelial cells, Noncoding RNAs

## Abstract

Peripheral artery disease (PAD) often advances to chronic limb-threatening ischemia (CLTI), resulting in severe complications such as limb amputation. Despite the potential of therapeutic angiogenesis, the mechanisms of cell-cell communication and transcriptional changes driving PAD are not fully understood. Profiling long noncoding RNAs (lncRNAs) from gastrocnemius muscles of participants with or without CLTI revealed that a vascular smooth muscle cell–enriched (SMC-enriched) lncRNA, CARMN, was reduced with CLTI. This study explored how a SMC lncRNA-miRNA signaling axis regulates angiogenesis in limb ischemia. CARMN-KO mice exhibited reduced capillary density and impaired blood flow recovery and tissue necrosis following limb ischemia. We found that CARMN-KO SMC supernatants inhibited endothelial cell (EC) proliferation, spheroid sprouting, and network formation. RNA-seq identified downregulation of the Hedgehog signaling pathway in CARMN-KO models and revealed that CARMN regulates this pathway through its downstream miRNA, miR-143-3p, which targets Hedgehog-interacting protein (HHIP), an antagonist of Hedgehog signaling. Delivery of HHIP-specific siRNA or miR-143-3p mimics rescued EC angiogenic defects and improved blood flow recovery in both CARMN-KO and WT mice. These findings underscore the critical role of CARMN in modulating angiogenesis through the miR-143-3p-HHIP-Hedgehog signaling axis, providing insights into SMC-EC interactions and potential therapeutic strategies for CLTI.

## Abstract 2

Smooth muscle cell to endothelial cell communication in PAD remains poorly understood. A new lncRNA-miRNA signaling pathway may serve a new approach for PAD therapy.

## Introduction

Peripheral artery disease (PAD) involves a gradual narrowing or blockage of arteries in the limbs, reducing blood flow. PAD affects over 200 million people globally (1, 2). Some PAD patients develop chronic limb-threatening ischemia (CLTI), characterized by rest pain, poor wound healing, ulcers, and gangrene, often leading to limb amputation and increased mortality (3). Despite the promise of therapeutic angiogenesis as a potential strategy for treating CLTI over the past several decades, especially in patients without an option for surgery-based therapies, clinical trials exploring angiogenic growth factor therapies have failed to improve perfusion to the ischemic limb in patients with CLTI (4). Accumulating translational studies suggest that this may be partly due to fundamental gaps in understanding how cell-cell communication works and how transcriptional changes in affected individuals lead to cellular and tissue dysfunction (5–7).

Long noncoding RNAs (lncRNAs) refer to RNAs that are longer than 200 nucleotides in length and do not generate proteins (8). Emerging studies over the past few years have shown that lncRNAs can serve as important regulators of angiogenesis (9–12). LncRNAs exhibit divergent roles by interacting with genes or proteins in cis (acting locally) or in trans (acting at a distance), regulating RNA splicing, modulating chromatin architecture, or altering mRNA and protein stability depending on their subcellular localization (13). Although lncRNAs have been implicated in angiogenesis, little is known about their role in cell-cell communication during angiogenesis and in response to ischemia (14). Recently, our group and others identified that the conserved smooth muscle cell–enriched (SMC-enriched) lncRNA CARMN plays a critical role in the development of atherosclerosis by influencing SMC plasticity (15, 16). Reduced levels of CARMN were also linked to abdominal aortic aneurysm (AAA) formation, with its diminution exacerbating AAA formation in mice (17). This growing evidence illustrates that CARMN participates in several vascular diseases. However, the role of lncRNA CARMN in angiogenesis and limb ischemia remains unclear.SMC to endothelial cell (EC) communication may contribute for optimal angiogenic responses in the ischemic limb; however, little is known about this process. We identified reduced expression of the SMC-enriched lncRNA CARMN in patients with CLTI and hypothesized that it may play an important role in angiogenesis and sought to investigate its function in angiogenic studies in vitro or in vivo. Our data show that CARMN-KO mice exhibit reduced capillary density in limbs with impaired blood flow recovery in response to hindlimb ischemia. Because of the lack of expression of lncRNA CARMN in ECs, we explored SMC-EC paracrine effects on a range of angiogenic assays. RNA-seq transcriptomic profiling revealed defective signaling, particularly in the Hedgehog signaling pathway. Further mechanistic studies uncovered a unique miR-143-HHIP signaling pathway that underlies the SMC-EC coupling and angiogenic responses. These studies provide insight into how an SMC-enriched lncRNA can profoundly impact EC angiogenic activity and perfusion after limb ischemia and highlight an important role for cell-cell communication as a target for intervention in therapeutic angiogenesis.

## Results

### CARMN expression is reduced with limb ischemia and deficiency of Carmn-impaired perfusion recovery after hindlimb ischemia in mice.

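Gene counts of 3 libraries of mouse SMCs under hypoxia and 3 under normoxia were taken as the authors deposited them, as whole reads per gene without normalization. The authors trimmed the reads, mapped them to GRCm38 with STAR and counted unique hits per gene with Subread. The totals ran from 16942984 to 18858442 counts under hypoxia (median 17654626) and from 18759821 to 20598394 under normoxia (median 19821600). The paper's text does not give the oxygen level or the duration of hypoxia for these libraries. The 18086 genes with at least 5 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 0.58. The groups also differed in sex-linked genes. The X-linked RNA Xist had 1612 ± 45.9 CPM (SD, n = 3) under hypoxia, CPM being counts scaled to library size, and 1.64 ± 0.449 (SD, n = 3) under normoxia.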

To identify the presence of lncRNAs in the development of PAD disease, RNA was isolated from the WT SMCs in the presence or absence of hypoxia. 

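Under hypoxia, 6406 genes were called higher and 4953 lower. Whether the 3 libraries of a group came from separate cultures is not stated, so the p values may measure spread among libraries alone. The hypoxia libraries all lay on one side of the normoxia libraries for 82.8% of the tested genes, where chance gives 10%. With a minimum of 10 counts in every library, the alternative that moved this count most, 7073 genes were called. With library size alone in place of TMM, the balance reversed, with 5630 genes called higher and 6198 lower, so that 47.6% of the calls were higher against 56.4% with TMM. Of the 2228 long noncoding RNA genes tested, 636 were called higher and 630 lower.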

Next-generation RNA-seq was conducted to identify differentially expressed lncRNAs in hypoxia-stimulated SMCs. To further capture lncRNAs implicated in PAD, an intersection analysis was performed between differentially expressed lncRNAs screened from hypoxia-stimulated SMCs and differentially expressed transcripts screened from human gastrocnemius muscle tissues collected from patients with CLTI. We found that the *CARMN* was among the top differentially expressed lncRNA that overlapped between these 2 RNA-seq datasets (Figure 1, A and B). 

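Carmn (ENSMUSG00000097324) lies on chromosome 18 of GRCm38 from 61649625 to 61665537 on the minus strand and is annotated as a long intergenic noncoding RNA. The hairpin of miR-143 lies next to it, from 61649196 to 61649258 on the same strand. Carmn had 35, 37 and 25 counts in the normoxia libraries and 3, 4 and 10 in the hypoxia libraries. This corresponds to 1.52 ± 0.356 CPM (SD, n = 3) and 0.337 ± 0.207 CPM (SD, n = 3). Its log2 fold change was -2.12 (SE 0.41, adjusted p = 6.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it lay between -2.76 and -1.85. Among the 1266 long noncoding RNA genes called, Carmn ranked 557 by adjusted p. Of the 7 long noncoding RNAs in Fig. 1A, 6 were tested here and called, and the count was also 6 when adjusted over the list alone. The study chose that list on these samples, so the latter is not independent evidence. Ftx, Jpx, Zfas1 and Dancr were lower, and Mir22hg was higher, with a log2 fold change of 0.95 (SE 0.06). All hypoxia libraries had at most 3 counts of Dancr, so it was at least 1.89-fold lower, and without hypoxia SMC replicate 3 it was no longer called (adjusted p = 0.099 from edgeR). The hypoxia libraries also held 6049 CPM of Scgb1a1, a gene of airway cells, against 1.56 CPM under normoxia. Hypoxia and culture origin are therefore confounded in the falls of Carmn and the other genes and in the rise of Mir22hg. Ftx and Jpx also lie on X, and Xist differed between the groups. From the overlap of its hypoxia calls with human muscle, the paper selects CARMN for study.

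**Figure D1:**
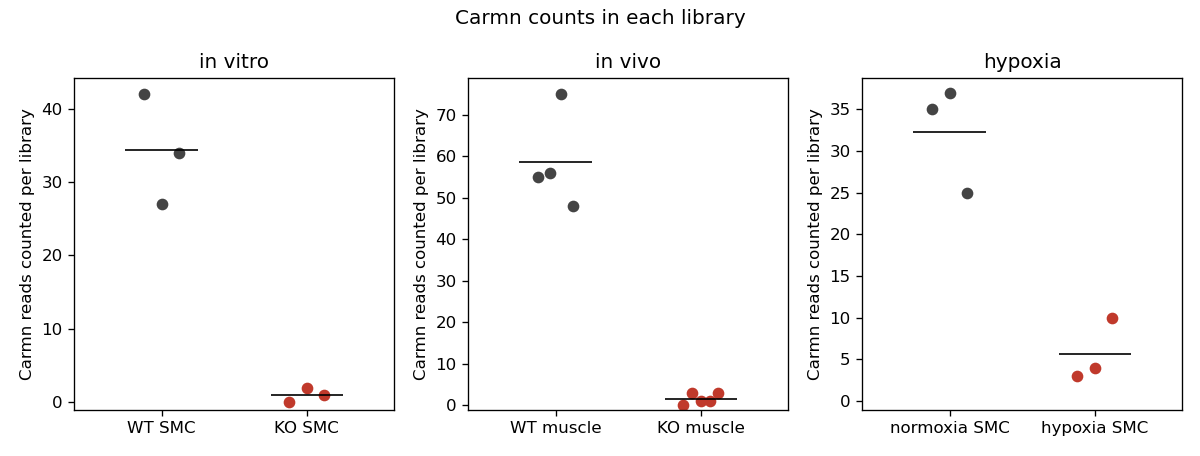
Reads counted on Carmn (y axis, reads per library) in the in vitro, in vivo and hypoxia experiments. Each point is a library and each line a group mean, and every KO or hypoxia library lies below every control library of its experiment.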

Human lncRNA *CARMN* expression has not been investigated in the context of PAD. We evaluated transcriptomic profiling of gastrocnemius muscle RNA from a cohort of patients comprised of healthy adults without PAD, patients with intermittent claudication, and patients with CLTI (18), We found that lncRNA *CARMN* expression was significantly reduced in gastrocnemius muscle from patients with CLTI compared with healthy adults and intermittent claudicants in the GEO online dataset. Furthermore, we also examined *CARMN* expression in an independent cohort by using RT-qPCR in patient gastrocnemius muscle samples from cases with or without CLTI. We similarly found that *CARMN* expression was downregulated in the CLTI group (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI188559DS1). To investigate if *Carmn* expression changed over time in ischemic limbs, we assessed its expression in the gastrocnemius muscle of C57BL/6J mice at days 0, 3, 11, or 31 after femoral artery ligation (FAL). Expression of *Carmn* was markedly reduced by 3 days and remained low over the course of 31 days after FAL (Supplemental Figure 1B). These findings raised the possibility that hypoxia may impact lncRNA *Carmn* expression. Indeed, exposure of primary aortic smooth muscle cells to 24 hours of 2% hypoxia also markedly downregulated *Carmn* expression (Supplemental Figure 1C). To explore the relative enrichment of *Carmn* expression in ECs versus non-ECs, we isolated ECs from the gastrocnemius muscle via CD31 antibody-conjugated magnetic bead pulldown in ischemic limbs of the C57BL/6J mice after 14 days after FAL surgery. The data showed that *Carmn* was mainly expressed in the non-EC fraction (Figure 1C). RNA-FISH also verified that CARMN expression was mainly colocalized within the nucleus of α-SMA^+^ SMC in gastrocnemius muscle (Figure 1D). To determine the role of *Carmn* in experimental limb ischemia, we generated *Carmn*-KO mice. We verified the efficiency of *Carmn* knockout by extracting RNA from gastrocnemius muscle harvested from CARMN^+/+^ or CARMN^–/–^ mice. *Carmn* expression in gastrocnemius muscle from KO mice was significantly suppressed (Supplemental Figure 1D) and was further verified by genotyping (Supplemental Figure 1E). CARMN mainly colocalized within the nucleus in WT α-SMA^+^ SMCs, but it was negligible within *Carmn-*KO α-SMA^+^ SMCs (Supplemental Figure 1F). After FAL surgery, we found that *Carmn*-KO mice had markedly impaired hindlimb blood flow recovery and perfusion (Figure 1, E and F) with higher necrosis scores in the ischemic foot compared with those of WT mice (Figure 1G). Immunostaining of ischemic gastrocnemius muscle demonstrated markedly reduced CD31^+^ capillary density by 80% in *Carmn*-KO mice, whereas there was no difference in SMA^+^ arteriolar density between KO and WT mice. However, the diameter of the SMA^+^ arterioles in *Carmn*-KO mice was moderately smaller compared with *Carmn* WT mice (Figure 1, H and I). After FAL, there was also more severe myocyte necrosis (Figure 1J) and a greater degree of fibrosis in *Carmn*-KO compared with WT mice (Figure 1, K and L). Furthermore, we stained for the pericyte marker NG2 and leukocyte marker CD45 in the gastrocnemius muscles of *Carmn* WT and KO mice after FAL surgery to assess whether *Carmn* affects pericyte and leukocyte recruitment. We found no significant difference in the number of pericytes or leukocytes between the 2 groups. This evidence shows that *Carmn* may not influence the recruitment of pericytes or leukocytes (Supplemental Figure 1, G and H). Our previous study showed that *Carmn* knockdown affected SMC proliferation, migration, and differentiation (15). We therefore explored if *Carmn*-KO SMCs had altered proliferation in vitro after exposure to hypoxia. The data revealed that *Carmn*-KO SMCs have impaired proliferation as quantified by BrdU incorporation (Supplemental Figure 1I), but there was no impact on migration (Supplemental Figure 1, J and K). We also examined the expression of several SMC markers between groups and found that *Carmn*-KO SMCs have reduced expression of *Acta2*, *Cnn1*, *Klf4*, *Sm22a*, and *Myh11*, which are important for SMC development and contractile phenotype (Supplemental Figure 1, L–Q). The loss of *Carmn* may contribute to the decreased diameter of the SMA^+^ arterioles by influencing the expression of these SMC markers. Considering the pivotal role of angiogenesis and microvascular perfusion in restoring blood flow after lower-limb ischemia, we became particularly interested in investigating how genetic deletion of the SMC-enriched *Carmn* could impair endothelial CD31^+^ capillary formation.

### SMC-derived Carmn expression promotes EC proliferation and angiogenesis.

Because *Carmn* is mainly expressed in SMCs and not ECs, yet can influence the angiogenic activity of ECs, we hypothesized that *Carmn* may orchestrate a paracrine-mediated angiogenic mechanism from SMCs to ECs. We first costained CD31 with Ki67 in the gastrocnemius after FAL surgery to assess for EC proliferation. Compared with the WT gastrocnemius group, the number of Ki67^+^ CD31^+^ cells in KO gastrocnemius was reduced by 61.96% (Figure 2, A and B). We collected the supernatants from the cultured WT or KO aortic SMCs and added them to mouse endothelial skeletal muscle cells (mECs) to assess effects on proliferation. Compared with WT SMC supernatant, the KO SMC supernatant suppressed the proliferation of mECs as quantified by BrdU (Figure 2C). To examine the impact of the WT or KO SMC supernatants on EC permeability, we added FITC-labeled dextran to mECs incubated with the supernatants in trans-well chambers. The permeability of mECs incubated with KO SMC supernatants was 20.94% higher than that of mECs treated with WT SMC supernatant (Figure 2D). Furthermore, to assess for changes in markers of EC permeability in vivo, we examined for the protein expression of ZO1, Claudin5, pVE-cadherin-Y658, and VE-cadherin in the gastrocnemius of *Carmn* WT and KO mice after FAL surgery. As shown in Supplemental Figure 2, C and D, CARMN deletion significantly reduced ZO1 and Claudin5 levels, supporting increased vascular permeability. While the ratio of pVE-cadherin-Y658 to total VE-Cadherin was not changed, both markers were significantly reduced individually, suggesting that the weakened junctional function may be due to a reduction in total protein amount rather than a change in its activation state. To explore the impact of SMC-derived supernatants on EC AKT and eNOS signaling, we treated mECs incubated with either SMC-derived WT or KO supernatants to VEGF at different time points. SMC-KO supernatants impeded the activation of pAKT or pENOS (Thr495) in response to VEGF stimulation (Figure 2, E–G). We observed that acetylcholine-induced (Ach-induced) arterial dilation was impaired by up to 39.59% in *Carmn*-KO mice compared with WT mice, indicating impaired endothelium-dependent arterial vasodilation in *Carmn* KO mice (Figures 2H). Because AKT has different isoforms, we examined which isoform might mediate *Carmn*’s action. We found that WT-SMC supernatant activated the expression of pAKT1 instead of pAKT2, whereas *Carmn* KO SMC supernatant reduced the activation of pAKT1. This evidence indicated that *Carmn* WT SMC mainly phosphorylated the pAKT1 isoform. Moreover, we noticed that both pAKT2 and AKT2 expression was lower than pAKT1 and AKT1 expression, respectively. From these findings, we can conclude that AKT1 is the dominant isoform and may mediate CARMN action (Supplemental Figure 2, E and F). Furthermore, we also explored whether SMC *Carmn* influenced the VEGFR signaling pathway or VEGF production in mECs. We found that there was no significant difference in the ratio of pVEGFR/VEGFR of mECs incubated with WT or KO supernatants after being treated with VEGF at different time points (Supplemental Figure 2, G and H). We also found that the WT or KO-SMC supernatants had no significant impact on mEC VEGF production (Supplemental Figure 2I). Furthermore, to explore the impact of the supernatants on angiogenic sprouting, we performed 3-dimensional EC spheroid assays and found that the EC spheroids exposed to WT-SMC supernatants had longer and more sprouts (by 65.40% and 277.24%, respectively) compared with spheroids exposed to KO-SMC supernatants (Figure 2, I and J). Similarly, KO-SMC supernatants also significantly impeded the total count of networks (by 33.25%) in a Matrigel network formation assay (Supplemental Figure 3A). In contrast, there were no significant differences in the apoptotic rate of mECs incubated with WT or KO SMC supernatants (Supplemental Figure 3B). These data showed that the SMC-derived KO supernatants can actively inhibit the proliferation and angiogenic capacity of mECs instead of promoting apoptosis.

### Carmn promotes angiogenic activity by activating the hedgehog signaling pathway.

To understand the potential mechanisms by which *Carmn* expressed in SMCs promotes angiogenic activity, we performed RNA-Seq comparing *Carmn* WT and KO aortic SMCs in vitro, and RNA-Seq comparing gastrocnemius muscle from *Carmn* WT and KO mice after FAL surgery. 

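The in vitro experiment compared 3 libraries of Carmn KO aortic SMCs with 3 of Carmn WT SMCs. The deposited values are reads per gene without normalization. The authors' totals ran from 14677016 to 16027002 counts in KO SMCs (median 15284531) and from 12330805 to 18716657 in WT SMCs (median 16234469). The mean was 15545080 counts on genes per library, where the paper's mean of total reads is 19125123. The values used here are the counts on genes. The 15626 genes with at least 5 counts in at least 3 libraries were tested. Carmn had 42, 27 and 34 counts in the WT libraries and 0, 2 and 1 in the KO libraries, which makes it at least 10.7-fold lower in KO SMCs.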

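The in vivo experiment compared gastrocnemius muscle of 5 Carmn KO mice and 4 WT mice, 14 days after femoral artery ligation (FAL). The totals ran from 14267858 to 18209196 counts in KO muscle (median 15450397) and from 15926336 to 16649137 in WT muscle (median 16240935). The paper's mean of total reads is 21326915. Mitochondrial genes took 20.4% to 21.3% of the counts in WT muscle and 13.1% to 13.5% in KO muscle, so the scaling of the libraries affects the calls. The test covered the 17948 genes with at least 5 counts in at least 4 libraries. Carmn was at least 21.3-fold lower in KO muscle, with 3.82 ± 0.678 CPM (SD, n = 4) in WT muscle.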

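In KO SMCs, 3260 genes were called higher and 3373 lower (edgeR's quasi-likelihood test). The paper's text and the sample labels do not state whether the 3 libraries of a group came from separate cultures or animals. If they did not, the SE and p values measure spread among libraries alone. The libraries of the 2 groups did not overlap for 69.4% of the tested genes, where chance gives 10%. With no fold change minimum, the alternative that moved the count most, 10384 genes were called. Tagln fell by 3.94 on the log2 scale (SE 0.05), Acta2 fell by 3.48 (SE 0.04), and Klf4 rose by 2.04 (SE 0.03). Of the genes drawn for SMCs in Fig. 3B, 30 of 30 shown as higher and 30 of 30 shown as lower were called in that direction, with the same counts adjusted over the list alone, and the study chose the list on these samples. Xist had 623 ± 27.9 CPM (SD, n = 3) in KO SMCs and 0.894 ± 0.652 CPM (SD, n = 3) in WT SMCs. Together, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 6.06 ± 0.280 CPM (SD, n = 3) in KO and 210 ± 1.32 CPM (SD, n = 3) in WT SMCs. The cultures therefore differed in sex-linked genes as well as in Carmn.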

Compared with *Carmn* WT SMCs, 3,228 transcripts were increased and 3,391 transcripts decreased (*P*_adj_ < 0.05). 

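In KO muscle, 758 genes were called higher and 904 lower (edgeR's quasi-likelihood test). The groups did not overlap for 28.4% of the tested genes, where chance gives 1.59%. With library size alone in place of TMM, 1492 genes were called higher and 594 lower, and the median log2 fold change of all genes moved to 0.16. The share of calls that were higher was 45.6% with TMM and 71.5% with library size alone. Mmp12 rose by 2.96 on the log2 scale (SE 0.11), and Brip1 fell by 3.54 (SE 0.20). Acta2 fell by 3.34 (SE 0.08) and Cnn1 by 1.04 (SE 0.19). Tagln fell by 0.50 (SE 0.08) and was not called, and Myh11 was at -0.05 (adjusted p = 0.55 from edgeR). The smooth muscle list as a whole had a median log2 fold change of 0.02 and was not called (limma's camera, FDR 0.99). Xist had 418 ± 12.8 CPM (SD, n = 4) in WT muscle and 397 ± 17.2 CPM (SD, n = 5) in KO muscle. Of the genes drawn for muscle in Fig. 3B, 28 of the 28 tested among those shown as higher were called higher, and 27 of the 27 tested among those shown as lower were called lower. The counts were also 28 and 27 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.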

The gastrocnemius of *Carmn*-KO mice after FAL had 782 transcripts increased and 944 decreased compared with the WT mice (Figure 3, A and B). An intersection between upregulated and downregulated transcripts in vitro and in vivo, revealed 109 common upregulated transcripts and 182 common downregulated transcripts from the 2 datasets, respectively. 

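Of the 14374 genes tested in both experiments, 110 were called higher in both and 183 lower in both (one-sided Fisher's exact test, p = 0.31 and 1.3e-16, genes not being independent replicates). Chance gave 105 and 105 genes. In opposite directions, 121 genes were called higher in KO SMCs and lower in KO muscle, and 193 lower in KO SMCs and higher in KO muscle, against 103 and 107 by chance (Fisher's exact test, p = 0.026 and 2.9e-19). With Benjamini-Hochberg adjustment over these 4 comparisons, the exact p values were 0.31 and 2.7e-16 for the same direction and 0.034 and 1.2e-18 for opposite directions. Opposite-direction calls were counted after the data had been seen. With DESeq2, 103 genes were higher in KO SMCs and lower in KO muscle, against 91.0 by chance (Fisher's exact test, p = 0.087). With genes of X and Y left out, the number was 117 against 102 (Fisher's exact test, p = 0.052). The excess lower in KO SMCs and higher in KO muscle remained under both (Fisher's exact test, p = 1.8e-16 and 3.1e-18). With no fold change minimum, the alternative that moved the shared calls most, 1792 were shared in the same direction, and the excess of genes lower in both was no longer there. Then 885 genes were lower in both against 865 by chance (Fisher's exact test, p = 0.18) and 907 higher in both against 921 (p = 0.74, exact), while the excess in opposite directions remained (Fisher's exact test, p = 1.1e-09 and 1.7e-31). Across these genes, the log2 fold changes of the 2 experiments had a Pearson correlation of -0.03, genes not being independent replicates.

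**Figure D2:**
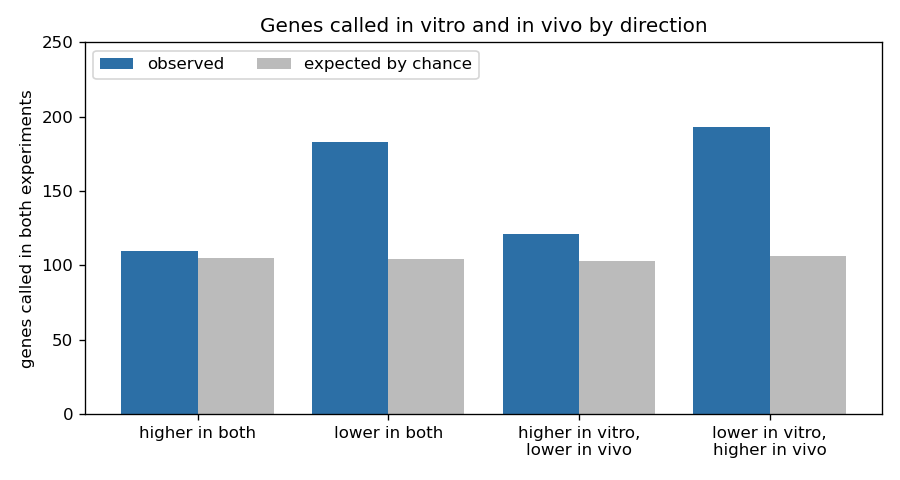
Number of genes called in both experiments (y axis) by direction (x axis), beside the number expected by chance. The counts lower in both (183) and lower in vitro but higher in vivo (193) exceed the expected counts.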

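Gene lists of the cell cycle, written before the data were examined, were tested with limma's camera with an inter-gene correlation of 0.01. In KO SMCs, the median log2 fold change was -2.74 over 52 genes of the G2 and M phases (FDR 6.0e-19) and -1.93 over 42 genes of the S phase (FDR 8.3e-13), and 85 of these 94 genes were called lower. These calls in KO SMCs also held under fry and with an estimated correlation. In KO muscle, the medians were 0.08 (FDR 0.97) and 0.10 (FDR 0.96). There, 25 of the 94 genes were called lower and 13 higher, and the genes called higher included Top2a, with a log2 fold change of 1.00 (SE 0.10), and Mki67, with 0.71 (SE 0.09), both named after their values were seen. Under fry both lists were lower in KO muscle (FDR 0.0040 and 0.0017), and neither was called with an estimated correlation.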

The pathways analysis (Figure 3D) of differentially expressed genes (DEGs) in Figure 3C highlighted several pathways involved in cell cycle such as “Cell Cycle Checkpoints”, “RHO GTPases Activate Formins”, and angiogenesis pathways including “PI3K/AKT signaling” or “Wound Healing Signaling Pathway” that were downregulated in the *Carmn*-KO group both in vitro and in vivo (Figure 3, C and D). Interestingly, the Sonic hedgehog signaling pathway was among the top ranked down-regulated pathways both in vitro and in vivo (Figure 3, C and D). 

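Fig. 4A draws genes of several significant pathways, Sonic hedgehog signaling among them. Of these genes, 25 of 26 were tested in SMCs, of which 21 were called lower and 4 higher (Itgal, Fos, Hhip and Col6a2). All 27 drawn for muscle were tested, of which 25 were called lower and 2 higher (Hhip and Fos). Adjusted over the list alone, 25 and 27 were called, as over all genes, and the study chose the lists on these samples. A separate list of 18 kinases and mitotic genes that pathway databases place under Sonic hedgehog signaling was not called in KO SMCs (camera, FDR 0.33) or in KO muscle (camera, FDR 0.70). Fry called it lower in both, with an FDR of 9.1e-05 in KO SMCs and 4.6e-05 in KO muscle.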

A heatmap analysis of the genes within the Hedgehog Signaling Pathway revealed that they were all downregulated in *Carmn*-KO groups except for the hedgehog-interacting protein (HHIP). 

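Of 26 Hedgehog ligands, receptors and pathway components listed before the data were examined, 19 were tested in SMCs, of which 7 were called lower and 4 higher. The 4 higher genes were Lrp2, Evc, Boc and Hhip, named here after their values were seen. In muscle, 25 were tested, of which 5 were called lower and 2 higher, namely Gpc3 and Hhip. The list as a whole was not called in either experiment (camera, FDR 0.60 in KO SMCs and 0.97 in KO muscle). Under fry it was lower in KO SMCs (FDR 0.00069) and not called in KO muscle (FDR 0.47). In KO SMCs Cdon fell by 5.42 on the log2 scale (SE 0.12). The target gene Gli1 was below the count minimum in SMCs and had a log2 fold change of 0.27 (SE 0.12, adjusted p = 0.081 from edgeR) in KO muscle.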

*Hhip*, acting as a negative regulator of the Hedgehog signaling pathway, participates in the negative feedback loop of the Hedgehog signaling pathway (19, 20), raising the possibility that *Carmn* may regulate *Hhip* expression (Figure 4A). We observed that key Sonic Hedgehog Signaling pathway genes — including *Ccnb1*, *Gli3*, *Prkar1b*, *Ptch1*, and *Smo* — were downregulated both in vitro and in vivo in CARMN KO compared to wild-type controls, whereas *Hhip* was upregulated (Figure 4B). 

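In KO SMCs, Ccnb1 had a log2 fold change of -3.18 (SE 0.08), Gli3 of -1.56 (SE 0.13), Prkar1b of -3.11 (SE 0.16), Ptch1 of -1.11 (SE 0.11) and Smo of -1.64 (SE 0.06). In KO muscle the values were -1.82 (SE 0.14) for Ccnb1, -2.0 (SE 0.22) for Gli3, -1.08 (SE 0.17) for Prkar1b, -1.1 (SE 0.12) for Ptch1 and -2.07 (SE 0.12) for Smo. The largest adjusted p of these was 4.1e-05, for Prkar1b in KO muscle (edgeR's quasi-likelihood test). Each kept its direction and its call with each library left out in turn. Counted by adjustment over the list alone, 6 of the 6 genes of Fig. 4B were called in each experiment, as over all genes. The study chose the list on these samples. Hhip (ENSMUSG00000064325, chromosome 8 of GRCm38 from 79965851 to 80058006, minus strand) had a log2 fold change of 1.97 (SE 0.19) in KO muscle, from 0.867 ± 0.144 CPM (SD, n = 4) in WT to 3.43 ± 0.151 CPM (SD, n = 5) in KO muscle. In the in vitro table 2 entries carry the identifier of Hhip. The entry at the place Hhip has in the other tables gave 2.38 (SE 0.19), the second gave 0.58 (SE 0.20) and their sum gave 1.69 (SE 0.14). The first was used, a choice made after both had been seen. From these directions, and from Hhip being a negative regulator of the pathway, the paper proposes that Carmn may regulate Hhip.

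**Figure D3:**
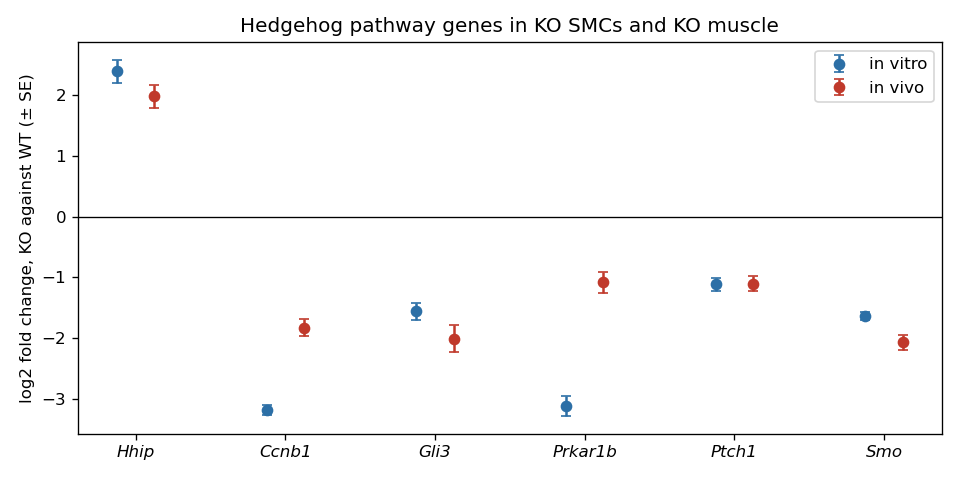
Log2 fold change of KO against WT (y axis, with SE) of 6 Hedgehog pathway genes (x axis) in SMCs and in muscle. Hhip lies above 0 and the other genes lie below 0 in both experiments.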

By analyzing RNA-seq data of siRNA-mediated knockdown of *CARMN* in human coronary artery SMCs (CASMCs), we found similar results of DEGs and enriched signaling pathways (Supplemental Figure 3C)

### Carmn regulates Hhip expression in vitro and in vivo.

To assess for *HHIP* expression pattern in participants with or without CLTI, we used the same online dataset (GEO) in Figure 1A to assess *HHIP* expression in the gastrocnemius from these patients and found that *HHIP* expression increased in patients with CLTI compared with healthy controls. Furthermore, we also examined the *HHIP* expression by using RT-qPCR in patient gastrocnemius muscle samples collected from cases with or without CLTI. We found that the *HHIP* expression was upregulated in the CLTI group (Figure 5A). To validate our transcriptomic analysis, we also performed a RT-qPCR analysis of *Hhip* expression in *Carmn* WT and KO SMCs and found that *Hhip* mRNA and HHIP protein expression was markedly higher in CARMN-KO SMCs (Figure 5, B, C, and D). To assess if SMCs release HHIP, we performed ELISA for HHIP in the supernatants collected from *Carmn* WT or KO aortic SMCs. HHIP expression was 2.8-fold higher in supernatants collected from *Carmn*-KO SMCs compared with WT SMCs (Figure 5E). Immunofluorescence (IF) staining in the gastrocnemius muscles from *Carmn*-WT or -KO mice after FAL surgery also revealed that HHIP expression was upregulated by 5.65-fold in KO mice compared with WT mice (Figure 5, F and G). Consistent with this, *Hhip* expression in gastrocnemius muscle from the KO mice was higher by 136.13% compared with the WT group after FAL surgery by RT-qPCR (Figure 5H). These data indicated that dynamic changes in *Carmn* expression can regulate *Hhip* expression in vitro and in vivo. To assess if *Hhip* is hypoxia responsive, primary aortic SMCs were exposed to 2% hypoxia. *Hhip* expression in SMCs exposed to hypoxia was 729.90% higher than that in SMCs cultured under normoxia condition (Figure 5I). To further explore if *Carmn* can impact endothelial functional responses, we performed vascular reactivity studies using mesenteric arterioles from *Carmn* WT and KO mice and assayed endothelium-dependent vascular responses.

### Hhip targets the Hedgehog signaling pathway to mediate angiogenic changes in mECs.

The Hedgehog signaling pathway is critical for EC proliferation, migration, and the maturation of newly formed blood vessels implicated in many pathologic conditions, including myocardial ischemia (21–23). The secreted HHIP protein from *Carmn*-KO SMCs might suppress the activity of the Hedgehog signaling pathway in ECs. To address this possibility, we performed siRNA-mediated knockdown studies of *Hhip* in CARMN-KO SMCs and first verified a significant reduction in *Hhip* mRNA transcript and protein expression (Figure 6, A–C). The siRNA-mediated knockdown of *Hhip* in KO SMCs also decreased the HHIP concentration in the collected supernatants as quantified by ELISA (Figure 6D). To assess whether the knockdown of *Hhip* could rescue the inhibitory EC angiogenic effects observed with the supernatants derived from *Carmn*-SMC KOs (Figure 2), we used supernatants with or without *Hhip* knockdown in a similar series of angiogenic assays. The data show that *Hhip* knockdown in SMC-KO supernatants effectively rescued the proliferation of mECs as quantified by BrdU (Figure 6E). To examine effects on AKT and eNOS signaling, we pretreated the mECs with supernatants collected from the *Carmn* SMC KO siRNA-nonspecific control (si-NC) and siRNA-HHIP groups and treated them with VEGF at different time points. Western blot analysis revealed that *Hhip* knockdown robustly increased activation of pENOS or pAKT (Figure 6, F–H). Similarly, the siRNA-mediated knockdown of *Hhip* also significantly accelerated networks in the EC Matrigel network formation assay (Supplemental Figure 3D). In contrast, there was no effect from the supernatants from si-NC and si-*Hhip* of CARMN WT or KO SMCs on apoptosis in mECs (Supplemental Figure 3E). We next assessed the expression of some of the critical proteins in the Hedgehog signaling pathway and found that the knockdown of *Hhip* in KO SMC supernatants strongly rescued the reduction of PTCH1, GLI1, and SMO (Figure 6, I and J). To assess whether expression of mediators of the Hedgehog signaling pathway were altered in patients, we examined the expression for *GLI1*, *SMO*, and *PTCH1* expression between the CLTI and the healthy control groups in the GEO online dataset (GSE12064). The expression of *GLI1*, *SMO*, and *PTCH1* were all downregulated in gastrocnemius muscles in the CLTI group (Supplemental Figure 3F). Furthermore, 3D-spheroid assays of mECs revealed that *Hhip* knockdown in SMC-KO supernatants rescued the antisprouting phenotype of SMC-KO supernatants as quantified by increased sprout length and number of sprouts in mECs (Figure 6, K and L). These data illustrate that the secreted HHIP from SMCs can target the Hedgehog signaling pathway to mediate angiogenic functional changes in mECs.

### Inhibition of the Hedgehog signaling pathway in WT SMCs can phenocopy the antiangiogenetic effects of Carmn-KO SMCs.

To validate the putative role of the Hedgehog signaling pathway in regulating EC angiogenic activity, we used the Hedgehog signaling pathway Gli inhibitor (GANT61) in mECs coincubated with WT or KO-SMC supernatants and performed 3D-spheroid assays. The data show that GANT61 impedes spheroid formation, as manifested by a decrease in the number or length of sprouts, which phenocopied the effects of KO-SMC supernatants on mEC sprouting (Figure 7, A and B). Similarly, GANT61 treatment in WT SMCs also inhibited the proliferation rate of mECs to a similar level exhibited by incubation of KO-SMC supernatants (Figure 7C). Examination of protein expression revealed that the KO-SMC supernatants had markedly reduced expression of GLI1, pENOS, and pAKT similar to the GANT61-treated WT-SMC group. (Figure 7, D and E). Furthermore, mECs were also treated with GANT61 or supernatants for effects on network formation. The data revealed that supernatants from KO SMCs or GANT61 treatment potently inhibited the number of networks of mECs in Matrigel assays (Figure 7F). Taken together, these findings indicate that inhibition of the Hedgehog signaling pathway phenocopies the antiangiogenic effects of supernatants from KO SMCs.

### Carmn inhibits the expression of Hhip through miR-143-3p signaling.

We considered several possible mechanisms by which *Carmn* regulates *Hhip* expression, including effects on *Hhip* mRNA stability, potential direct interaction with HHIP protein to regulate its degradation, or by regulating *Hhip* expression through microRNA (miRNA) binding to its 3’ UTR region, given that *Carmn* is the host gene for the *miR143/miR145* cluster. We first explored whether *Carmn* impacts the degradation rate of the *Hhip* mRNA by treatment of WT and KO SMCs with actinomycin D (ActD). There was no significant trend of *Hhip* mRNA expression after ActD treatment between groups (Supplemental Figure 4A), indicating that *Carmn* does not affect the degradation rate of *Hhip* mRNA. Next, we investigated whether CARMN interacts with HHIP protein by performing an RNA immunoprecipitation (RNA-IP) assay. As shown in Supplemental Figure 4B, RTqPCR analysis revealed no significant differences in CARMN expression between the IgG control pulldown and HHIP pulldown samples. To explore whether *miR143* or miR145 regulates the expression of *Hhip* by targeting the 3′ UTR region of the *Hhip* mRNA, we first used prediction algorithms (mirdb.org, freibergtool.org) and identified potential binding sites with complementarity to *miR143* or *miR145* within the 3′ UTR region of *Hhip* mRNA (Figure 8A). Expression of *miR143* and *miR145* decreased in primary KO SMCs or in the gastrocnemius muscle after HLI surgery, respectively, compared with WT controls (Figure 8B). Similarly, the expression of *miR143* and *miR145* were also both significantly downregulated by RTqPCR in gastrocnemius muscles from CLTI patients compared with the non-PAD control group (Supplemental Figure 5, A and B). Interestingly, the expression of *miR-143-3p* was downregulated gradually in the gastrocnemius muscle after surgery, whereas HHIP expression increased (Supplemental Figure 4, C and D). To assess whether *miR143* or *miR145* regulates HHIP expression, we transfected WT SMCs with *miR143* or *miR145* inhibitors (Figures 8C). Because these miRNAs are known to regulate SMC contractile markers (24), we verified that the expression of *Myh11* and *Asma* were successfully downregulated (Supplemental Figure 5, C and D). In contrast, *miR143* inhibition potently increased expression of *Hhip* at the mRNA and protein level (Figure 8, D–F). To verify if *Hhip* is a bona fide target of *miR-143-3P*, we performed luciferase reporter assays with the *Hhip* 3′ UTR. Co-transfection of *miR-143-3p* and WT *Hhip* 3′UTR mediated repression of the luciferase reporter; however, there was no difference observed with *miR-143-3p* and a mutant *Hhip* 3′ UTR containing a scrambled 6 nucleotide change at the seed region (Figure 8G). To explore if the *miR-143*-mediated regulation of *Hhip* in SMCs could impact EC angiogenic activity, we harvested the supernatants from SMCs transfected with the *miR-143* or *miR-145* inhibitors and performed EC angiogenic assays. Supernatant taken from *miR-143*, and not the *miR-145* inhibitor, blocked the proliferation rate of cultivated mECs by BrdU assays and impeded sprout formation in mEC spheroid assays (Figure 8, H–J). If *miR-143* deficiency was mediating the increase in *Hhip* expression in the *Carmn*-KO SMCs, then rescuing its expression might restore its angiogenic paracrine properties. We first transfected *Carmn*-KO SMCs with *miR-143-3p* or *miR-145-3p* mimics and verified upregulated expression of *miR-143-3p* or *miR-145-3p*, respectively. We found that *miR143* overexpression successfully downregulated *Hhip* expression in CARMN-KO SMCs at the mRNA or HHIP protein levels, whereas *miR145* caused no changes (Figure 8, K–M). Consistent with the increase of HHIP protein expression in SMCs mediated by *miR143* inhibition, we also found that the *miR143* inhibitor increased the concentration of HHIP in supernatants of WT SMCs, whereas the *miR-143-3p* mimic decreased the concentration of HHIP in supernatants of KO SMCs (Supplemental Figure 5E). Furthermore, we checked the expression of several Hedgehog genes (*Ptch1*, *Gli1*, and *Smo*) in KO SMCs transfected with non-specific targeted miRNA mimic (NS-m) control and *miR-143-3p*. Expressions of *Ptch1*, *Gli1*, and *Smo* were all rescued in KO SMCs transfected with *miR-143-3p* compared with NS-m control. These results highlight that *miR-143-3p* overexpression within KO SMCs decrease HHIP expression (Figure 8N) and in turn upregulate the expression of the Hedgehog signaling pathway in the SMCs (Supplemental Figure 5F).

To explore if the effects of *miR143* mimics in SMCs could impact EC angiogenic activity, supernatants were harvested and assessed for effects on EC proliferation and spheroid formation. Consistently, only the *miR-143-3p* mimics, and not *miR-145-3p* mimics, increased the proliferation of mECs and increased the branch formation in mEC spheroid assays (Figure 8, O–Q). To assess effects of *miR143* on the AKT and eNOS signaling, we harvested protein lysates of mECs precultured with supernatants collected from WT SMC transfected with non-specific targeted miRNA inhibitor (NSi) control inhibitor and *miR143* inhibitor, and posttreated with VEGF for different time points. Supernatants collected from WT SMC transfected with *miR-143-3p* inhibitors blocked the phosphorylation of AKT or ENOS in mECs (Supplemental Figure 6, A and B). Conversely, we harvested the protein of mECs precultured with supernatants collected from KO SMCs transfected with NS-m control and *miR-143-3p* mimics and posttreated with VEGF for different time points. Supernatants collected from KO SMC transfected with *miR-143-3p* mimics effectively rescued the phosphorylation of AKT or ENOS in mECs (Supplemental Figure 6, C and D).

### Delivery of siRNA targeting Hhip rescued revascularization in hindlimb ischemia.

Given our in vitro data supporting a *Carmn*-*Hhip* angiogenesis signaling axis, we performed in vivo delivery of *Hhip* or NS siRNAs following FAL in *Carmn* WT or KO mice. The *Hhip* siRNA-mediated knockdown greatly improved blood flow recovery by 44.14% in *Carmn*-KO mice (Figure 9, A–C) at day 14. Even in the WT group, the *Hhip* siRNA delivery also promoted the recovery of the blood flow compared with siRNA control–injected mice. Moreover, *Hhip* siRNA–treated mice experienced a lower frequency of limb necrosis compared with siRNA controls in both *Carmn* WT and KO mice following 2 weeks of FAL (Figure 9D). Immunofluorescence imaging of gastrocnemius muscles at 14 days after FAL surgery revealed that si-*Hhip* injection rescued the capillary density in *Carmn*-KO mice and improved capillary density even in the WT mice (Figure 9, E and G). While the number of arterioles was not different in WT and KO mice after si-*Hhip* injection (Figure 9H), there was a marked increase in arteriolar diameter by 154.61% in the si-*Hhip*–injected KO mice (Figure 9, E and I). In contrast, there was no difference in the arteriolar diameter in si-*Hhip*–injected WT mice. However, endothelial cell proliferation was notably higher in both WT or KO si-*Hhip*–injected mice (Figure 9, F and J). Furthermore, we also verified that the in vivo delivery of si-*Hhip* successfully induced knockdown of *Hhip* in the gastrocnemius muscle in after FAL surgery limb (Supplemental Figure 5, G and H). Taken together, these data indicate that *Carmn* deficiency in SMCs likely contributes to impaired blood flow recovery through increased *Hhip* expression and reduced microvascular endothelial cell proliferation.

### In vivo miR-143-3P delivery improves blood flow recovery in Carmn-KO mice experiencing hindlimb ischemia.

To evaluate the ability of *miR-143-3p* to rescue the impaired revascularization phenotype in *Carmn*-KO mice, we intramuscularly delivered NS control or *miR-143-3p* mimics into the ischemic gastrocnemius at the time of FAL and over 14 days (Figure 10A). *Carmn*-KO mice treated with *miR-143-3p* mimics exhibited a robust improvement in blood flow recovery by 44.68% (Figure 10, A–C) by day 14. WT mice injected with miR-143-3p mimics also had accelerated blood flow recovery by day 7. Mice treated with miR-143-3p mimics showed robust reductions in necrosis scores compared with mice injected with NS mimic controls (Figure 10D). We also examined the expression of Hedgehog signaling pathway on the protein level in the gastrocnemius muscles harvested from *Carmn-*WT and KO mice after FAL surgery that were treated with NS-m control or miR-143-3p mimics. We found that PTCH1, GLI1, and SMO expression were upregulated in the gastrocnemius muscles from *Carmn*-KO mice treated with *miR-143-3p* mimics compared with those from *Carmn*-KO mice treated with NS-m control (Supplemental Figure 6, E–H). This evidence illustrated that treatment with *miR-143-3p* mimics activated the Hedgehog signaling pathway in vivo. We also verified the efficiency of overexpression of *miR-143-3p* in the limb subjected to FAL surgery. Limbs that underwent FAL surgery and were injected with *miR-143-3p* mimics had higher expression of *miR-143-3p* compared with mice injected with the NS-m control (Supplemental Figure 6I). Immunofluorescence imaging of gastrocnemius muscles at 14 days after FAL surgery revealed that *miR-143-3p* mimic injection rescued the capillary density in *Carmn*-KO mice and improved capillary density even in the WT mice (Figure 10, E and F). While the number of arterioles was not different in WT and KO mice after *miR-143-3p* mimic injection (Figure 10G), there was an increase in arteriolar diameter by 29.16% in the *miR-143-3p* injected–KO mice (Figure 10, E and H). However, endothelial cell proliferation was notably higher in both WT or KO *miR-143-3p*–injected mice (Figure 10, I and J). Furthermore, consistent with our in vitro observations that *miR-143-3p* targets *Hhip*, gastrocnemius muscles of *miR-143-3p* mimic–injected KO mice expressed much lower *Hhip* after FAL compared with KO mice injected with NS mimic controls (Supplemental Figure 6J). In summary, in vivo delivery of *miR-143-3p* reduced target gene *Hhip* expression and rescued blood flow recovery in *Carmn*-KO mice.

## Discussion

Accumulating studies reveal gaps in our understanding of cell-to-cell communication across the spectrum of patients with PAD and its more severe form CLTI (1, 2). Decades of preclinical and clinical research have focused on promoting EC-enriched growth factors to promote vasculogenic processes, including angiogenesis, in an effort to prevent the consequences of severe limb ischemia, including functional impairment, limb necrosis, or limb amputation (25). However, such therapies in patients with CLTI have not been effective in clinical trials and there remains an approximately 20% 1-year incidence of mortality in these patients (26). This study focused on understanding SMC to EC communication by leveraging the SMC-enriched expression of lncRNA *Carmn* and its unexpected paracrine effects on angiogenic activity. In doing so, the findings reveal a novel lncRNA *Carmn*-*miR143*-*Hhip* signaling axis that could be exploited translationally to harness the power of SMC-to-EC–mediated angiogenic activity.

LncRNAs participate in various pathological processes, including angiogenesis, for example, by repressing certain antiangiogenic protein expression or affecting specific signaling pathways on the mRNA or protein levels (27–29). Recently, our group identified *Carmn* as an important conserved lncRNA in SMC plasticity. However, its role in regulating angiogenesis in limb ischemia remained unclear. This study provides evidence of how the SMC-enriched lncRNA *Carmn* can influence the angiogenic response to ischemia by SMCs communicating with ECs. In support, *Carmn* and its target *Hhip* were identified as a key angiogenic regulatory pair in the progression of CLTI through interacting with the Hedgehog signaling pathway. Coculture of mECs with supernatants with elevated expression of *Hhip* collected from *Carmn*-KO SMCs, impaired EC proliferation, spheroid sprouting, and network formation, while siRNA-mediated silencing of HHIP expression rescued this phenotype. Similar phenotypic changes occurred in vivo. In vivo injection of si-HHIP robustly increased blood recovery after FAL surgery and rescued the impaired angiogenesis phenotype observed in *Carmn*-KO mice. The Hedgehog signaling pathway regulates a wide range of developmental processes, including vasculogenic processes, and angiogenesis by secreting proangiogenic factors (30, 31). *Hhip* is known to compete with *Shh* at the receptor of the Hedgehog signaling pathway, thereby serving as an antagonist of the pathway (19, 20). For example, *Hhip* may confer antitumor properties by inhibiting angiogenesis and EC proliferation during tumor development (32, 33). However, few studies have investigated the role of *Hhip* in regulating the angiogenic properties in limb ischemia or wound recovery in response to injury. In humans, *CARMN*, *HHIP*, and members of the hedgehog signaling pathway (*GLI1*, *PTCH1*, and *SMO*) exhibit expression patterns that mirror results from mouse in vivo studies. *CARMN* expression was significantly reduced in the gastrocnemius muscles of IC and CLTI patients compared to healthy adults, while *HHIP* expression was considerably higher in the CLTI group. *CARMN* mRNA was also significantly downregulated in a separate cohort (non-PAD versus CLTI), while *HHIP* transcripts were overabundant. Expression of *miR-143-3p* and *miR-145-3p* was also suppressed in the CLTI group compared with the non-PAD group. The agreement in the expression pattern for this pathway between the 2 human cohorts and the mouse in vivo data highlights the translational relevance of *Carmn*-*miR-143*-3p-*Hhip* signaling axis in the context of PAD.Intriguingly, our data revealed a pronounced decrease in *Carmn* expression during the angiogenic phase of HLI recovery that corresponded with an increase in *Hhip* expression. As a result, we considered that *Carmn* may exhibit proangiogenic effects. This premise was supported by our RNA-seq data in vitro and *Carmn*-KO mice in vivo that showed several proangiogenetic signaling pathways, including the PI3K-AKT signaling pathway, wound healing signaling pathway, and cell cycle checkpoints, were all inhibited. Consistent with this finding, there was a decrease in both capillary density and arterial diameter of vessels in the gastrocnemius muscles of *Carmn*-KO mice after FAL surgery compared with WT mice. These data indicated that the *Carmn* may facilitate vessel growth and angiogenesis by regulating the Hedgehog signaling pathway.

Angiogenesis and arterialization require a complicated series of cell activations, including from neighboring perivascular cells such as SMCs that are often in proximity with the endothelium of capillaries or of medium-to-larger sized vessels (34, 35). The indirect paracrine mechanisms between ECs and SMCs can influence EC differentiation, migration, and proliferation (36). Our study found a critical role of SMCs in promoting the angiogenic activity of ECs. The data support that under homeostatic nonischemic conditions, *Carmn* suppresses the expression of *Hhip*, which has antiangiogenic properties. Within the context of the ischemic gastrocnemius muscle in patients with CLTI or in mice after FAL induction, the expression of *Carmn* was downregulated, whereas the expression of *Hhip* was upregulated. Consistent with this inverse relationship, supernatants containing high levels of *Hhip* from *Carmn*-KO SMCs impaired EC spheroid sprouting, network formation, and proliferation, thus highlighting the antiangiogenic function of *Hhip*. The application of si-*Hhip* within *Carmn*-KO SMCs rescued this phenotype, indicating coupling of this lncRNA-protein pair. Interestingly, there were no detectable differences for the recruitment to vessels for NG2^+^ pericytes or CD45^+^ leukocytes in *Carmn*-KO or WT mice after HLI. These findings further strengthen the premise that SMCs promote angiogenic induction likely through a paracrine mechanism. Several studies demonstrated that *Hhip* can be secreted into the tissue environment and that it plays an essential role in the regulation of processes, such as tumorigenesis and adipogenesis, by interacting with the Hedgehog signaling pathway (19, 37). Our findings build upon other studies that have shown the importance of cooperativity of SMCs and ECs for maximizing tissue perfusion and repair. For example, coadministration of iPSC-derived SMCs and ECs after hindlimb ischemia in mice increased limb salvage in ischemic limbs compared with transplantation of either alone (38). This study ascribes a role for *Hhip* function in regulating EC angiogenic properties in limb ischemia and uncovers how lncRNA *Carmn* is linked to regulating *Hhip* via a miRNA intermediary.

Several lines of evidence support that deficiency of lncRNA *Carmn* upregulates HHIP via the intermediary of *miR-143-3p*. First, *Carmn* serves as a host gene and is located in proximity to *miR-143-3p*, an effect that can promote *miR-143-3p* expression (39, 40). Inhibition of *miR-143-3p* suppressed the ability of *Carmn* to inhibit the expression of *Hhip* in WT SMCs. Consistent with an inverse relationship of *miR-143* and *Hhip* observed in SMCs in our studies, this relationship was also observed when we interrogated a curated RNA-seq dataset of SMC-enriched ureters harvested from the *miR143*/*miR145*-KO and control mice, which showed that *Hhip* expression was upregulated and the Hedgehog signaling pathway was inhibited (41). In our study, the reduced complementarity of the *miR145* seed sequence in the 3’ UTR of *Hhip* (compared with the *miR143* seed sequence, Figure 8A) likely explains its lack of effects on *Hhip* expression or in EC angiogenic experiments cocultured with SMC supernatants. Both *miR-143-3p* overexpression and siRNA-mediated knockdown of *Hhip* decreased the expression of *Hhip* in vivo, and rescued the impaired blood flow recovery, angiogenesis, and tissue necrosis phenotype observed in *Carmn*-KO mice. Thus, the relationship between host gene *Carmn* and *miR-143-3p*, and their cooperative function in regulating angiogenesis after limb ischemia offers insights into understanding the role of miRNAs and their host genes in this process.

In conclusion, the SMC-enriched lncRNA *Carmn* potently regulates the EC angiogenic response to limb ischemia. Gastrocnemius muscles of patients with CLTI exhibit lower CARMN and higher HHIP, consistent with an antiangiogenic state. Genetic loss of *Carmn* exhibited reduced blood flow recovery, decreased capillary density and smaller diameter vessels, and higher tissue limb necrosis after FAL surgery. Our studies in vitro and in vivo demonstrated that *Carmn* suppressed *Hhip* expression or secretion via regulation of *miR-143-3p* that directly binds the 3’ UTR region of *Hhip*. Functional assays and rescue experiments verified that the *Hhip* knockdown or *miR-143-3p* overexpression rescued the phenotype of impaired blood flow recovery, angiogenesis, and limb necrosis in both *Carmn*-KO and WT ischemic limbs. Collectively, these findings support an important SMC-to-EC paracrine role in regulating angiogenic responses in ischemic limbs and provide targets for intervention by regulating the lncRNA *Carmn*-*miR143*-*Hhip* signaling axis.

## Methods

### Sex as a biological variable.

Out study examined male and female animals, and similar findings were reported for both sexes.

Additional details on methods can be found in the Supplemental Methods.

### Human study.

Two different cohorts were examined in this study. The first cohort for lncRNA profiling examined the RNAseq dataset (GSE120642) involving gastrocnemius biopsies from healthy adults (HA), patients with intermittent claudication (IC), or patients with CLTI. The patient characteristics for this dataset are previously described (42). The second independent cohort used for RTqPCR in this study was a cross-sectional study involving gastrocnemius biopsies from participants without PAD or those with CLTI. Participants were recruited through the University of Florida Health and the Malcom Randall VA Medical Centers in Gainesville, Florida, USA. Patients with a normal ABI (greater than 0.9) or those with an abnormal ABI (less than 0.9) indicating a diagnosis of PAD with a Rutherford Stage between 4–6 set as inclusion criteria. Patients with nonatherosclerotic occlusive disease were excluded (acute limb ischemia, vasculitis, Buerger’s disease, etc.). Medical history, race, smoking history, and demographics were obtained by self report. Coexisting medical conditions and medication usage was obtained through review of medical records. Individuals who were non-PAD controls were recruited within the University of Florida Hospital System and Malcom Randall VA medical center and were free from peripheral vascular disease. Gastrocnemius muscle specimens were collected via percutaneous muscle biopsy using sterile procedures as previously described. This procedure involved a small (< 0.5cm) incision through the skin and placement of a suction-controlled sterile 14-gauge biopsy needle (BD Elevation Breast Biopsy System) into the gastrocnemius muscle. Typical yield from this approach ranges from 80–300 mg of muscle tissue. Total RNA was extracted from gastrocnemius muscle using the Direct-zol RNA MiniPrep kit (Zymo Research, Cat. No. R2052) following the manufacturer’s direction. The related patient physical characteristics were submitted as Supplemental Table 1.

### Animal studies.

Studies were performed in CARMN^+/+^ and CARMN^–/–^ mice (The Jackson Laboratory). All male and female mice used were age-matched in experiments and maintained under SPF conditions at an American Association for the Accreditation of Laboratory Animal Care accredited animal facility at the Brigham and Women’s Hospital.

### Hindlimb ischemia mouse models.

Mice were subjected to FAL surgeries to replicate critical limb ischemia as we have described (43–48). Briefly, mice were injected i.p. with 150 μl of 20% ketamine/5% xylazine in 0.9% saline. Once anesthetized, the right medial thigh to the suprapubic area was treated with a commercial emollient to remove fur and sterilized with Povidone iodine. Skin and fascia were dissected away to reveal the femoral bed. The femoral artery and surrounding tissue were proximally and distally ligated with 7-0 Prolene sutures. The arterial bed in between sutures was cauterized. Abrogation of blood flow compared with the contralateral limb (< 10%) was confirmed using a laser Doppler imager (Moor Instruments, UK). Percent blood flow recovery was calculated by comparing a ratio of ischemic paw to contralateral paw Doppler count profiles and normalized blood flow recovery was calculated by comparing the ratio of ischemic to contralateral paw Doppler count profiles to day 0 postoperative percent blood flow. Necrosis scores were calculated as the percentage of mice in a group that fall under one of the following limb necrosis categories on day 14 after surgery: (a) none (no necrosis); (b) 1–2 nails lost; (c) 3–5 nails lost; (d) 1–4 toes lost; (e) whole foot lost.

### Cell culture and transfection.

Mouse primary endothelial cells (mECs) were cultured in endothelial cell growth medium (Cell Biologics, M1168). Cells that were utilized for experiments were passaged no more than 6 times. MOVAS cells (ATCC, CRL-2299) and Primary smooth muscle cells (SMCs) were cultured in SMC media (DMEM Medium (DMEM; Gibco, 10566-016) supplemented with 10% fetal bovine serum (FBS) and 1% Penicillin-streptomycin (P/S)). Transfection was performed using Lipofectamine 2000 (Invitrogen) as described in the manufacturer’s protocol. Negative control inhibitor (4464076), miR-143-3p inhibitor (5’-UGAGAUGAAGCACUGUAGCUC-3’; #MH10883, 4464084), miR-145-3p inhibitor (5’-GGAUUCCUGGAAAUACUGUUCU-3’; #MH13036, 4464084), negative control mimic (4464058), miR-143-3p mimic (sequence 5’-UGAGAUGAAGCACUGUAGCUC-3’; #MC10883, 4464066), miR-145-5p mimic (5’-GUCCAGUUUUCCCAGGAAUCCCU-3’; #MC11480, 4464066), are all from ThermoFisher Scientific and used for transfection at 100 nM in primary SMCs. SMCs were transfected with negative control siRNA (The sequences were UGGUUUACAUGUCGACUAA, Dharmacon, 3391201) or HHIP siRNA (GUAGGGUUUUGAAAUGUUC, Dharmacon, 240617) with Lipofectamine 2000 at 100 nM.

### RNA Isolation and real-time quantitative PCR.

Total RNA was extracted by using TRIzol reagent following the manufacturer’s protocol (Invitrogen, 15596-026). The concentration and quality control of RNA was examined using NanoDrop 2000 (ThermoFisher). miRNAs were reverse transcribed using miRCURY LNA RT Kit (339340) according to the manufacturer’s instructions. MiRCURY LNA SYBR Green PCR Kit (Qiagen, 339346) was used for quantitative real-time PCR analysis with the Quantstudio 6 Pro (ThermoFisher) following the manufacturer’s instructions. miR-143-3p (Qiagen, YP00205992), miR-143-5p (Qiagen, YP02109892), miR-145-3p (Qiagen, YP00204192), and miR-145-5p (Qiagen, YP00204483) expression levels were normalized to U6 snRNA (Qiagen, YP02119464) and were calculated using 2-DCt method. cDNA for mRNA was produced using High-Capacity cDNA Reverse Transcription Kit (ThermoFisher, 4368814). mRNA expression levels were normalized to GAPDH and were calculated using 2-DCt method. Subsequent RT-qPCR was performed using GoTaq qPCR Master Mix (Promega, 0000599886). The list of primers is provided in Supplemental Table 2.

### Western blot analyses.

Cells were lysed in RIPA buffer (ThermoFisher Scientific, USA) containing 1% protease and phosphatase inhibitors and resolved by SDS-PAGE. The proteins were separated by gel electrophoresis and then transferred onto PVDF membranes (Bio-Rad, USA). The membranes were blocked with 5% FBS in 1X TBST at room temperature for 1 h and incubated overnight at 4°C with antibodies against HHIP (Proteintech, 29466-1-AP, 1:1000), GAPDH (Cell Signaling Technology, D16H11, 1:5000), PTCH1 (Santa Cruz,sc-518102, 1:1000), SMO (Santa Cruz,sc-166685, 1:1000), Gli1 (Proteintech, 66905-1-Ig, 1:1000), P-AKT (Cell Signaling Technology,4060S, 1:1000), AKT (Cell Signaling Technology, 4691S, 1:1000), P-ENOS (Thr495) (Proteintech, 28939-1-AP, 1:1000), or ENOS (Cell Signaling Technology, 32027S, 1:1000). Membranes were incubated with secondary antibody (anti-rabbit IgG, HRP-linked Antibody [Cell Signaling Technology, #7074]) for 1 h at room temperature. Protein bands were detected by enzyme-linked chemiluminescence using a luminescent image analyzer (Bio-Rad, Chemidoc).

### Native RNA immunoprecipitation assay.

Primary mouse SMCs or MOVAS cells were used for immunoprecipitation of HHIP-bound RNAs as previously described (49). Human CASMCs were used as a positive control to validate previously identified interaction of SRF and CARMN (15). Briefly, SMCs were seeded in large flasks to yield at least 10 million cells at approximately 80% confluency per sample, harvested by trypsin digestion, washed with PBS and lysed in ice-cold 1X PLB buffer supplemented with 1mM dithiothreitol (DTT) (ThermoFisher, Cat: P2325), 200 units/ml RNase OUT (ThermoFisher, Cat: 10777019), and EDTA-free Protease Inhibitor Cocktail (ThermoFisher, Cat: PI78441). Cells were frozen at –80°C for at least a day to improve cell lysis. Antibodies for HHIP, SRF (CST, 5147) or IgG isotype control antibodies (Millipore, PP64B) were conjugated to Pierce Protein A/G magnetic beads (ThermoFisher, Cat: 88802), and total protein samples from cell lysates were incubated with beads overnight at 4°C in 1X NT2 buffer (supplemented with 20mM EDTA pH 8.0, 1mM DTT, and 200U/ml RNase OUT) and washed with 1X NT2 buffer to remove unbound proteins. Captured protein-bound RNAs were eluted by Proteinase digestion and reverse transcribed for qPCR quantification. Gene expression values were normalized to 10% input RNA.

### RNA-Seq Bioinformatic analysis.

RNA-Seq transcriptomic analysis was performed after ribodepletion and library construction by using Illumina HiSeq2500 V4 2 × 150 PE (Genewiz). For in vitro and in vivo datasets, the obtained reads were examined for quality control using FastQC v0.12.1(www.bioinformatics.babraham.ac.uk/projects/fastqc). The reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v0.36 (50). The trimmed reads were then mapped to the Mus musculus GRCm38 reference genome (www.ensembl.org) using the STAR aligner v.2.5.2b (51). For in vitro and in vivo datasets, the mean quality scores of all samples were 37.60 and 38.45, respectively, which indicated all samples to be of high quality, and the mean of total reads per sample was 19,125,123 and 21,326,915, respectively. Subread v1.5.2 (52) was used to compute unique gene hit counts. The gene hit counts table was used for further downstream differential expression analysis. Quality assessment of the samples was also performed by clustering them based on the gene expression profiles and then visualizing the samples in the 2D plane spanned by their first two principal components (i.e., PC1 and PC2). In both the groups, WT and KO states were separated from each other along dimension 1 (the x-axis) and also indicating absence of any outlier sample. 

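Principal components were computed from the log2 CPM (prior count 2) of the 500 most variable tested genes. The first component was below 0 in each WT library and above 0 in each KO library of both experiments. It held 97.7% of the variance in vitro and 47.4% in vivo. Over all tested genes the shares were 85.4% and 38.0%. In vivo, the library of WT muscle 2 had a first component of -30.5, while the other WT libraries lay between -12.5 and -10.6.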

The in vitro group comprised 3 samples each for WT and KO state while the in vivo group comprised 4 samples for WT and 5 samples for KO. Before the differential expression analysis, the transcripts with a count of at least 5 for a minimal number of samples were considered. Using DESeq2 v1.42.1 (53), a comparison of gene expression between states WT (control) and KO (subject) was performed both for in vitro and in vivo groups. Wald test was used for hypothesis testing during comparing WT and KO groups, and the transcripts with *P* value < 0.05 and log_2_ fold change of 0.58 were considered as differentially expressed for each comparison.

### Screening hypoxia- or ischemia-associated commonly regulated lncRNAs in humans and mice.

To screen for significantly regulated lncRNAs under ischemic conditions in humans and mice, we looked for common differentially expressed lncRNAs. First, RNA-Seq transcriptomic analysis was performed for normoxia (control) and hypoxia (subject) conditions in mouse SMCs and differentially expressed lncRNAs were obtained (as detailed above). Second, the differentially expressed human lncRNAs (*P* value < 0.05) among healthy aged (HA) and CLTI groups were obtained by analyzing the GSE120642 dataset stored in the GEO database (https://www.ncbi.nlm.nih.gov), which includes skeletal muscle biopsies from 15 healthy controls and 15 patients with CLTI (42). All CLTI patients in this study (42) presented with an ankle-brachial index of less than 0.4 and with ischemic rest pain with or without tissue necrosis or nonhealing ulcers. Third, we performed an intersection of human (mouse homologs) lncRNAs and mouse lncRNAs and ranked the list in mouse based on log_2_ fold change. The lists of human and mouse lncRNAs were obtained from LNCipedia v 5.2 (https://lncipedia.org/) database, and the homologies between human and mouse lncRNAs were retrieved from Mouse Genome Informatics (https://www.informatics.jax.org/) database.

### Statistics.

Statistical analyses were performed using GraphPad Prism version 7.0 (GraphPad Software Inc). Student’s 2-tailed *t* test was used to determine statistical significance between 2 groups. ANOVA with Bonferroni’s test was used to determine differences between more than 2 groups; ordinary 2-way ANOVA with main effects was used to analyze myography data. Data are expressed as mean ± SEM, and results were considered as significantly different using *P* < 0.05.

### Study approval.

Animal protocol (#2016N000182) was approved by the Institutional Animal Care and Use Committee at Brigham and Women’s Hospital, Harvard Medical School and conducted by the National Institutes of Health Guide for Care and Use of Laboratory Animals. This study was approved by the institutional review boards at the University of Florida and the Malcom Randall VA Medical Center (Protocol IRB201801553). All study procedures were carried out according to the Declaration of Helsinki and participants were fully informed about the research and informed consent was obtained. All human patient samples (42) conform to the principles outlined in the Declaration of Helsinki.

### Data availability.

All relevant data are available from the authors. The RNA-seq data are accessible at GEO dataset: (GSE290218). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

MWF and MZ conceived the hypothesis. MZ, AJ, WWW, EB, VR, JQ, CV, AKP, AKW, MS, and CEA performed experiments. MZ, AJ, WWW, EB, VR, JQ, CV, AKP, AKW, MS, YH, JLG, CEA, TER, WP, and MWF designed or interpreted the results. MZ, AJ, and MWF wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
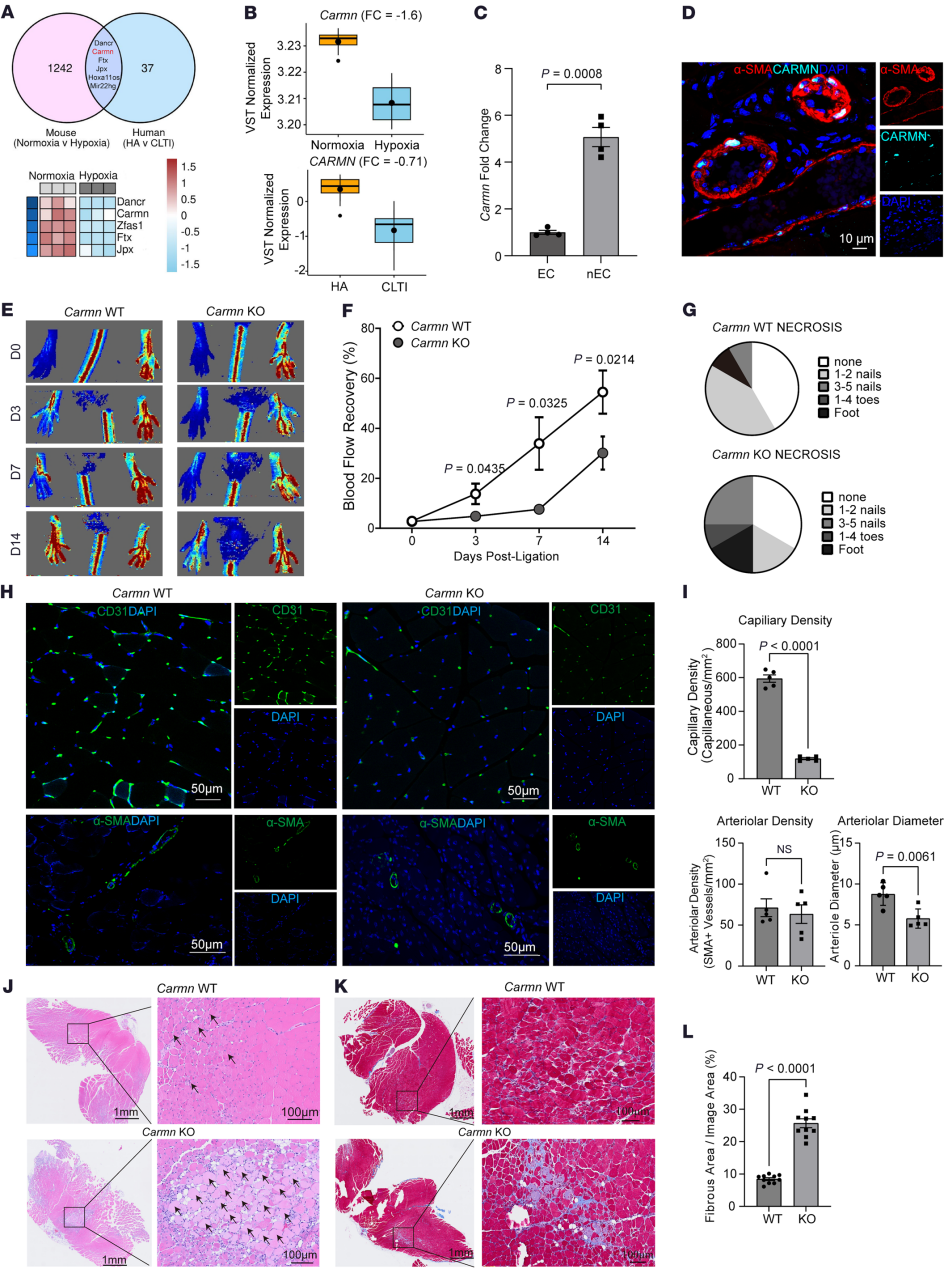
*Carmn* expression is reduced with limb ischemia and deficiency of *Carmn*-impaired perfusion recovery after hindlimb ischemia in mice. (**A**) (*top*) Overlap between differentially expressed lncRNAs screened from hypoxia-stimulated SMCs and differentially expressed lncRNAs screened from human gastrocnemius muscles collected from patients with PAD, healthy adults (HA), or patients with CLTI (GSE120642). (*bottom*) Heatmap of differentially expressed lncRNAs in primary SMCs between normoxia and hypoxia conditions (*P* = 0.00012). (**B**) The expression of *Carmn* in primary SMCs exposed to hypoxia or in gastrocnemius muscles of patients with or without CLTI (*P* = 1.44 × 10^–8^). (**C**) the relative expression of *Carmn* in endothelial cells (ECs) and non-ECs. (**D**) the representative image of *Carmn* colocalized within the nucleus of α-SMA^+^ SMCs within the gastrocnemius muscle harvested from *Carmn* WT mice. (**E**) Representative Laser Doppler Imaging (LDI) images of hindlimbs immediately after FAL and at different time points. (**F**) Quantification of blood flow (surgical / contralateral limb) by LDI images, normalized to the nonsurgery limb between 2 groups, (*n* = 6). (**G**, Necrosis score of ischemic foot 2 weeks after FAL. (**H**) the CD31 immunofluorescence staining in WT and *Carmn*-KO mice. Scale bar: 20 μm. (**I**) the quantification of CD31^+^ capillary density, α-SMA^+^ arteriole density, and diameter of α-SMA^+^ arterioles. (**J**) the representative images of H&E staining of gastrocnemius slides from WT or *Carmn*-KO mice. Scale bar: 100 μm. (**K**) representative images of Masson trichrome staining of gastrocnemius harvested from *Carmn* WT or *Carmn*-KO mice. Scale bar: 100 μm. (**L**) the quantification of the fibrosis areas between groups. For all panels, error bars represent SEM. *P* value was determined by unpaired 2-tailed Student’s *t* test (**B**, **C**, **I**, and **L**) or 1-way ANOVA with Bonferroni post test (**F**).

**Figure 2:**
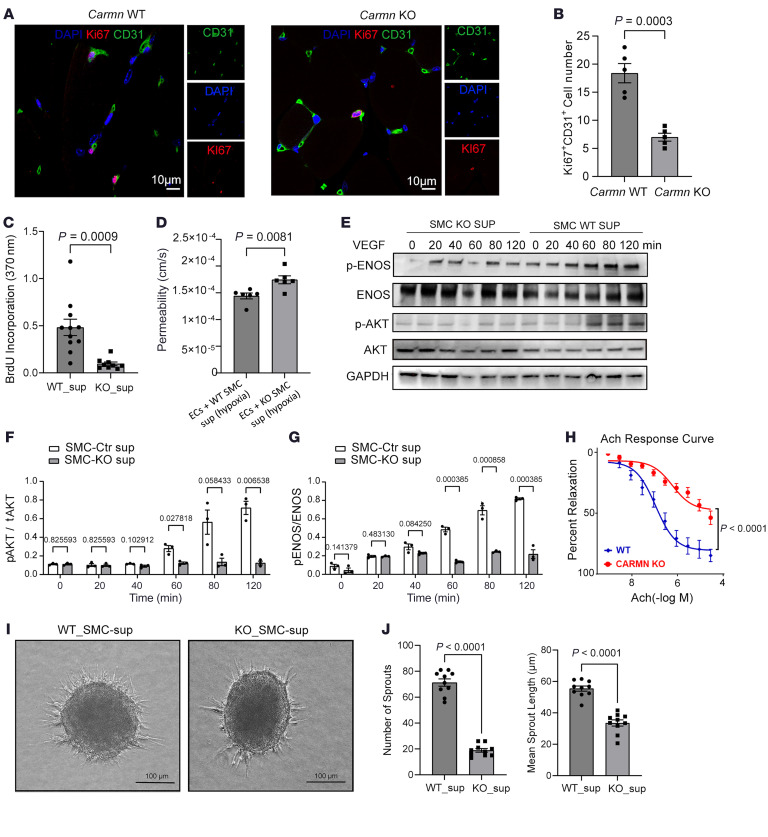
SMC-derived *Carmn* expression promotes EC proliferation and angiogenesis. (**A**) Representative images of CD31^+^ and Ki67^+^ staining between gastrocnemius muscles of WT and CARMN-KO mice. Scale bar = 20 μm. (**B**) the quantification of Ki67^+^ and CD31^+^ cells between groups. (**C**) the quantification of BrdU incorporation of mECs incubated with WT or KO SMC supernatants. (**D**) quantification of permeability assay of ECs incubated with WT or SMC supernatants. (**E**) Representative images of Western blots of the indicated AKT and eNOS proteins in mECs after incubation with WT or KO SMC supernatants. (**F** and **G**) quantification of relative expression of the indicated proteins. (**H**, Ach-mediated arterial vasoreactivity in WT or *Carmn*-KO mice. (**I**) representative images of EC spheroids cocultured with WT or KO SMC supernatants (WT SMC’s supernatants and KO SMC’s supernatants added to the mouse ECs); (**J**) related quantification of spheroid sprout branch length and number; Scale bar: 100 μm. For all panels, error bars represent SEM. *P* value was determined by unpaired 2-tailed Student’s *t* test (**B**–**D**, **F**, **G**, and **J**) or 1-way ANOVA (**H**).

**Figure 3:**
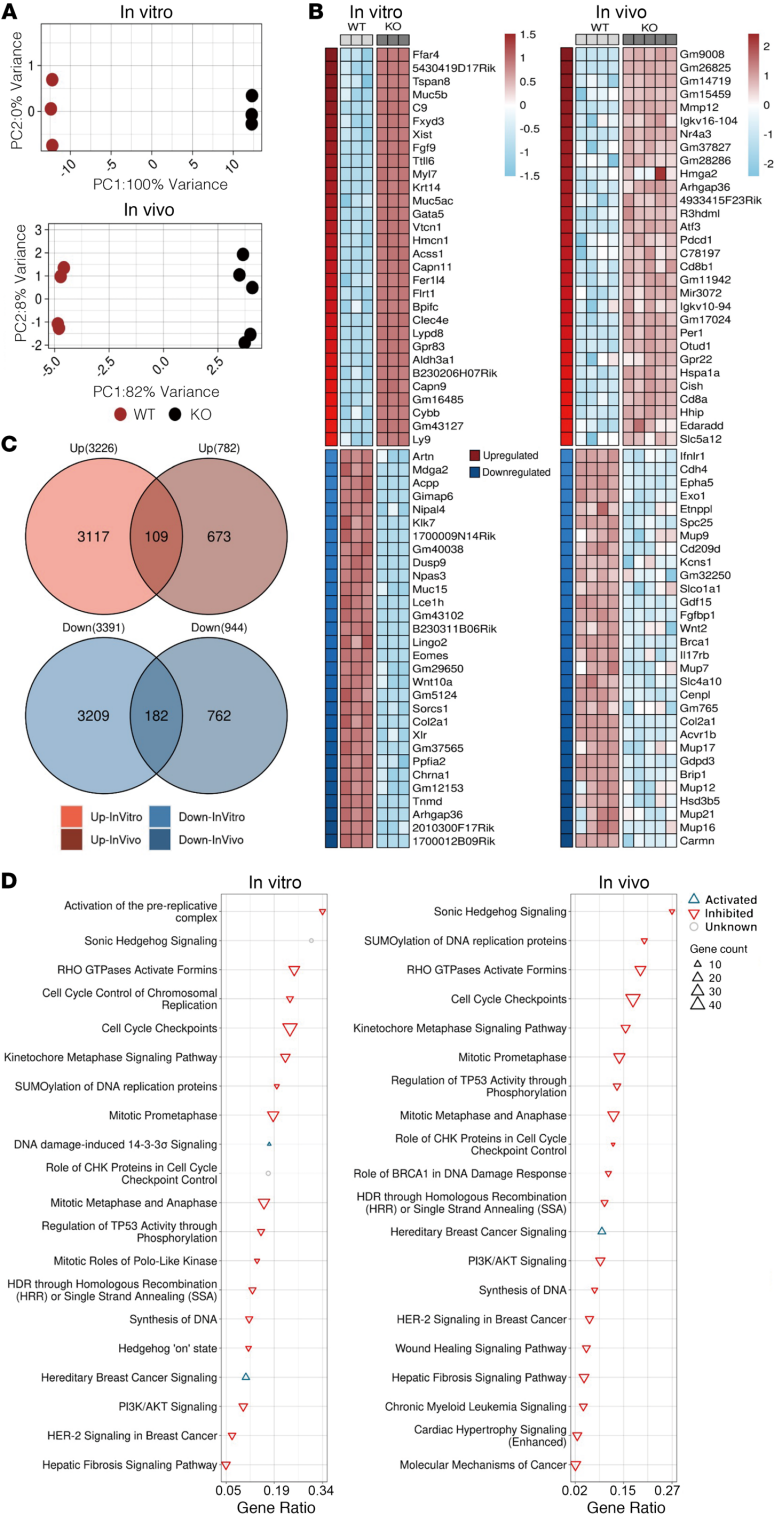
*Carmn* promotes angiogenic activity by activating the hedgehog signaling pathway. (**A**) Scatter plot showing results of a principal component analysis (PCA) of transformed count data from RNA-seq samples. In vitro represents WT or *Carmn* KO SMCs. In vivo represents WT or *Carmn*-KO gastrocnemius muscles after 14 days of FAL. (**B**) Heatmaps of top-30 upregulated (*P* < 0.01 & log_2_FC ≥ 0.58) and top-30 downregulated (*P* < 0.01 & log_2_FC < –0.58) transcripts. The transcripts are prioritized based on their fold-change values, and the upper and lower panels represent upregulated and downregulated transcripts, respectively. (**C**) Venn diagrams representing common upregulated and downregulated transcripts for in vitro and in vivo groups. Red and blue colors represent up- and downregulated transcripts. (**D**) Plot of top-20 significantly enriched pathways (*P* < 0.05). The triangles pointing up are activated (Z > 0), triangles pointing down are inhibited (Z < 0); circles represent pathways with unknown activation status (Z = 0).

**Figure 4:**
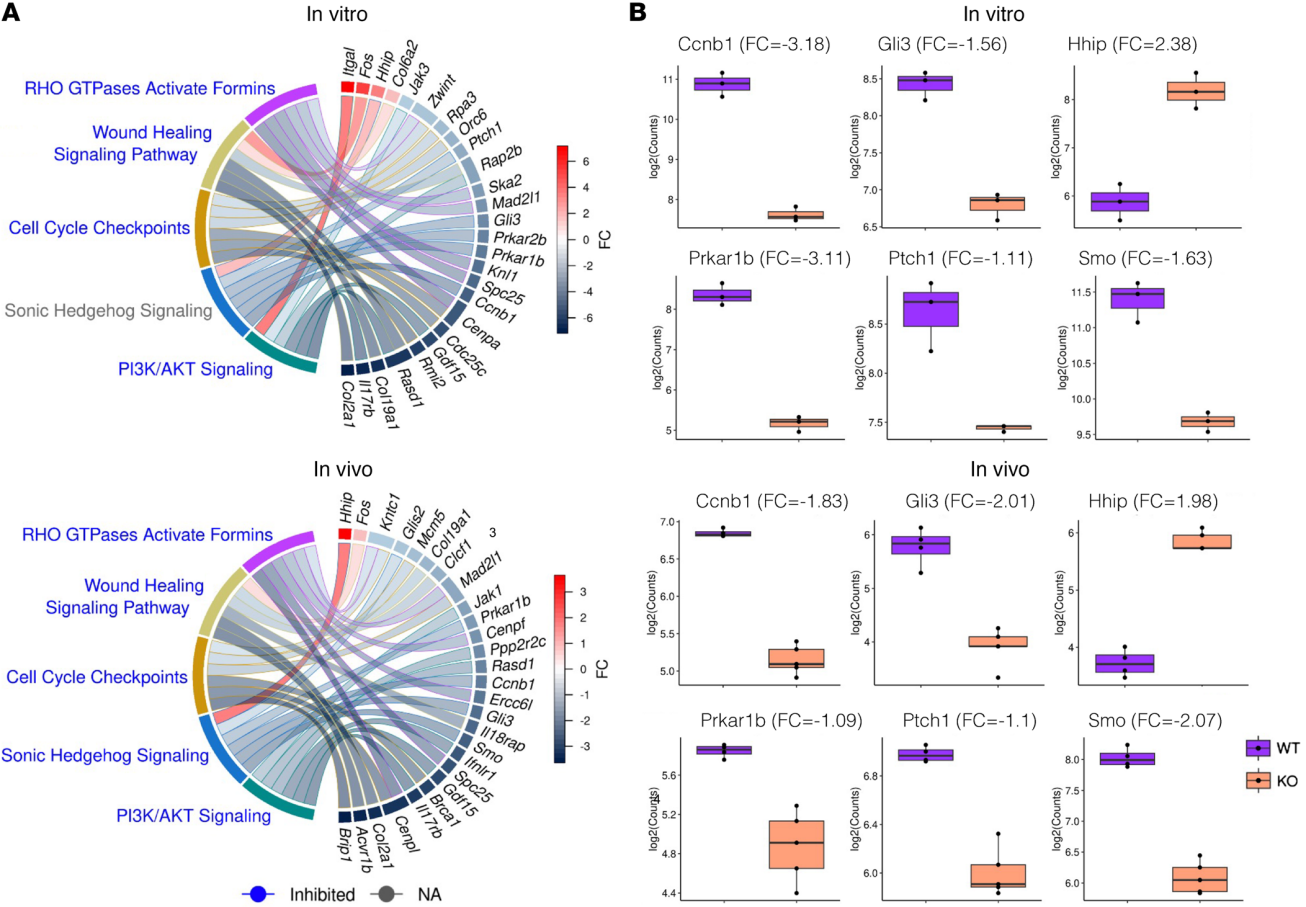
Deficiency of lncRNA CARMN regulates expression of key Hedgehog signaling pathway genes. (**A**) Chordplots of in vitro and in vivo significant (*P* < 0.05) pathways. For each pathway, the top-3 up- or downregulated transcripts (if present) are presented. Blue color–labeled pathways represent inhibited pathways (Z < 0), gray color pathways represent unknown activation status (Z = 0). (**B**) Box plots of expression level between WT and KO in vitro (*top*) and in vivo groups (*bottom*) of well-known representative differentially expressed genes from ‘Sonic Hedgehog Signaling’ pathway. Each boxplot includes the log_2_FC between the 2 groups.

**Figure 5:**
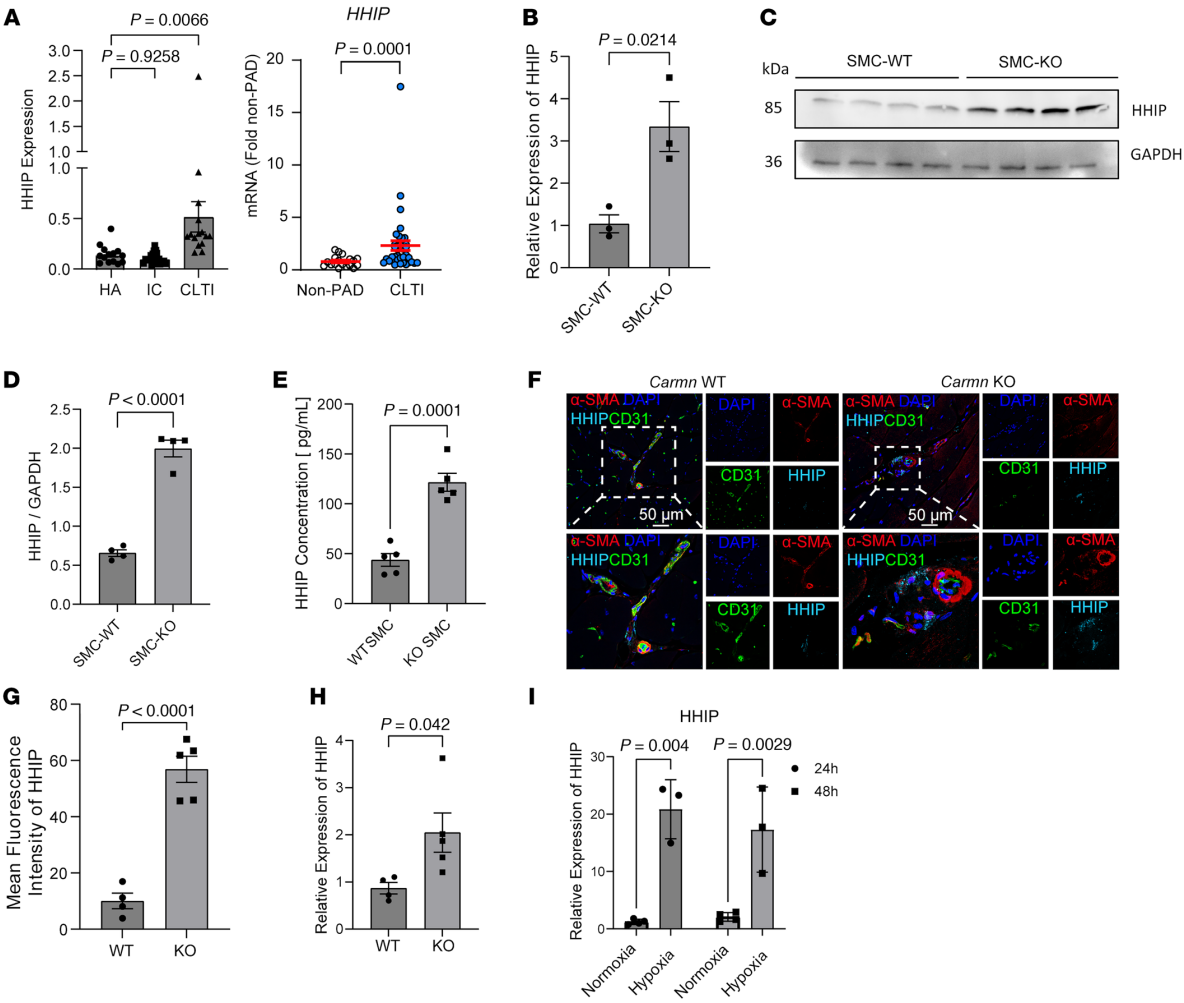
*Carmn* regulates *Hhip* expression in vitro and in vivo. (**A**) Left, Normalized counts of *Hhip* in healthy adults or in patients with intermittent claudication (IC) or CLTI from GEO dataset. (*n* = 13–16). Right, RT-qPCR results of *Hhip* expression in gastrocnemius muscle samples in patients with CLTI and non-PAD control group. (**B**) the relative mRNA expression level between CARMN WT and KO SMCs. (**C**) representative images of Western blots (WB) of *Hhip* between CARMN WT and KO SMCs, (**D**) quantification of WB results in **C**. (**E**) ELISA of HHIP concentration in supernatants collected from WT and KO SMC supernatants. (**F**) the representative images of immunofluorescence for HHIP in gastrocnemius muscles after FAL between *Carmn* WT and KO mice. Scale bar: 20 μm. (**G**) The quantification of the mean fluorescence intensity (MFI) of HHIP. (**H**) the relative expression of *Hhip* in gastrocnemius harvested from 2 groups of mice that underwent FAL surgery. (**I**) The relative expression of *Hhip* in SMC exposed to hypoxia condition after 24 or 48 hours. *P* value was determined by unpaired 2-tailed Student’s *t* test (**A** (right), **B**, **D**, **E**, **G**, and **H**) or 1-way ANOVA with Bonferroni post test (**A** (left) and **I**).

**Figure 6:**
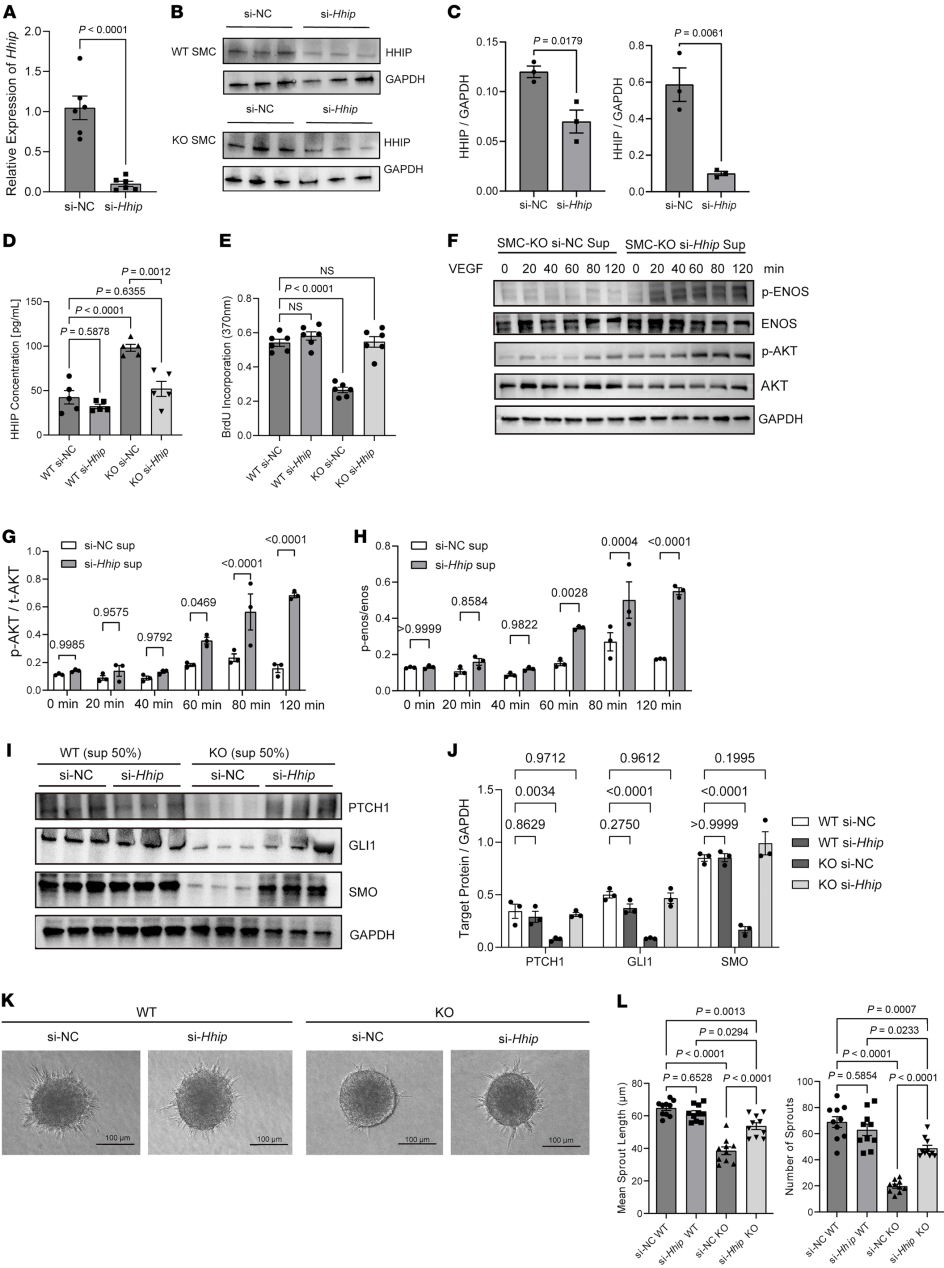
*Hhip* targets Hedgehog Signaling Pathway to mediate angiogenic changes in mECs. (**A**) Relative mRNA expression levels of *Hhip* in KO SMCs with siRNA-mediated (si-mediated) knockdown of *Hhip* or nonspecific control (si-NC) (*n* = 6). (**B**) representative images of the WB of HHIP protein from WT or KO SMC with si-NC and si-*Hhip* transfection. (**C**) the quantification of HHIP protein expression between *Carmn* WT or KO SMCs. (**D**) the HHIP concentration measured by ELISA in supernatants harvested from the indicated groups of SMCs. (**E**) quantification of BrdU incorporation in mECs incubated with supernatants collected from the indicated groups of SMCs. (**F**) the representative WB images of specific AKT and eNOS proteins in mECs incubated with supernatants collected from KO SMCs transfected with si-NC or si-*Hhip*. (**G** and **H**) the quantification of relative expression of p-AKT or p-eNOS of mECs incubated with KO SMC si-NC or si-*Hhip* supernatants. (**I**) representative WB images of the indicated protein expression of the Hedgehog signaling pathway in *Carmn* WT or KO SMCs. (**J**) the quantification of relative expression of proteins in **I**. (**K**) representative images of spheroids cocultured with supernatants collected from the indicated 4 groups of SMCs. Scale bar: 100 μm. (**L**) quantification of branch length and number of sprouts in **K**. For all panels, error bars represent SEM. *P* value was determined by unpaired 2-tailed Student’s *t* test (**A**, **C**, **G**, and **H**) or 1-way ANOVA with Bonferroni post test (**D**, **E**, **J**, and **L**).

**Figure 7:**
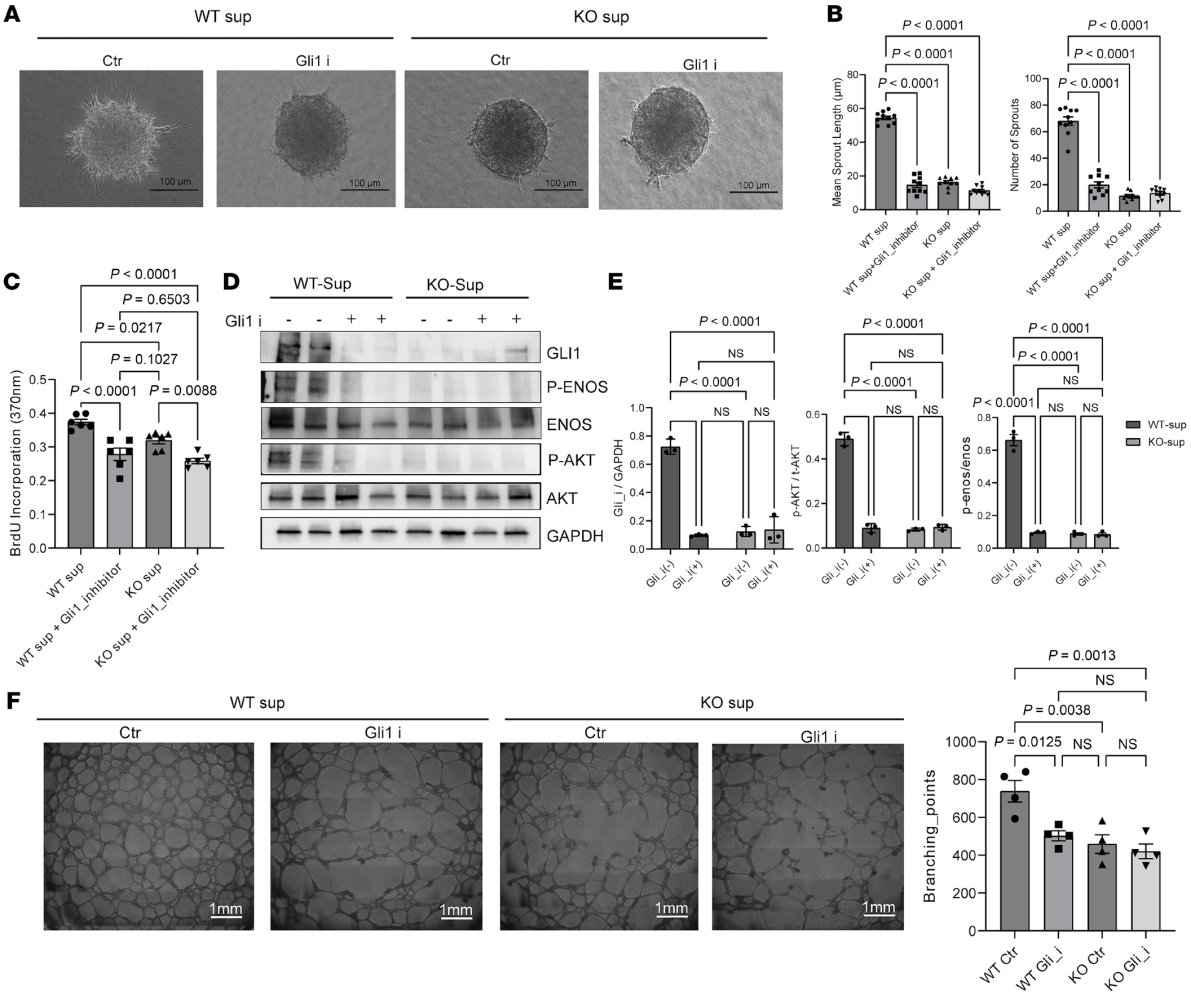
Inhibition of the Hedgehog signaling pathway in WT SMCs can phenocopy the antiangiogenetic effects of *Carmn*-KO SMCs. (**A**) the representative images of mECs spheroid cocultured with supernatants collected from WT or KO SMCs treated with or without Hedgehog signaling pathway inhibitors. Scale bar: 100 μm. (**B**) quantification of spheroid branch length and the number of branches in **A**. (**C**) the BrdU incorporation of mECs incubated with WT or KO SMCs treated with or without Hedgehog signaling pathway inhibitors. (**D**) the representative images of WB results of the indicated AKT or eNOS proteins in mECs after being incubated with supernatants collected from WT or KO SMCs treated with or without Hedgehog signaling pathway inhibitors. (**E**) the quantification of the indicated protein expression levels in **D**. (**F**) representative images of mECs in the network formation assay after incubation with supernatants collected from WT or KO SMCs treated with or without Hedgehog signaling pathway inhibitors. Scale bar: 1,000 μm. For all panels, error bars represent SEM. *P*-value was determined by 1-way ANOVA with Bonferroni post test (**B**, **C**, **E**, and **F**).

**Figure 8:**
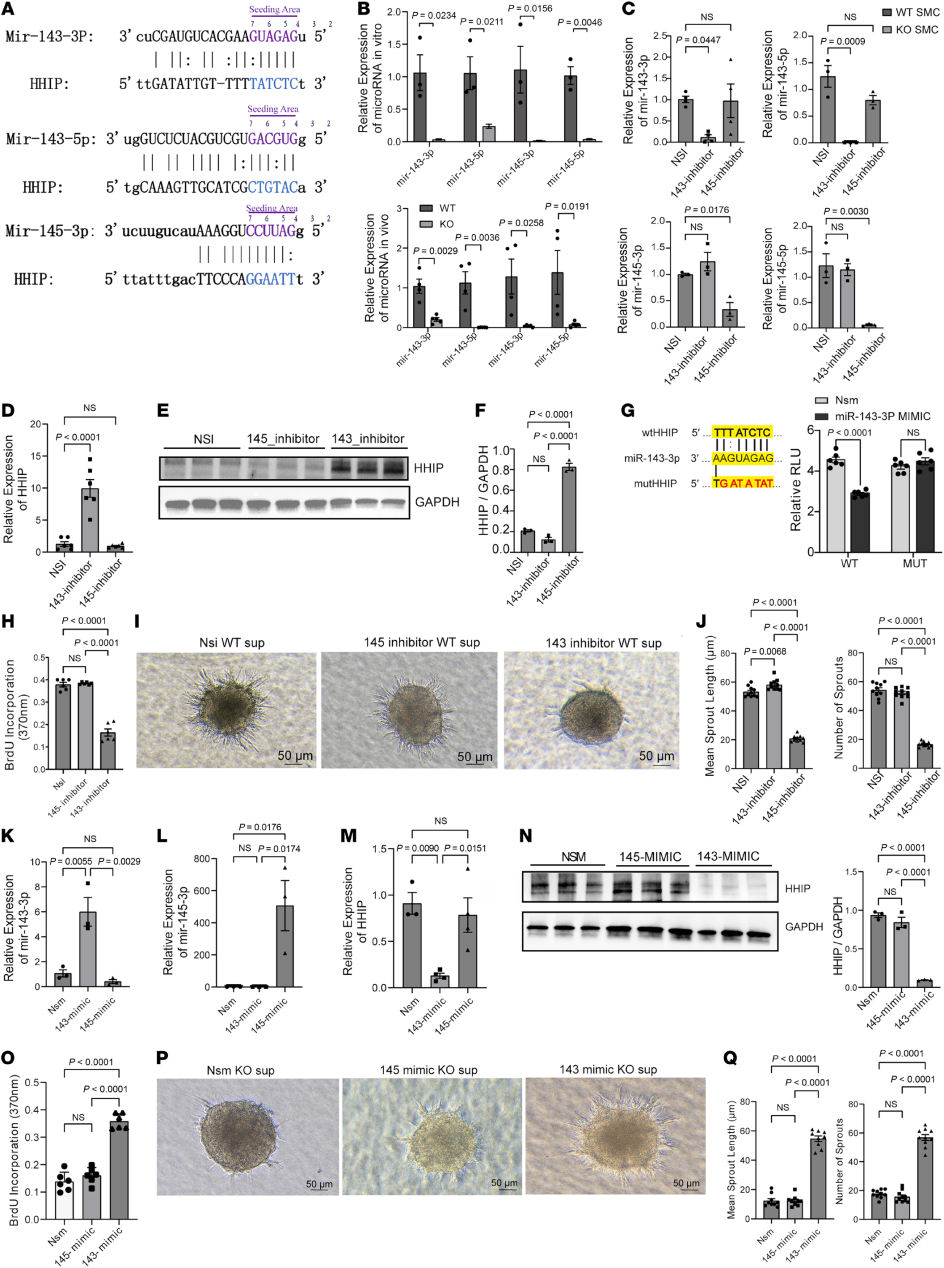
*Carmn* can inhibit the expression of *Hhip* through *miR-143-3p* signaling. (**A**) Schematic of binding sites and sequence complentarity for *miR143* and *miR145* in the *Hhip* 3′ UTR. (**B**) the relative expression of *miR-143-3p*, *miR-143-5p*, *miR-145-3p*, and *miR-145-5p* between *Carmn* WT and KO SMCs in vivo and in vitro. (**C**) the relative expression of *miR-143-3p*, *miR-143-5p*, *miR-145-3p*, and *miR-145-5p* in WT SMC transfected with nonspecific control inhibitor (NSi), *miR143* inhibitor, and *miR145* inhibitor. (**D**) the relative expression of *Hhip* mRNA among WT SMCs transfected with nonspecific control (NSi), *miR143* inhibitor, and *miR145* inhibitor. (**E**) the protein expression of HHIP between WT SMCs transfected with nonspecific control (NSi), *miR143* inhibitor, and *miR145* inhibitor. (**F**) the quantification of relative expression of HHIP among the 3 groups in **E**. (**G**) (Left) Schematic of binding sites between *miR-143-3p* and *Hhip* 3′ UTR. (Right) Relative luciferase units (RLU) of WT *Hhip* 3′ UTR and mutated (MUT) *Hhip* 3′ UTR luciferase reporter assay with NS mimic or *miR-143-3p* mimic (*n* = 6). (**H**) the BrdU assay of mECs incubated with supernatants collected from WT SMCs transfected with nonspecific control, *miR143* inhibitor, and *miR145* inhibitor. (**I**) the representative images of mEC spheroids cocultured with supernatants collected from WT SMCs transfected with nonspecific control (NSi), *miR143* inhibitor, and *miR145* inhibitor. Scale bar: 100 μm. (**J**) the quantification of spheroids branch length and the number of branches of spheroids in **I**. (**K** and **L**) the relative expression of *miR-143-3p* and *miR-145-3p* between groups of KO SMCs transfected with nonspecific control (NSm), *miR-143-3p* mimic, or *miR-143-5p* mimic. (**M**) the relative expression of *Hhip* in KO SMCs transfected with nonspecific control (NSm), *miR-143-3p* mimic, or *miR-143-5p* mimic. (**N**) The WB representative images and related quantification of HHIP in KO SMC transfected with nonspecific control, *miR-143-3p* mimic or *miR-143-5p* mimic. (**O**) BrdU incorporation assay of mECs incubated with supernatants collected from KO SMCs transfected with nonspecific control, *miR-143-3p* mimic, or *miR-143-5p* mimic. (**P**) representative images of mEC spheroid cocultured with supernatants collected from KO SMCs transfected with nonspecific control, *miR-143-3p* mimic, or *miR-143-5p* mimic. Scale bar: 100 μm. (**Q**) quantification of spheroid branch length and the number of branches of spheroid in **P**. For all panels, error bars represent SEM. *P* value was determined by unpaired 2-tailed Student’s *t* test (**B**) or 1-way ANOVA with Bonferroni post test (**C**, **D**, **F**–**H**, **J**–**O**, and **Q**).

**Figure 9:**
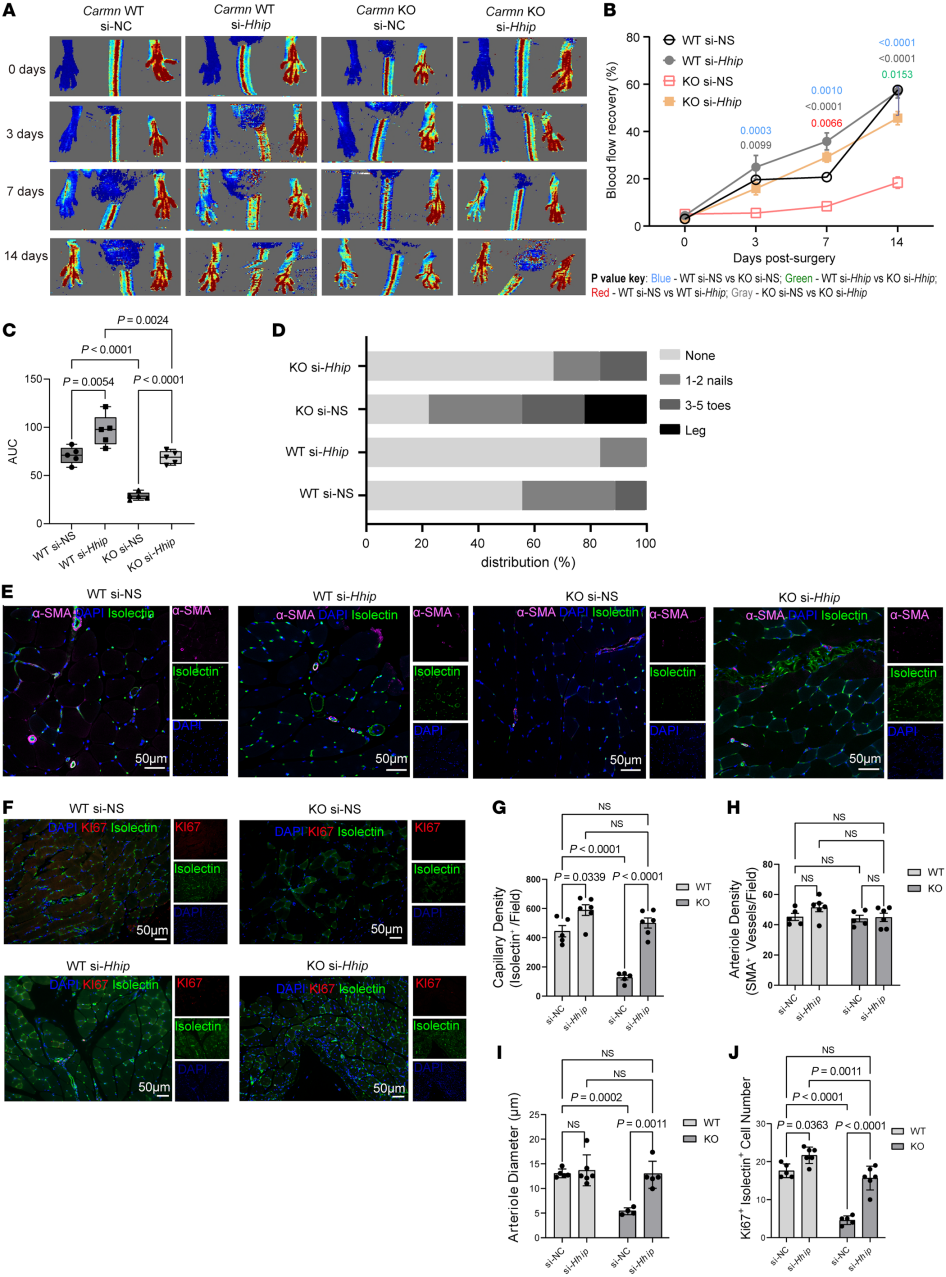
Delivery of siRNA targeting *Hhip* rescued revascularization in hindlimb ischemia. (**A**) Representative Laser Doppler Imaging (LDI) images of *Carmn* WT or KO hindlimbs at different time points after FAL. The indicated mice received 4 intramuscular injections of si-NC or si-*Hhip* over 14 days after FAL. (**B**) Quantification of blood flow (surgical limb/contralateral limb) by LDI images, normalized to the non-FAL limb, (*n* = 6). (**C**) quantification of the AUC between the indicated groups of mice. (**D**) Necrosis score of ischemic foot 2 weeks after FAL. For all panels, error bars represent SEM. (**E**) Confocal micrographs of gastrocnemius muscle immunostained with isolectin^+^ (green) and α-SMA (red). DAPI was used as a nuclear counterstain. (**F**) The immunofluorescence staining of isolectin^+^ (green) and Ki67 (red) under fluorescent microscope. (**G**) The quantification of capillary (isolectin^+^ / Field) density in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**H**) The quantification of arteriole density (α-SMA^+^ / Field) density in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**I**) The quantification of arteriole diameter in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**J**) the quantification of number of KI67^+^ isolectin^+^ endothelial cells in gastrocnemius muscle harvested from the indicated groups of mice. The *P* value was determined by 1-way ANOVA with Bonferroni post tests (**B**, **C**, and **G**–**J**).

**Figure 10:**
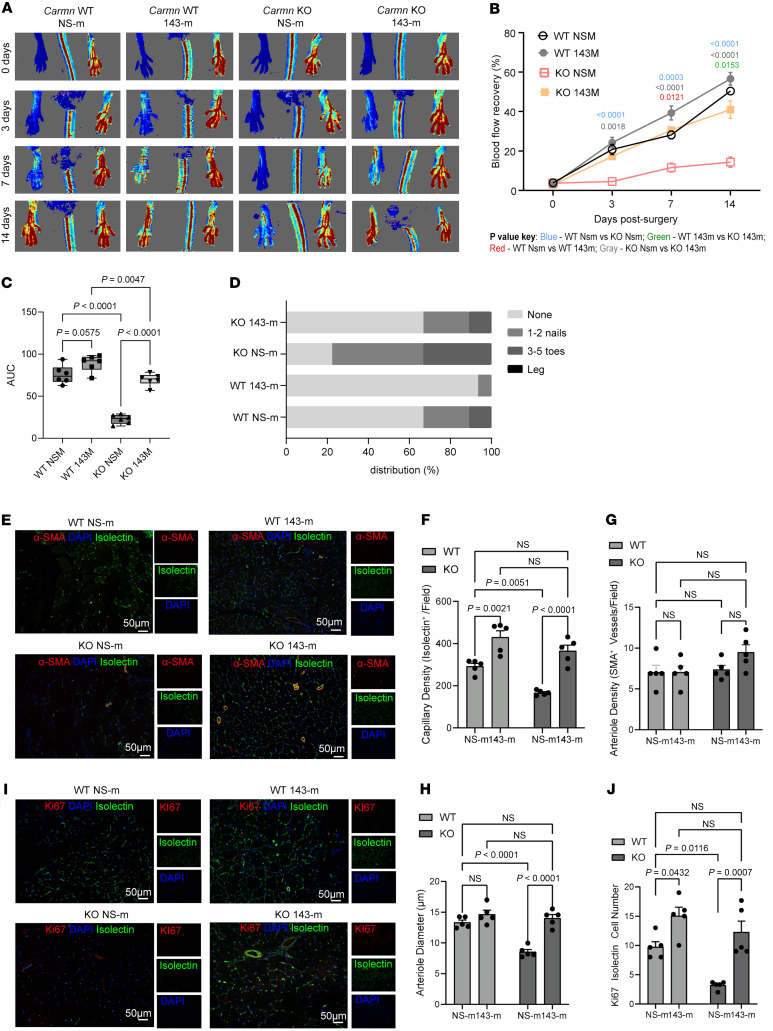
Delivery of *miR-143-3p* in vivo rescued revascularization in hindlimb ischemia. (**A**) Representative Laser Doppler Imaging (LDI) images of *Carmn* WT or KO hindlimbs at different time points after FAL. The indicated mice received 4 intramuscular injections of NS control or *miR-143-3p* mimics over 14 days after FAL. (**B**) Quantification of blood flow (surgical limb/contralateral limb) by LDI images, normalized to the AUC between the indicated groups of mice. (**D**) Necrosis score of ischemic foot 2 weeks after FAL. (**E**) representative IF images of gastrocnemius muscle immunostained with isolectin (green) and α-SMA (red). DAPI was used as a nuclear counterstain. (**F**) the quantification of capillary (isolectin^+^ / Field) density in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**G**) the quantification of arteriole density (α-SMA^+^ / Field) density in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**H**) the quantification of arteriole diameter in gastrocnemius muscle in ischemia limb harvested from 4 groups of mice. (**I**) the immunofluorescence staining of isolectin (green) and Ki67 (red) under fluorescent microscope. (**J**) the quantification of number of KI67^+^ isolectin^+^ endothelial cells in gastrocnemius muscle harvested from the indicated groups of mice. For all panels, error bars represent SEM. The *P* value was determined by 1-way ANOVA with Bonferroni post tests (**B**, **C**, **F**, **G, H**, and **J**).

# Supplementary material for: A smooth muscle cell lncRNA controls angiogenesis in chronic limb-threatening ischemia through miR-143-3p/HHIP signaling
**Source:** J Clin Invest. 2025 Aug 28;135(20):e188559. doi: 10.1172/JCI188559
**Supplement:** Supplemental data

Supplementary Figure 1

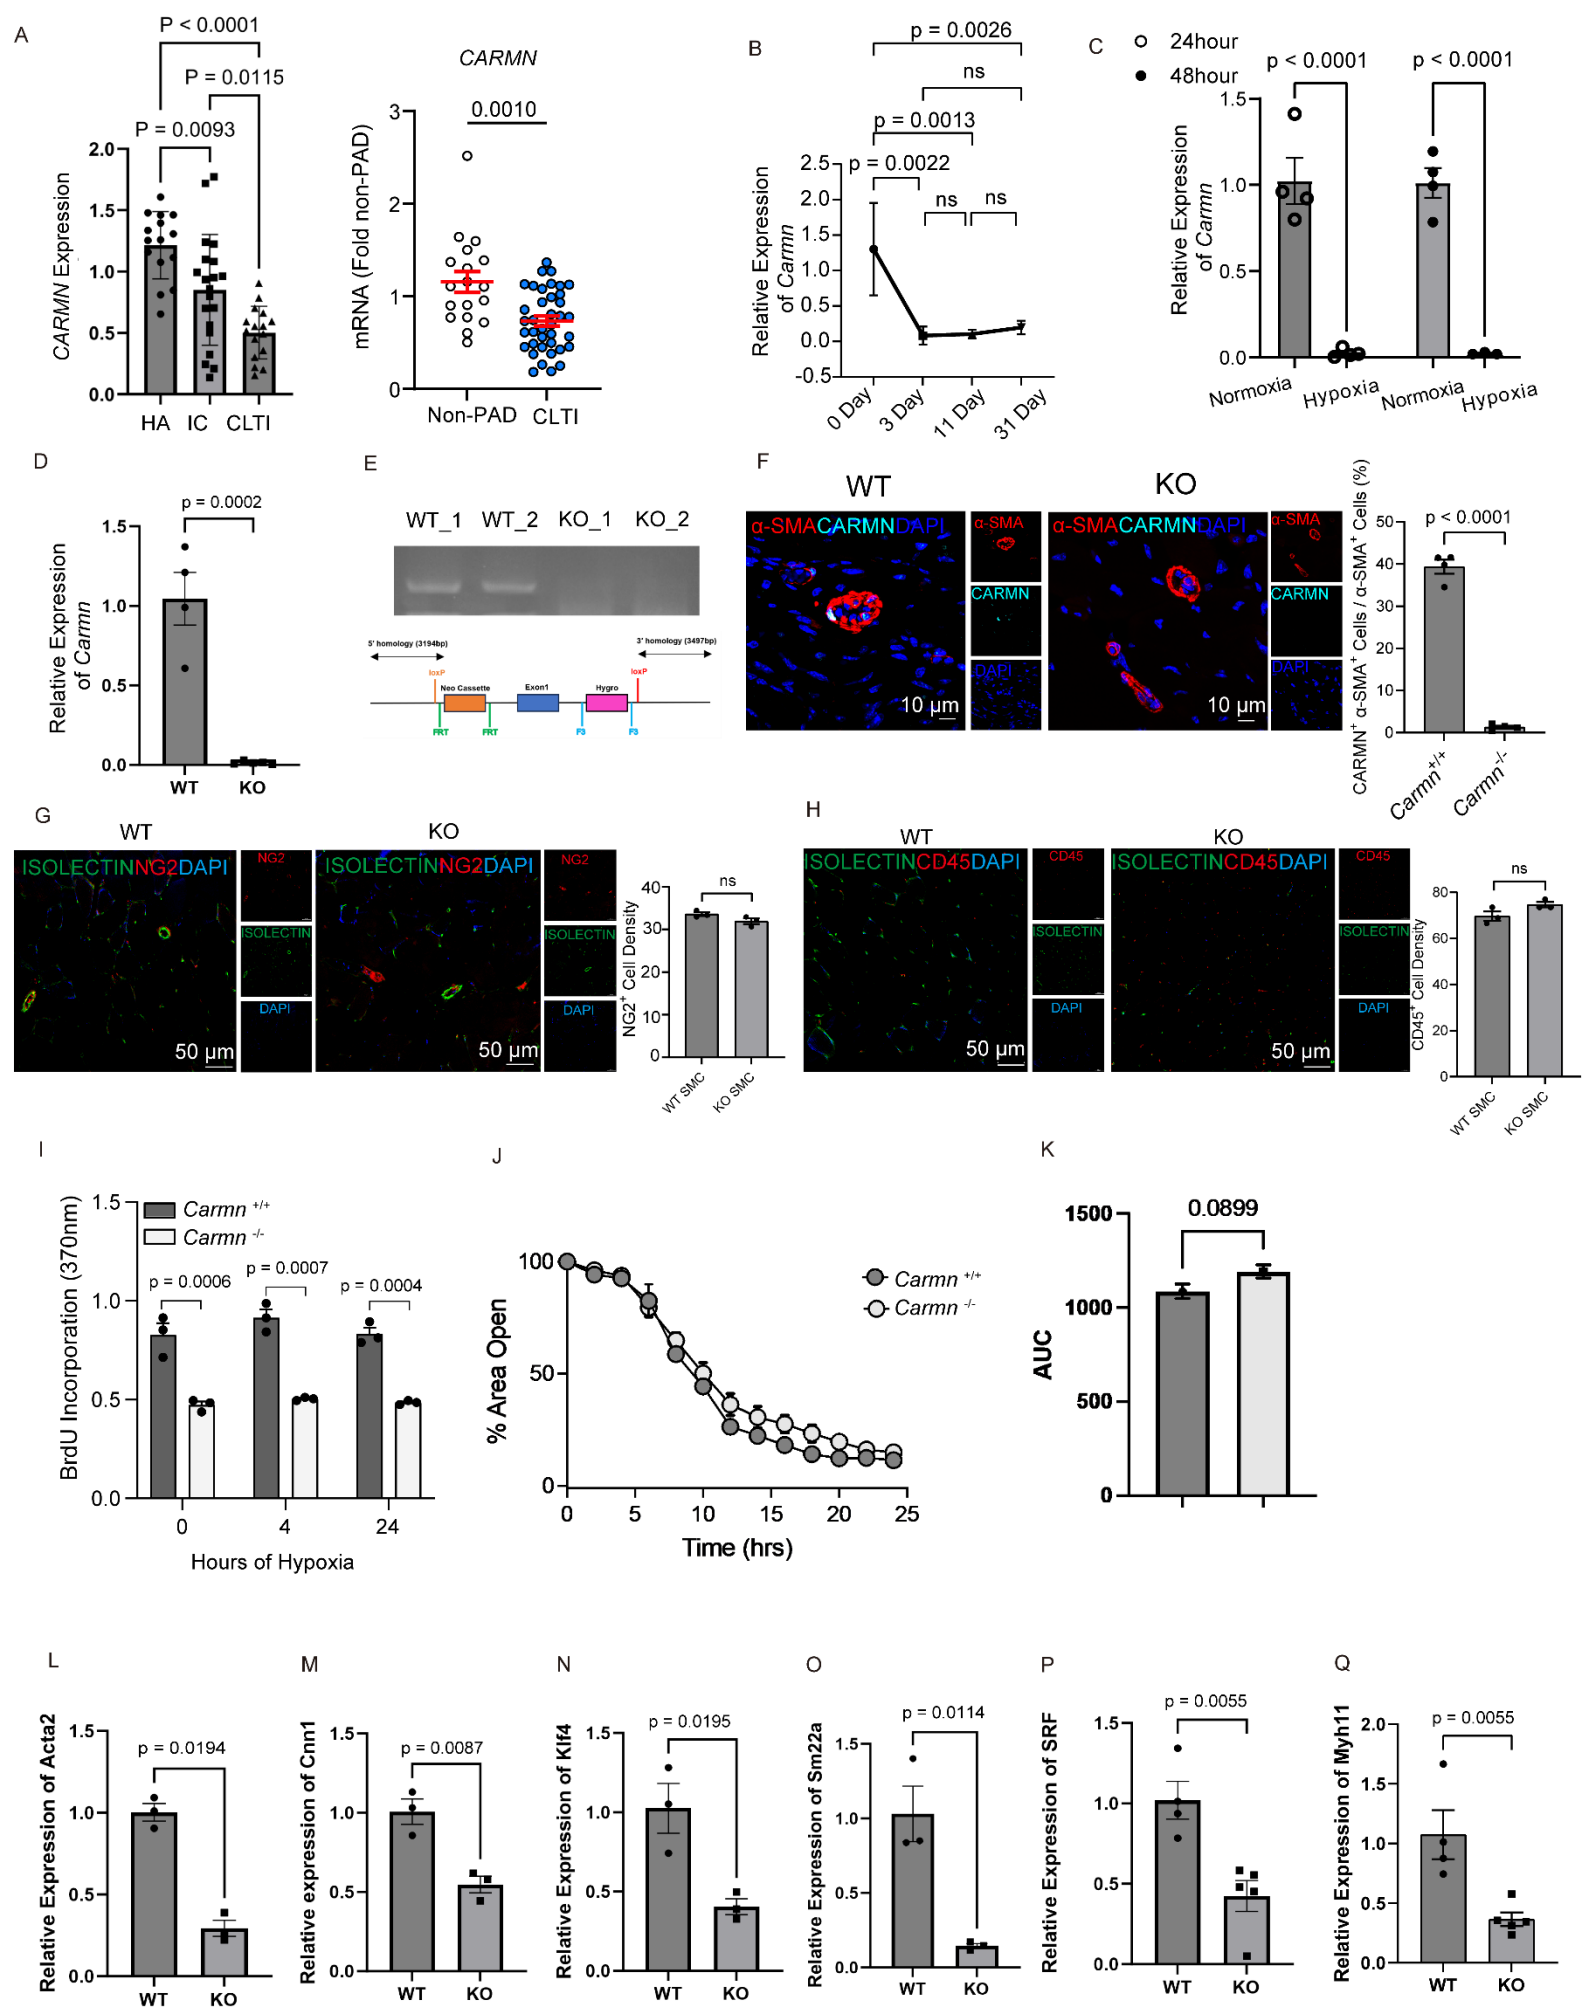

Supplemental Figure 1:

A, Left, Normalized counts of *CARMN* in healthy adults or in patients with intermittent claudication (IC) or critical limb-threatening ischemia from GEO dataset (CLTI) ( $n=13-16$ ) in GEO dataset (GSE120642). Right, the expression of *CARMN* by RT-qPCR in gastrocnemius muscles in the non-PAD control group ( $n=18$ ) and CLTI patient group ( $n=38$ ). B, the relative expression changes of *CARMN* in gastrocnemius muscle at different time points after femoral artery ligation (FAL) surgery. C, the relative *Carmn* expression in SMCs under normoxic conditions or after 24 or 48 hours of 2% hypoxia. D, the relative expression of *Carmn* between WT and *Carmn* KO SMCs. E, Schematic of the *Carmn* KO mouse construct and genotyping results of *Carmn* WT or KO mice. F, left, the representative image of CARMN co-localizes within the nucleus of  $\alpha$ -SMA<sup>+</sup> SMC within the gastrocnemius muscle harvested from *Carmn* WT and KO groups of mice. Right, and quantification of CARMN<sup>+</sup> $\alpha$ -SMA<sup>+</sup> /  $\alpha$ -SMA<sup>+</sup> Cells percentage. G, left, the representative IF image of NG2 (red), isolectin (green), and DAPI (blue); right, the quantification of NG2 pericyte cell density. H, left, the representative IF image of CD45 (red), isolectin (green), and DAPI (blue); right, the quantification of CD45 leukocyte cell density. I, BrdU incorporation assay of *Carmn*<sup>+/+</sup> SMCs and *Carmn*<sup>-/-</sup> SMCs under different time points of hypoxia. J&K, the image and quantification of the percent open area in the scratch assay between *Carmn*<sup>+/+</sup> SMCs and *Carmn*<sup>-/-</sup> SMC, and the area under the curve of scratch assay. L, the relative expression of *Acta2* between WT and CARMN KO SMCs. M, the relative expression of *Cnn1* between WT and CARMN KO SMCs. N, the relative expression of *Klf4* between WT and *Carmn* KO SMCs. O, the relative expression of *Sm22a* between WT and *Carmn* KO SMCs. P, the relative expression of *Srf* between WT and *Carmn* KO SMCs. Q, the relative expression of *Myh11* between WT and *Carmn* KO SMCs. For all panels, error bars represent SEM. These p-values were all determined by unpaired two-tailed Student's *t*-test.

Supplementary Figure 2

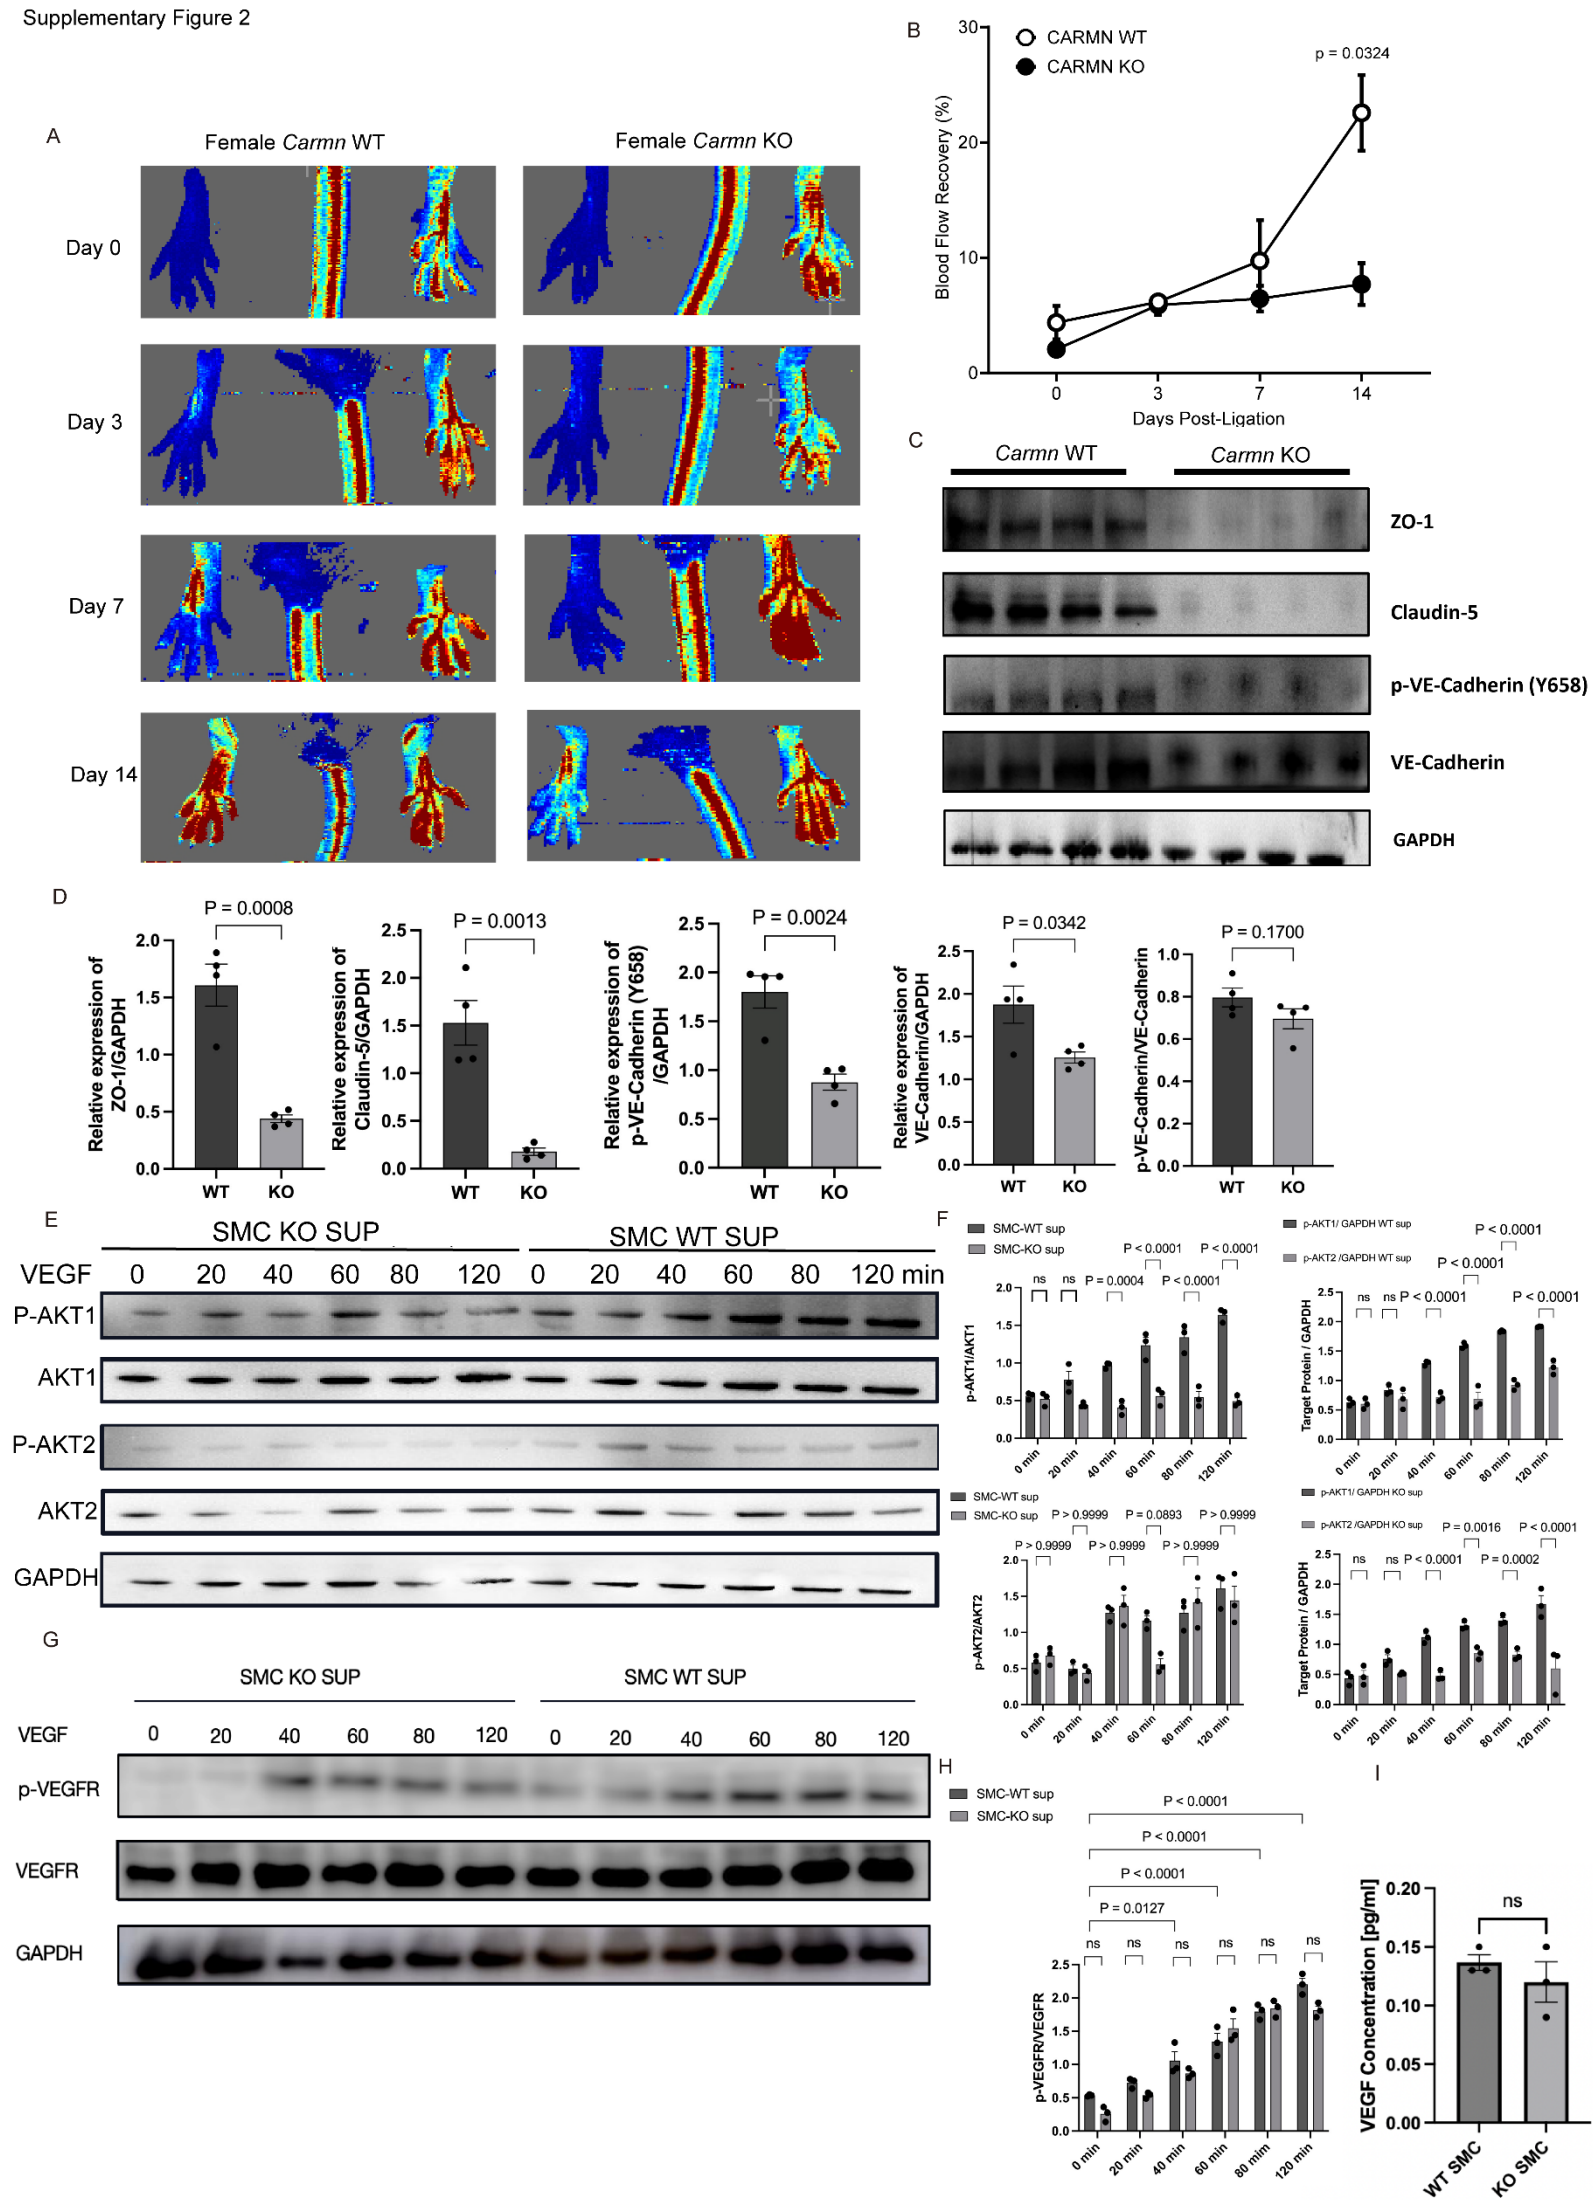

**Supplementary Figure 2:**

A, Representative Laser Doppler Imaging (LDI) images of hindlimbs immediately after FAL and at different time points of female *Carmn*<sup>+/+</sup> and female *Carmn*<sup>-/-</sup> mice. B, Quantification of blood flow (surgical/contralateral limb) by LDI images, normalized to the non-surgery limb between the 2 groups, ( $n = 6$ ). C, Western blot analysis of ZO1, Claudin5, pVE-cadherin-Y658, and VE-cadherin in the gastrocnemius of *Carmn* WT and KO mice after FAL surgery to assess for markers of EC permeability *in vivo*, ( $n = 4$ ). D, the quantification of relative expression of ZO1, Claudin5, pVE-cadherin-Y658, and VE-cadherin in the gastrocnemius of *Carmn* WT and KO mice after FAL surgery. E, Representative images of Western blots of the indicated AKT1 and AKT2 proteins in mECs after incubation with WT or KO SMC supernatants. F, quantification of relative expression of the indicated proteins in E. G, Representative images of Western blots of the indicated VEGFR proteins in mECs after incubation with WT or KO SMC supernatants. H, quantification of relative expression of the indicated proteins in G. I, ELISA of VEGF in supernatants of mECs treated with WT or KO supernatants. The *p*-value was determined by one-way ANOVA with Bonferroni post-tests error bars represent SEM (B). The *p*-value was determined by unpaired two-tailed Student's *t*-test (D, F, H, &I).

Supplementary Figure 3

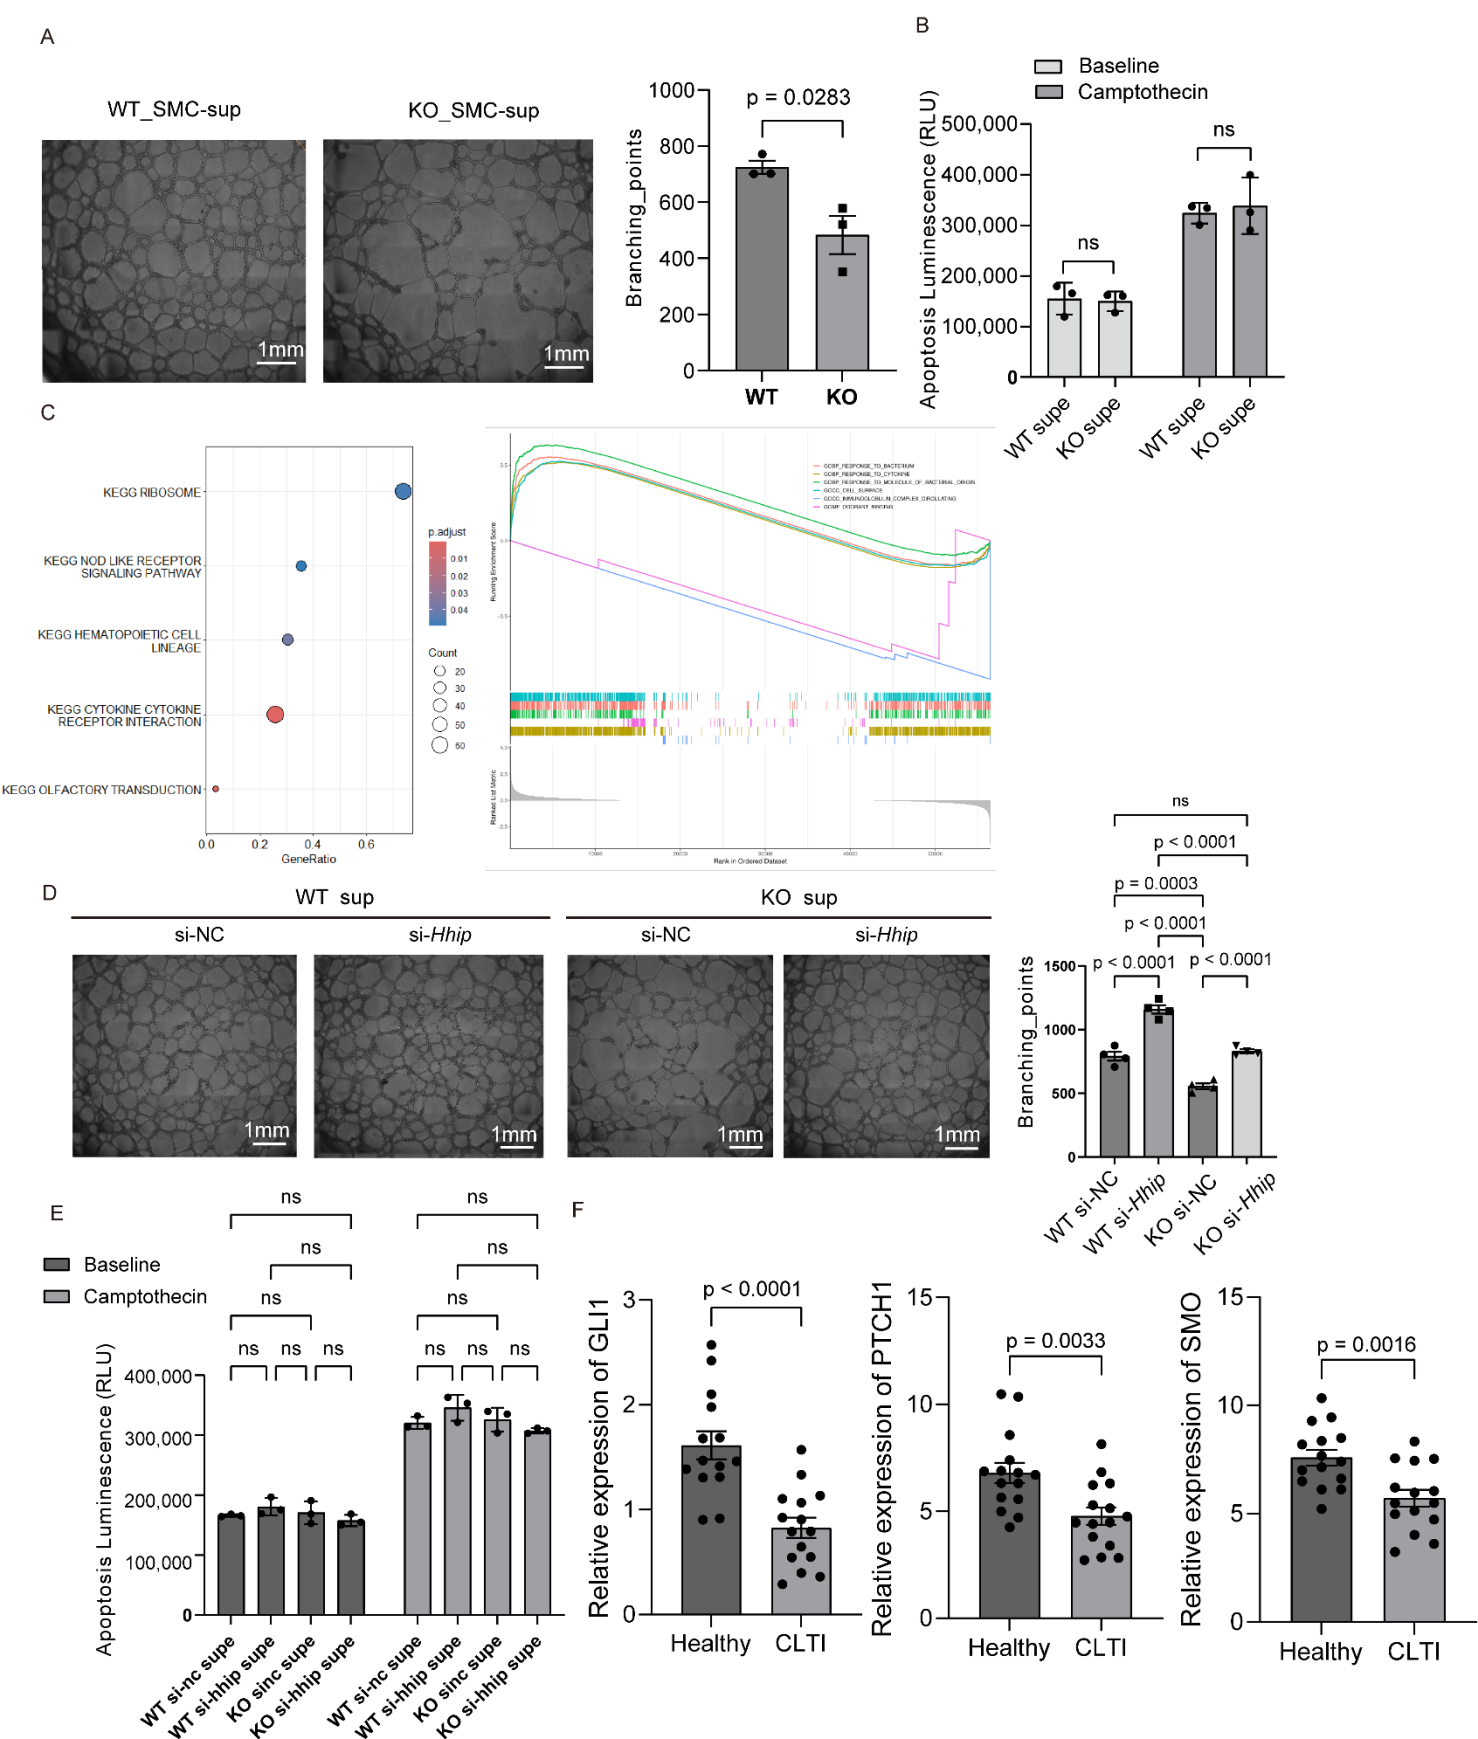

Supplementary Figure 3:

A, representative images (left) of mEC network formation assay incubated with the supernatants collected from WT or *Carmn* KO SMCs and related quantification (right); scale bar = 1mm. The p-value was determined by unpaired two-tailed Student's *t*-test. B, apoptosis assay of mECs incubated with supernatants collected from WT or KO SMCs cultured medium at baseline or with camptothecin treatment. The p-value was determined by unpaired two-tailed Student's *t*-test. C, the bioinformatic pathway analysis of differentially expressed genes between *Carmn* control and *Carmn* knockdown in CASMCs. The data Derived from GSE158972. D, the representative images of network formation assay of mECs incubated with supernatants collected from WT or *Carmn* KO SMCs transfected with si-NC or si-*Hhip* and related quantification. Scale bar = 1mm. E, apoptosis assay of mECs incubated with supernatants collected from WT or *Carmn* KO SMCs transfected with si-NC or si-*Hhip*. For D&E panels, error bars represent SEM. The p-value was determined by one-way ANOVA with Bonferroni post-test. F, Normalized counts of *Gli1*, *Ptch1*, and *Smo* in healthy adults or in patients with intermittent claudication (IC) or chronic limb-threatening ischemia (CLTI). The p-value was determined by unpaired two-tailed Student's *t*-test.

Supplementary Figure 4

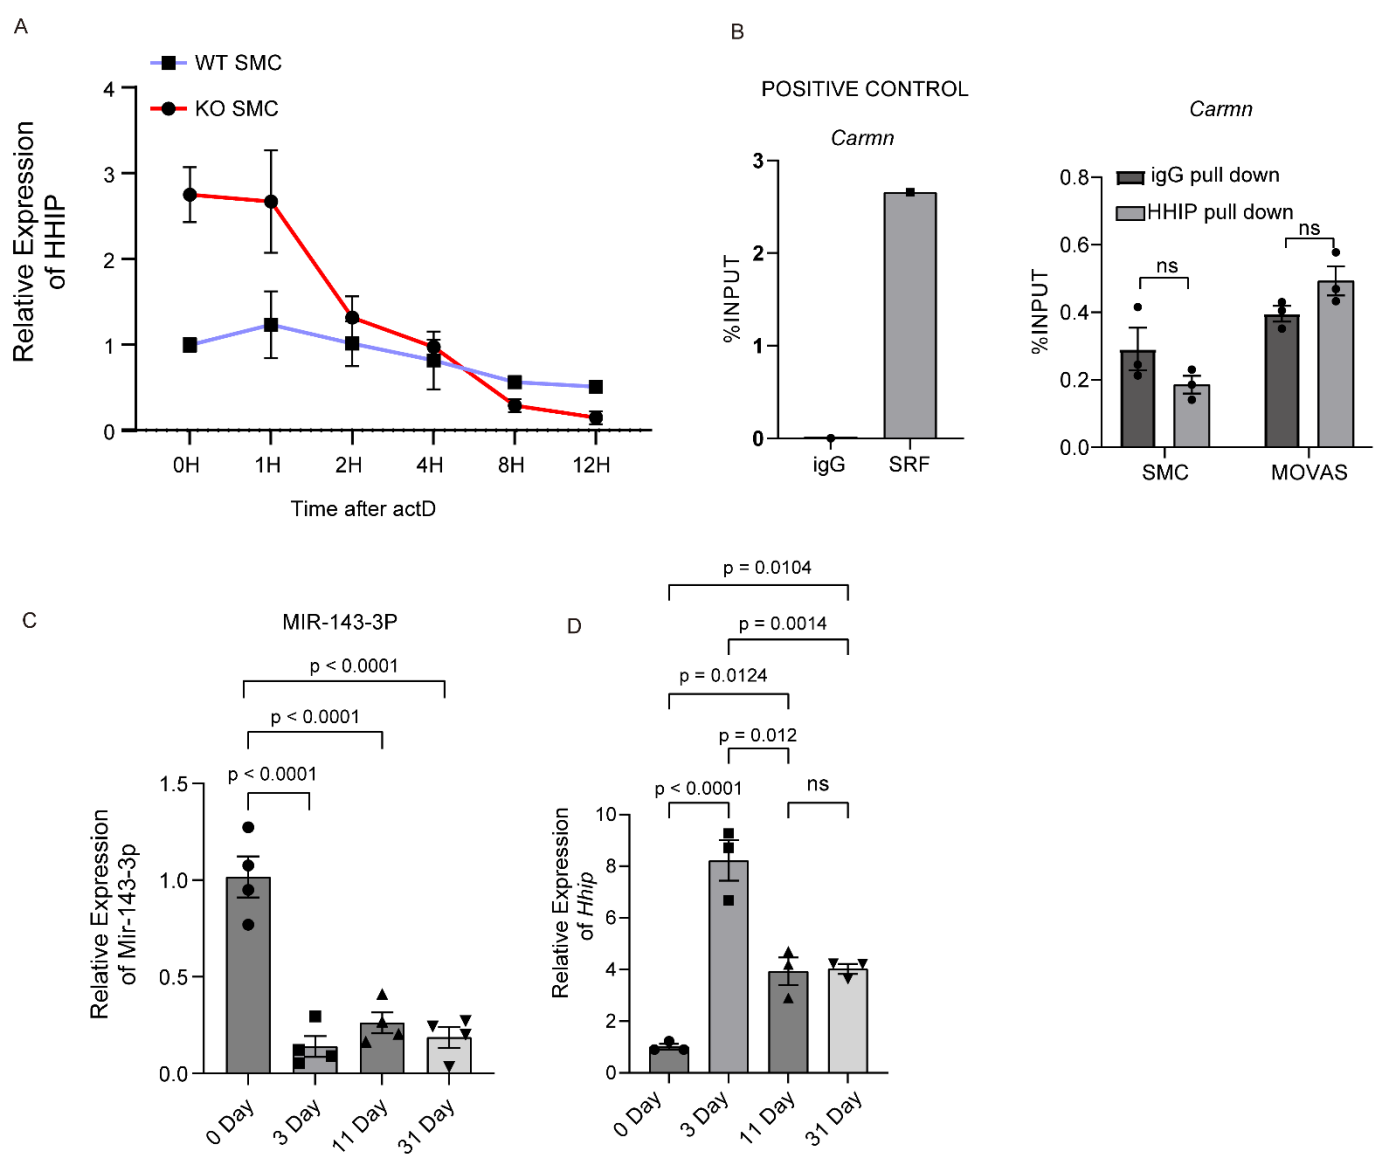

Supplementary Figure 4:

A, the expression changes of *Hhip* between *Carmn* WT and *Carmn* KO SMCs stimulated with actinomycin D (ActD) at different time points. B, the relative expression of *CARMN* in IgG and HHIP antibody pull-down groups in HASMC or in SMCs. C, the relative expression of *miR-143-3p* in gastrocnemius muscles of mice after FAL surgery at different time points. D, the relative expression of HHIP in gastrocnemius muscle of mice after FAL surgery at different time points post-surgery. For all panels, error bars represent SEM. The p-value was determined by one-way ANOVA with Bonferroni post-test (A-D).

Supplementary Figure 5

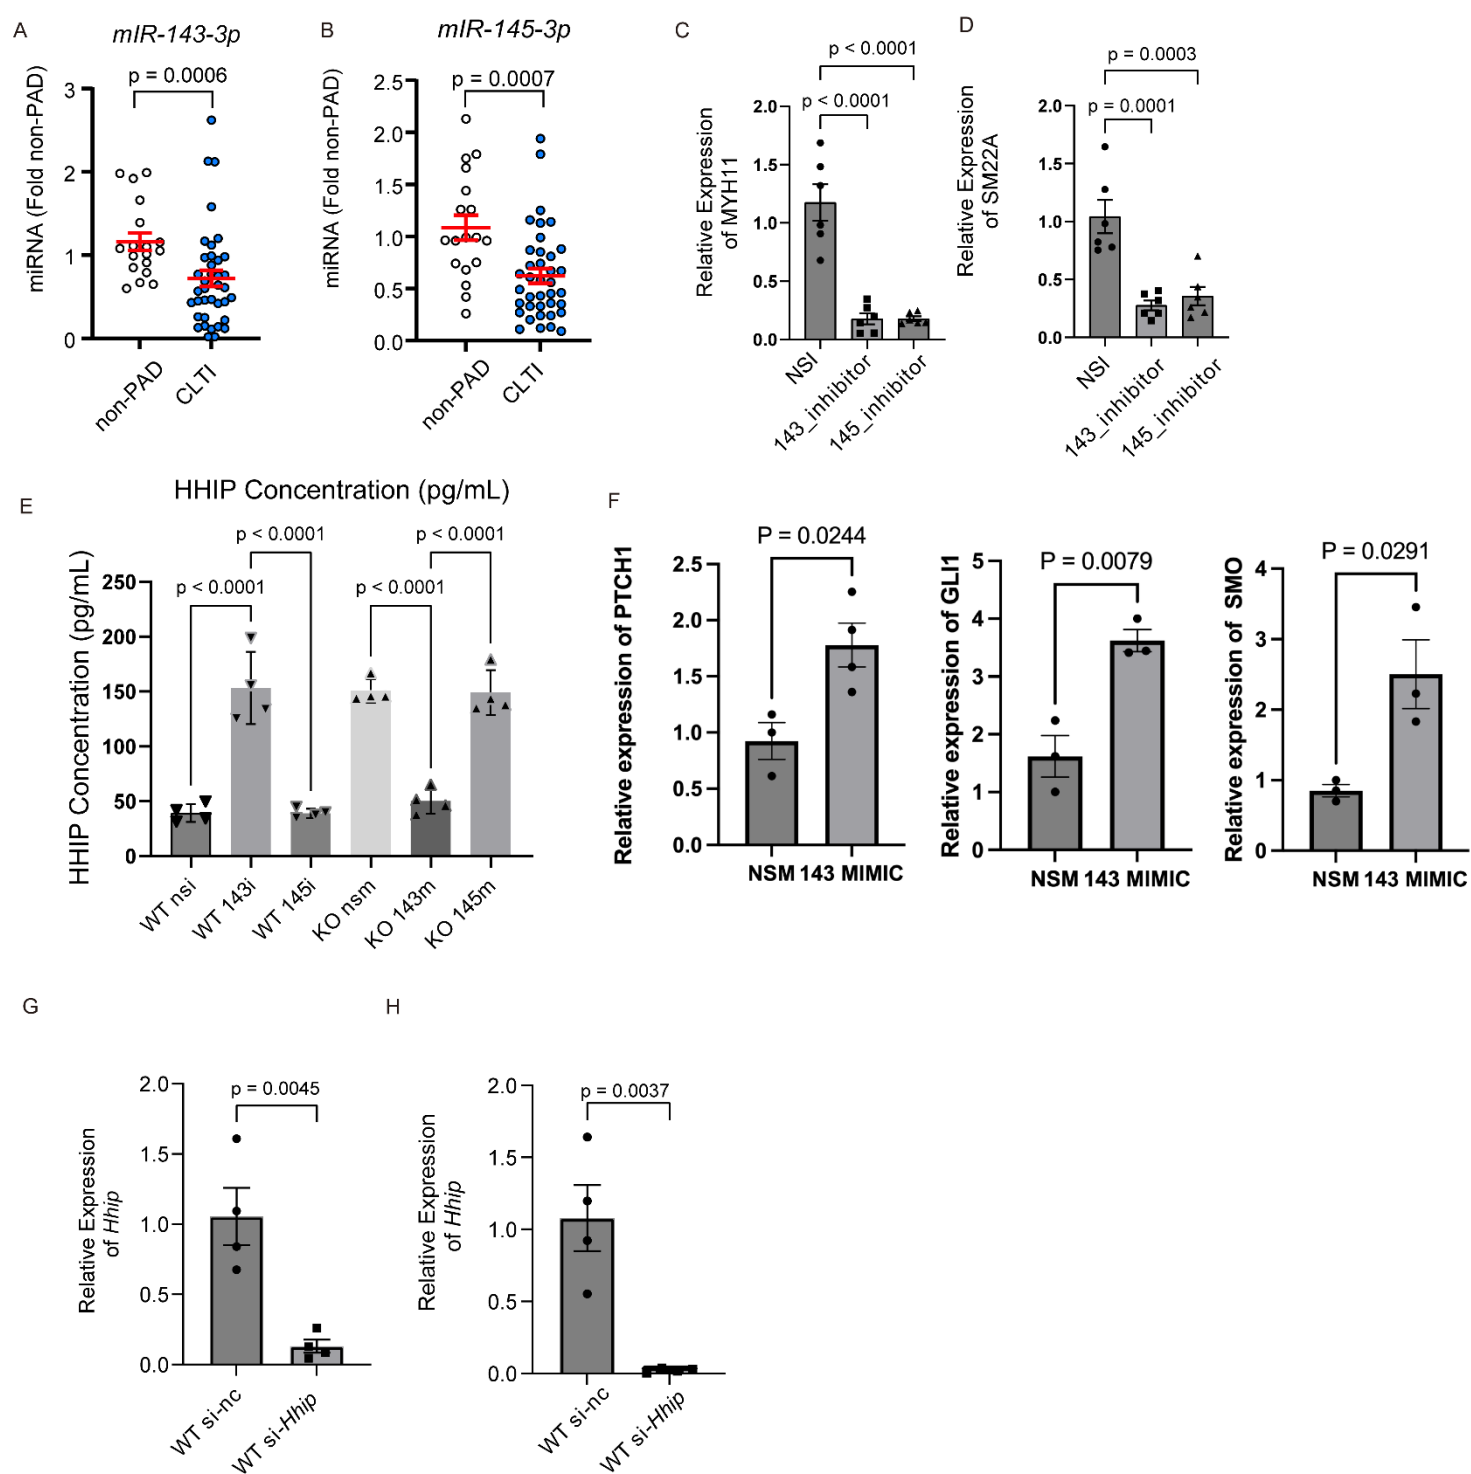

Supplementary Figure 5:

A, the expression of *miR-143-3p* in gastrocnemius muscles in the non-PAD control group (n = 18) and CLTI patient group (n=38). B, the expression of *miR-145* in gastrocnemius muscles in the non-PAD control group (n=18) and CLTI patient group (n=38). C, the relative mRNA expression of *Myh11* in WT SMCs transfected with a Non-specific control inhibitor, *miR-143* inhibitor, or *miR-145* inhibitor. D, the relative mRNA expression level of *Sm22a* in WT SMCs transfected with a non-specific control inhibitor, *miR-143* inhibitor, or *miR-145* inhibitor. E, the ELISA assay of HHIP concentration in supernatants collected from WT SMC transfected with a non-specific control inhibitor, *miR-143* inhibitor, or *miR-145* inhibitor; or from KO SMCs transfected with a non-specific control mimic, *miR-143-3p* mimic, or *miR-145-5p* mimic. F, the expression of Hedgehog genes (*Ptch1*, *Gli1*, and *Smo*) in KO SMCs transfected with NS-m control and *miR-143-3p*. G, the relative expression of *Hhip* in gastrocnemius muscles of ischemic limbs of si-NC injected or si-*Hhip* injected WT mice. H, the relative expression of *Hhip* in gastrocnemius muscles of ischemic limbs of si-NC injected KO mice or si-*Hhip* injected KO mice. For all panels, error bars represent SEM. The p-value was determined by unpaired two-tailed Student's *t*-test (A, B, F, G, &H) or one-way ANOVA with Bonferroni post-test (C, D, &E).

Supplementary Figure 6

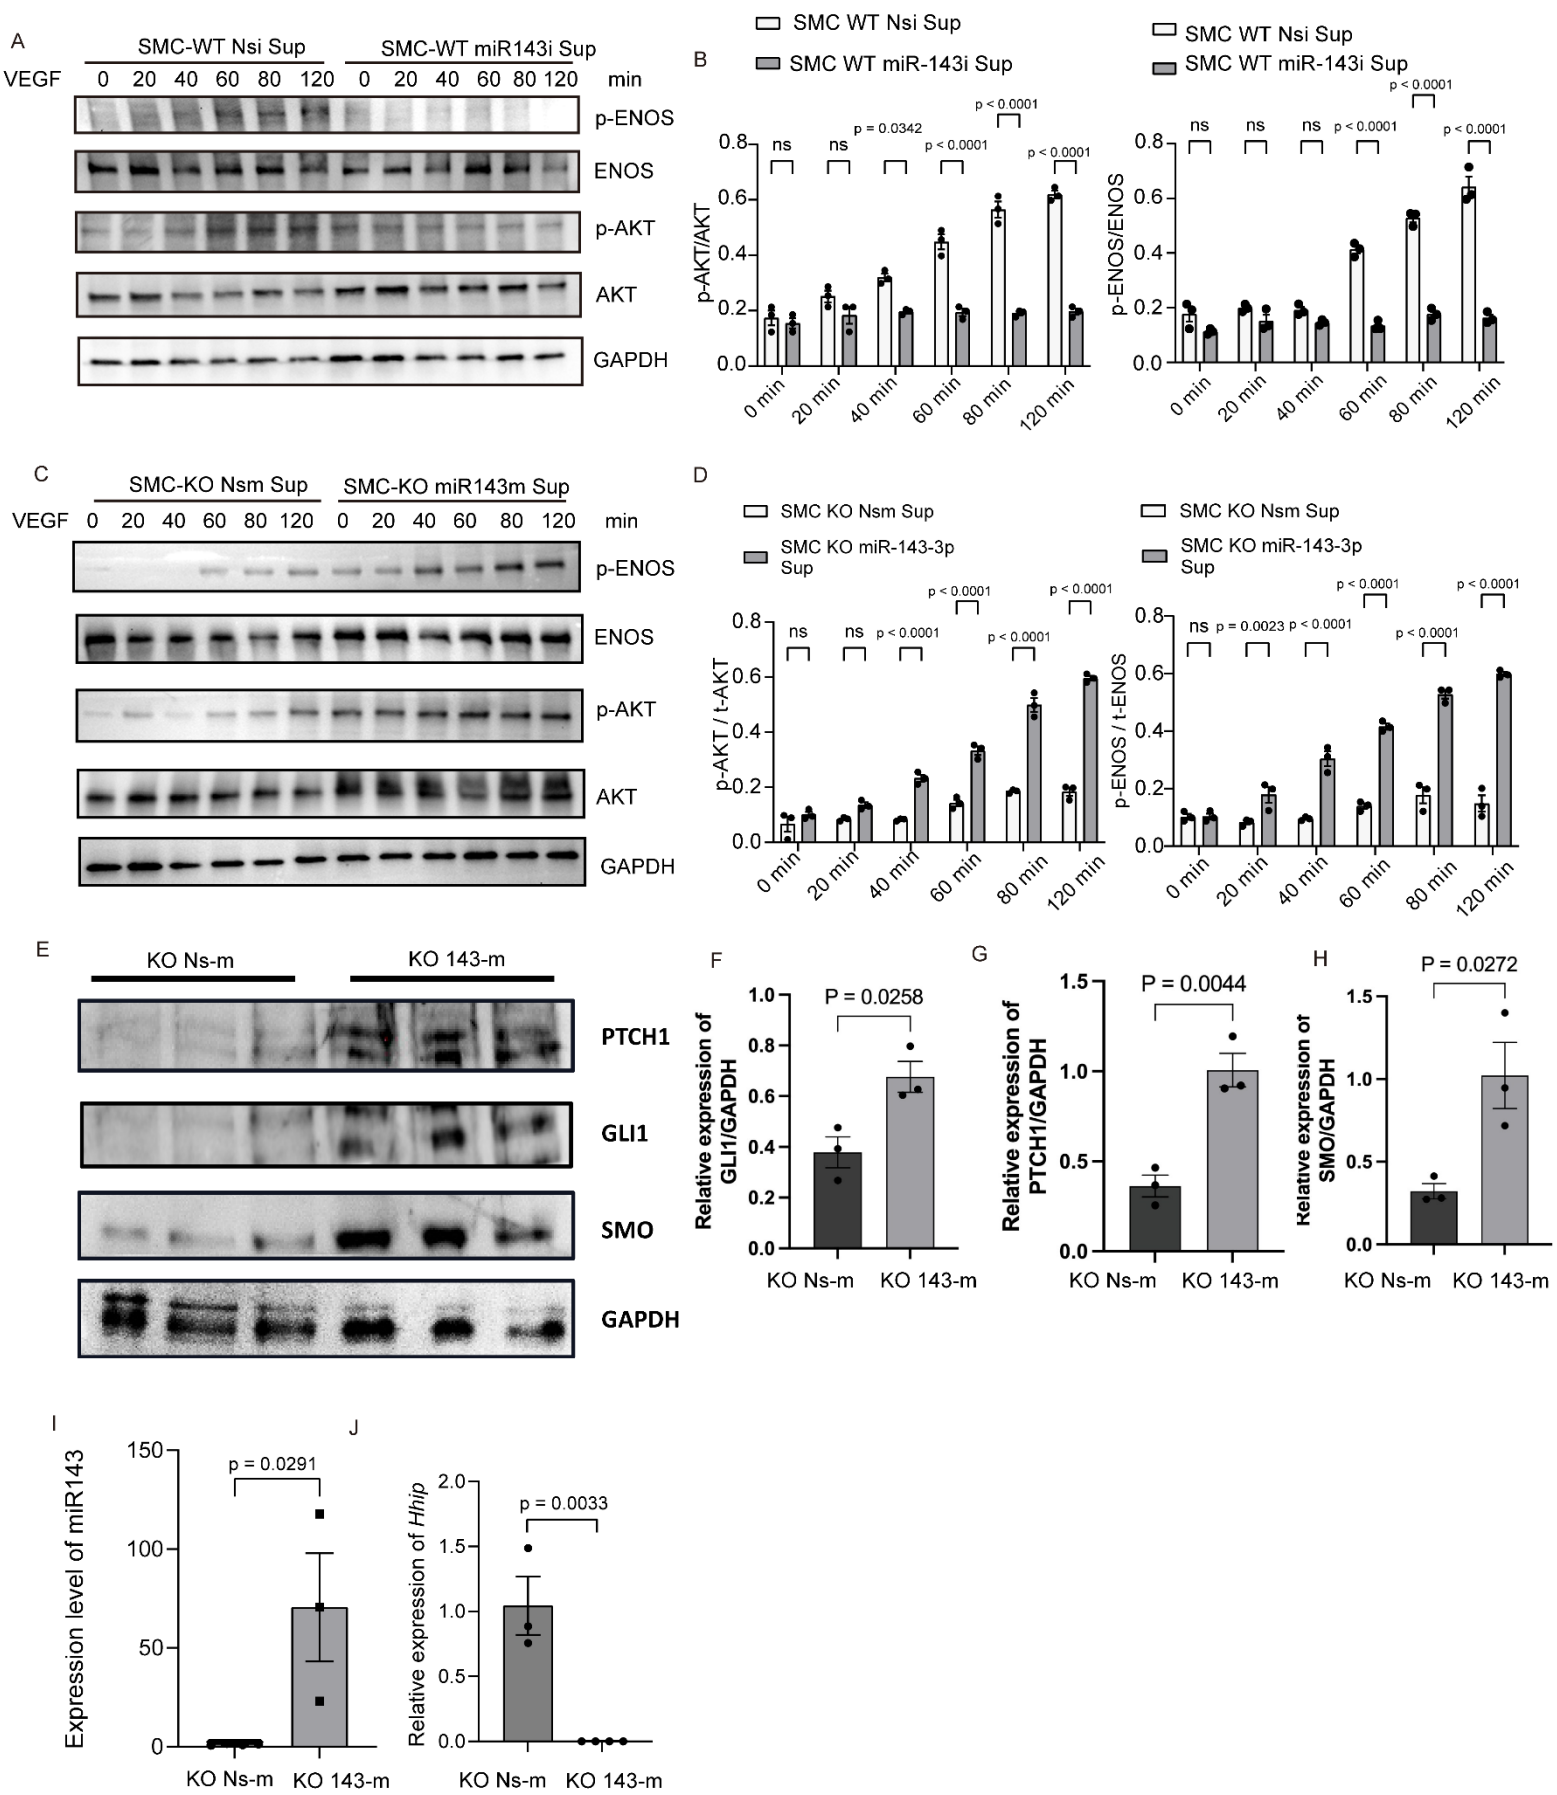

Supplementary Figure 6

A, representative Western blot images of specific proteins of proliferation signaling pathways in mECs treated with supernatants collected from WT SMCs transfected with NSi or *miR-143-3p* inhibitors. B, quantifying the relative expression of pAKT or pENOS of mECs treated supernatants from WT SMCs transfected with NSi or *miR-143-3p* inhibitors. C, representative Western blot images of specific proteins of proliferation signaling pathways in mECs treated with supernatants collected from KO SMCs transfected with NSm or *miR-143-3p* mimics. D, quantifying the relative expression of pAKT or pENOS of mECs treated with supernatants from KO SMCs transfected with NSm or *miR-143-3p* mimics. E, representative Western blot images of the Hedgehog signaling pathway from the gastrocnemius muscle harvested from *Carmn* KO mice after FAL surgery, treated with NS-m control or *miR-143-3p* mimics. F-H, the quantification of relative expression of *Ptch1*, *Gli1*, and *Smo* in E. I, the relative expression of *miR-143-3p* in gastrocnemius muscles of ischemic limbs of NSm (non-specific control) injected KO mice or *miR-143-3p* mimic (143m) injected KO mice. J, the relative expression of *Hhip* in gastrocnemius muscles of ischemic limbs of NSm injected KO mice or *miR-143-3p* mimic injected KO mice. The p-values were determined by unpaired two-tailed Student's *t*-test (B, D, F, G, H, I, &J).

## Supplemental Methods

### Wire Myography

Isometric tension studies of mesenteric arterioles were performed using wire myography to assess vascular function as previously described.[43] In brief, third-order mesenteric arteries from 10-12 week male WT and CARMN KO mice were isolated and dissected free of perivascular fat. Vessels were maintained in a physiologic salt solution composed of 130 mM NaCl, 4.7 mM KCl, 1.2 mM MgSO<sub>4</sub>-heptahydrate, 1.2 mM KH<sub>2</sub>PO<sub>4</sub>, 22 mM NaHCO<sub>3</sub>, 5.5 mM glucose, and 1.6 mM CaCl<sub>2</sub>. Two-millimeter segments of vessels were mounted with 40 µm tungsten wires onto a force-transducer-equipped myograph chamber using the DMT 620M multi-myograph system (Danish Myo Technology). Isometric tension recordings were made using LabChart Pro v8 (AD Instruments). Following mounting, vessels were equilibrated at 37°C for 20 minutes. Passive normalization was performed using the DMT Normalization Module in LabChart Pro to determine the optimal vessel diameter and tension to simulate an *in vivo* transmural pressure of 100 mmHg. Following normalization, vessels were exposed to 60 mM KCl prepared in physiologic salt solution to assess vessel integrity. Endothelium-dependent vasorelaxation was then assessed by pre-constricting vessels with 10 µM of phenylephrine; once a stable contraction was achieved, increasing concentrations of acetylcholine were sequentially added while recording vessel tension readings in real-time.

### Immunofluorescence

Gastrocnemius muscle was harvested and fixed overnight in 4% paraformaldehyde (PFA) at 4°C. Tissue was washed with PBS three times for 10 minutes each, replacing the PBS each time with fresh solution. Following this step, tissue was dehydrated in a tissue processor, embedded in paraffin, and sectioned. Tissue sections were deparaffinized at 60°C for 1 hour, followed by treatment with Xylene. Sections were then rehydrated in decreasing concentrations of ethanol (100% > 90% > 70%) and distilled water. Antigen retrieval was performed by immersing slides in boiling citrate buffer. Sections were blocked and permeabilized by using 2.5% goat serum (VectorLab, USA) and 0.5% Triton X-100 in 1x PBS for 1 hour at room temperature (RT). Primary antibodies were added to tissue sections at a dilution of 1:250. Sections were incubated at 4°C overnight in a humidified chamber. The next day slides were washed three times with 0.1% PBST and incubated with fluorescently conjugated secondary antibody (1 µg/mL) for 1 hour at RT. Slides were washed, mounted with ProLong Gold Antifade with DAPI (catalog # P36935, ThermoFisher, USA), and coverslipped. Nail polish was used as a sealant. Slides were imaged on either a Keyence BZ-x810 epifluorescence microscope or a Zeiss LSM 830 confocal microscope.

### ELISA

The supernatants of SMC medium were collected for detecting HHIP expression. Supernatant HHIP levels were measured by ELISA kit (Mouse HHIP ELISA Kit, Cat#orb565922, Biorbyt) according to the manufacturer's instructions.

### Luciferase Reporter Assay

HHIP 3'UTR reporter was generated from Genecopoeia (MmiT149045-MT05-01;

NM\_001424822.1 wild type clone, and mutated clone). MOVAS cells were co-transfected with 1 µg luciferase plasmid vector with 100 nM miR-143-3p mimic or negative control mimic using Lipofectamine 2000 for 24 hours. Luciferase activity was analyzed with Secrete-Pair Dual Luminescence Assay Kit (Genecopoeia, LF031) and standard 96-well plate reader according to the manufacturer's instructions.

### **RNA Stability Assay**

WT or CARMN KO mouse SMCs were seeded in 12-well plates at 70-80% confluence. Next day, SMCs were treated with 5 µM Actinomycin-D for 0, 1, 2, 4, 8, or 12-hrs, and RNA was harvested for cDNA synthesis and qPCR analysis. Gene expression is normalized to 0-hr hour baseline group of WT SMCs.

### **RNA-in situ hybridization (RNA-ISH)**

A probe for CARMN was specially developed to detect mouse CARMN (Advanced Cell Diagnostics). Cells or tissues sections were fixed for 2 h in 4% paraformaldehyde and further prepared as described by the manufacturer. *In situ* hybridization was performed using RNAscope 2.5 HD Reagent Kit-Red (Advanced Cell Diagnostics) based on the manufacturer's protocol.

### **Pathway enrichment analysis**

The transcripts commonly differentially expressed (109 upregulated and 182 downregulated) between *in vitro* and *in vivo* groups were considered for the identification of significantly enriched pathways in both groups. Pathway enrichment analysis was performed using QIAGEN-Ingenuity Pathway Analysis (IPA) software ([www.ingenuity.com](http://www.ingenuity.com)). The Fisher's Exact Test was used to calculate the statistical significance of overlap of differentially expressed transcripts with Canonical Pathways, and the pathways were selected based on statistical significance ( $p\text{-value} < 0.05$ ) and enrichment (Z) score. The dynamics of top-significantly enriched pathways in one group (e.g., *in vitro*) was also assessed in the other (e.g., *in vivo*). All analyses were performed in R v4.3.3 ([www.r-project.org](http://www.r-project.org)) statistical environment and the plots were generated with ggplot2 v3.5.1 ([ggplot2.tidyverse.org](http://ggplot2.tidyverse.org)) library.

### **In vitro functional assays**

For EC spheroid sprouting assay, mECs were cultured overnight in hanging drops on nonadherent plastic dishes in Endothelial Cell Medium (Basal Medium (Cell Applications, Cat 210-485) supplemented with Growth Supplement (Cell Applications, Cat 211-GS)) with 0.2% methylcellulose (Sigma-Aldrich) using 1,000 cells/spheroid. Spheroids were embedded in a collagen matrix and incubated for 24 hours with Ctrl or CARMN KO SMC-conditioned media on top (80%) and supplemented with fresh SMC media (20%) and mouse VEGF (RD, Cat#293-VE-010, 50 ng/µl). Number of sprouts and total sprout length of 5-10 spheroids per condition were used for data analysis by using NIH ImageJ software.

For network formation assay, ice-cold matrigel matrix (Cat#354234, Corning, USA) were added into 48-well plates and allowed to polymerize at room temperature (RT) for ~10min. mECs (70,000 cells/well) were resuspended in SMC-conditioned media (supplemented with

20% fresh SMC media) and seeded on polymerized matrigel layer. Cells were imaged live using CytoSMART Omni (Axion Biosystems, USA) imaging system in an incubator set for 37°C and 5% CO<sub>2</sub>. Images were quantified for tube network parameters using IKOSA AI image analyzer (Kolaido, Switzerland).

For cell proliferation evaluation, assays were performed by culturing mECs or SMCs, and then seeding 4,000 cells per well in 96-well plates. Cells were labeled with BrdU labeling reagent and placed in either normoxic conditions (21% O<sub>2</sub>) or hypoxic conditions (2-3% O<sub>2</sub>) for 8 hours. Cells were subsequently fixed and quantitated using the Cell Proliferation ELISA BrdU Colorimetric Kit according to the manufacturer's instructions (Roche, 11647229001).

### **Permeability Assay**

The endothelial cell permeability assay was performed in a 24-well plate with individual hanging cell culture inserts. First, we pretreated the mECs overnight with supernatant collected from cultivated SMC medium. A diluted cell suspension of 100 µl with ~10<sup>5</sup> cells into the Transwell® insert. Cells became adherent after 30–60 min at 37°C. The mEC medium was mixed with the collected SMC supernatant at 50:50 percent ratio and incubated at 37°C for 24–48 h. A FITC-dextran working solution (150 µl; 10 µg/mL) was added to each insert. The plate was incubated for 20 min at room temperature protected from light. During this time, the FITC-dextran molecules pass through the endothelial monolayer depending on the integrity of the barrier. The plate was read using a fluorescence plate reader with filters appropriate for 485 nm and 535 nm excitation and emission, respectively. The absolute permeability P [cm/s] can be calculated by the following equation:

$P = [C(t) - C(t_0)] \times V/A \times t \times C_0$ , the concentration of FITC-dextran in each sample is determined by reference to a FITC-dextran standard curve.

**Supplementary Table 1**

| Patient Characteristics             | Non-PAD<br>(N=18) | CLTI (N=38) | <i>P</i> value<br>( $\chi^2$ test or<br><i>t</i> -test) |
|-------------------------------------|-------------------|-------------|---------------------------------------------------------|
| Mean age, y (SD)                    | 68.7 (6.4)        | 65.6 (8.4)  | 0.31                                                    |
| Female sex, n (%)                   | 8 (44)            | 16 (42)     | 0.88                                                    |
| Non-White, n (%)                    | 5 (27)            | 10 (26)     | 0.84                                                    |
| Non-Hispanic, n (%)                 | 17 (94)           | 36 (94)     | 0.55                                                    |
| BMI, kg/m <sup>2</sup> (SD)         | 27.9 (6.3)        | 27.9 (6.3)  | 0.97                                                    |
| ABI (SD)                            | 1.01 (0.09)       | 0.59 (0.27) | 1.22E-08                                                |
| TBI (SD)                            | 0.83 (0.18)       | 0.35 (0.23) | 9.85E-10                                                |
| Former smoker, n (%)                | 13 (72)           | 38 (100)    | 0.0037                                                  |
| Current smoker, n (%)               | 3 (16)            | 6 (16)      | 0.76                                                    |
| Diabetes type I or II, n (%)        | 9 (50)            | 20 (52)     | 0.92                                                    |
| Hypertension, n (%)                 | 13 (72)           | 34 (89)     | 0.21                                                    |
| Hyperlipidemia, n (%)               | 11 (61)           | 33 (86)     | 0.0652                                                  |
| Coronary artery disease, n (%)      | 8 (44)            | 24 (63)     | 0.27                                                    |
| Aspirin, n (%)                      | 10 (55)           | 30 (78)     | 0.13                                                    |
| ACE inhibitor, n (%)                | 5 (27)            | 18 (47)     | 0.27                                                    |
| Angiotensin receptor blocker, n (%) | 3 (16)            | 8 (21)      | 1.00                                                    |
| Statin, n (%)                       | 14 (77)           | 35 (92)     | 0.27                                                    |
| Cilostazol, n (%)                   | 0 (0)             | 11 (28)     | 0.0288                                                  |
| Beta Blocker, n (%)                 | 11 (61)           | 26 (68)     | 0.80                                                    |
| Anticoagulant, n (%)                | 2 (11)            | 14 (36)     | 0.0943                                                  |
| Antiplatelet, n (%)                 | 4 (22)            | 12 (32)     | 0.68                                                    |

# Supplementary material for: A smooth muscle cell lncRNA controls angiogenesis in chronic limb-threatening ischemia through miR-143-3p/HHIP signaling
**Source:** J Clin Invest. 2025 Aug 28;135(20):e188559. doi: 10.1172/JCI188559

For Figure 2E

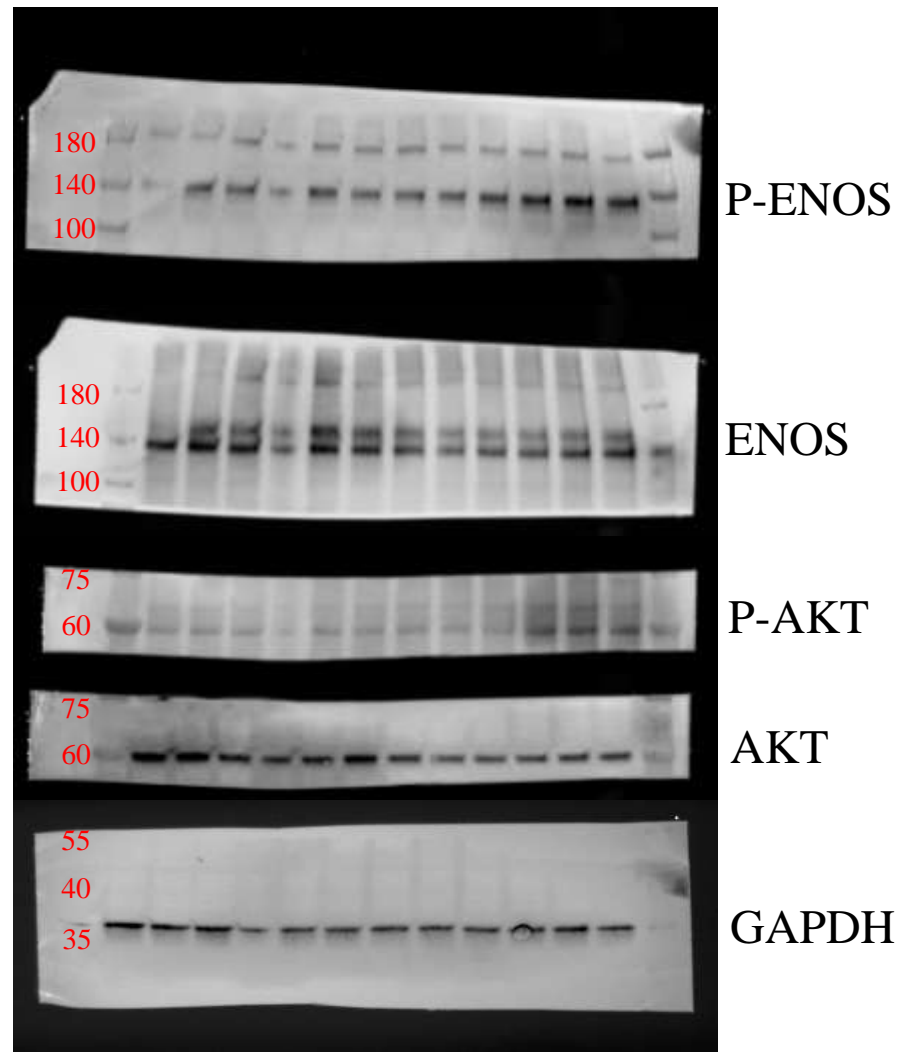

**For Figure 4C**

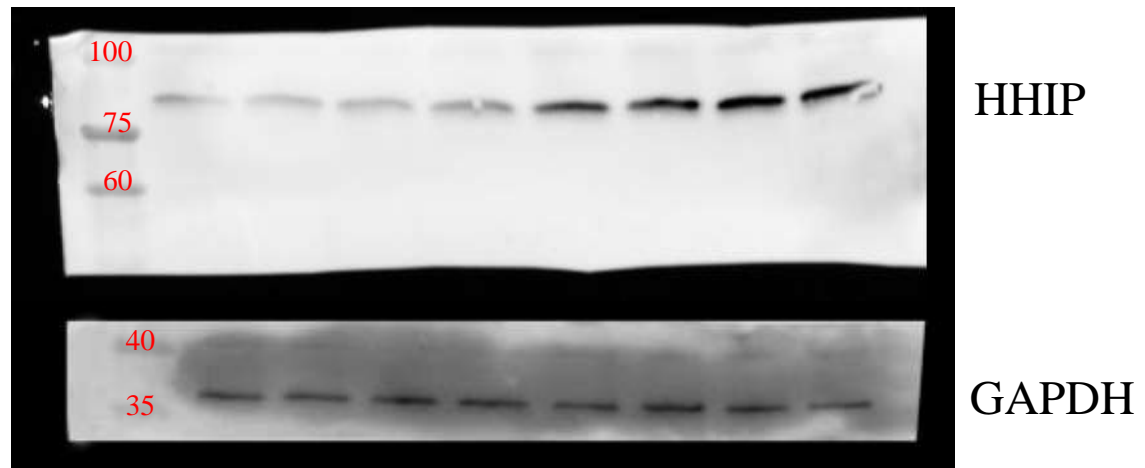

For Figure 5B

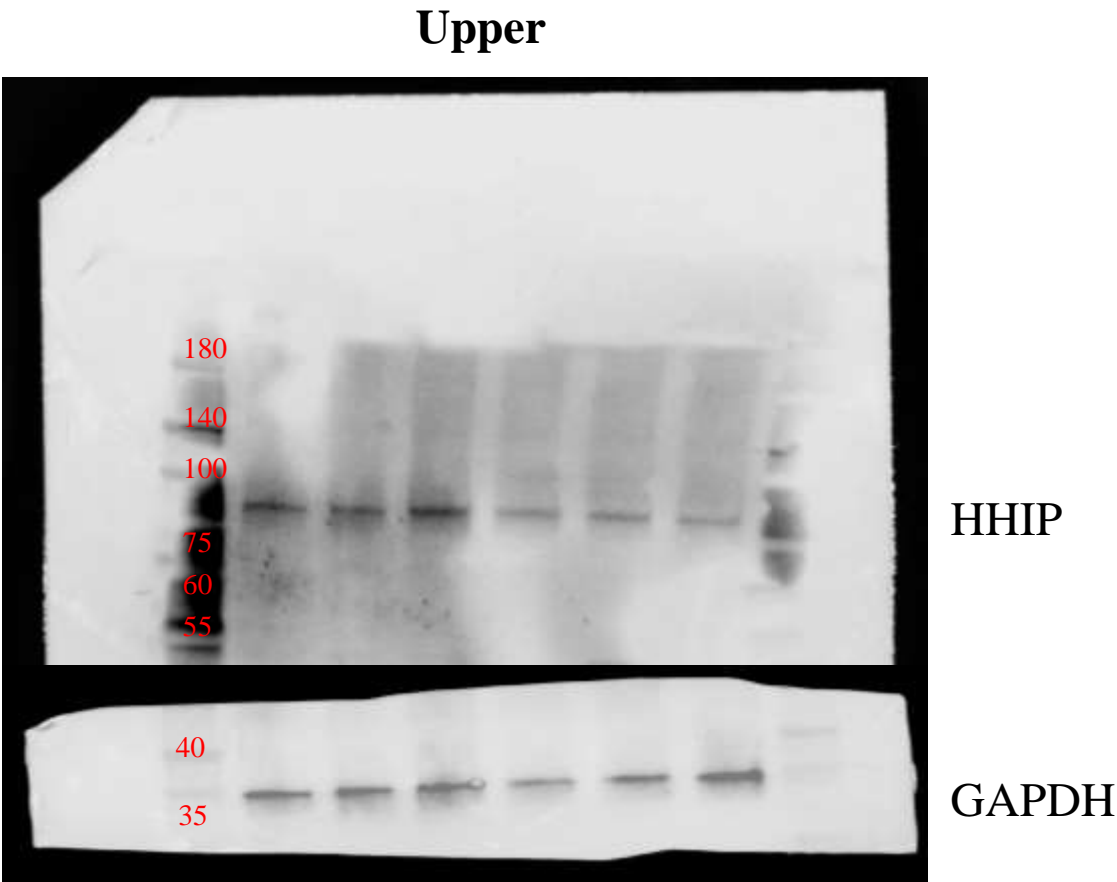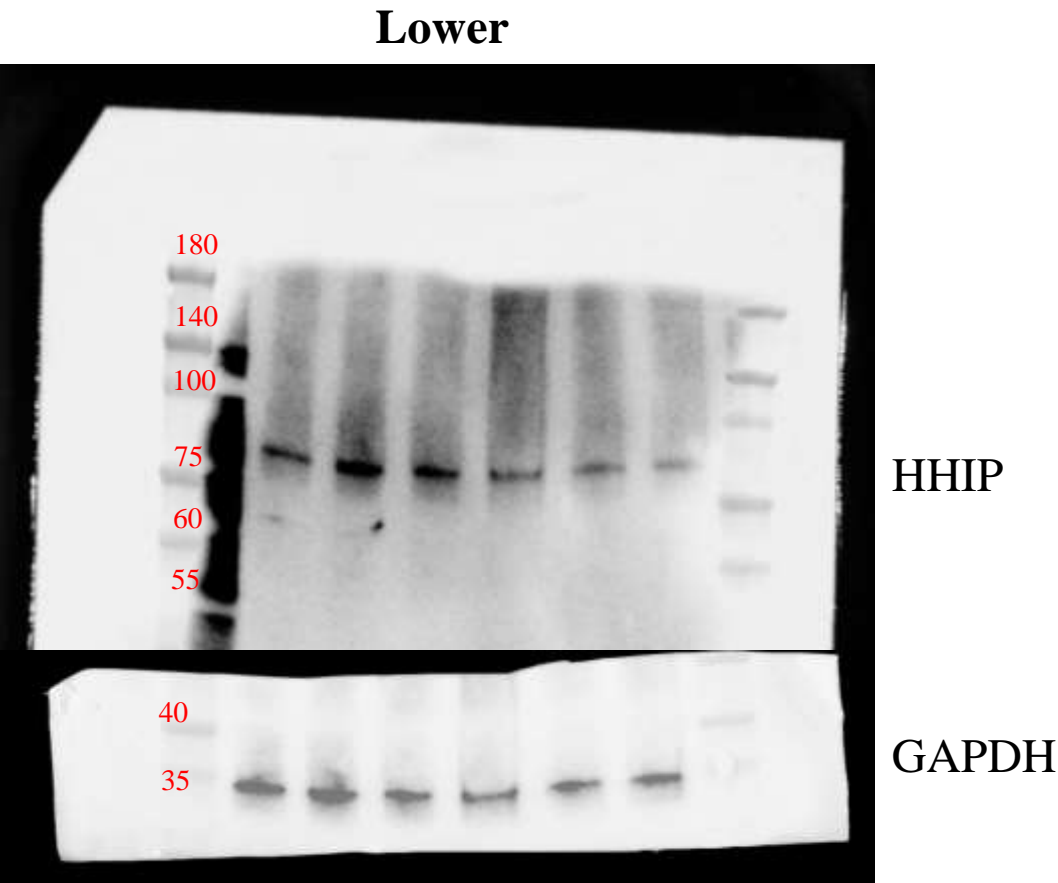

For Figure 5F

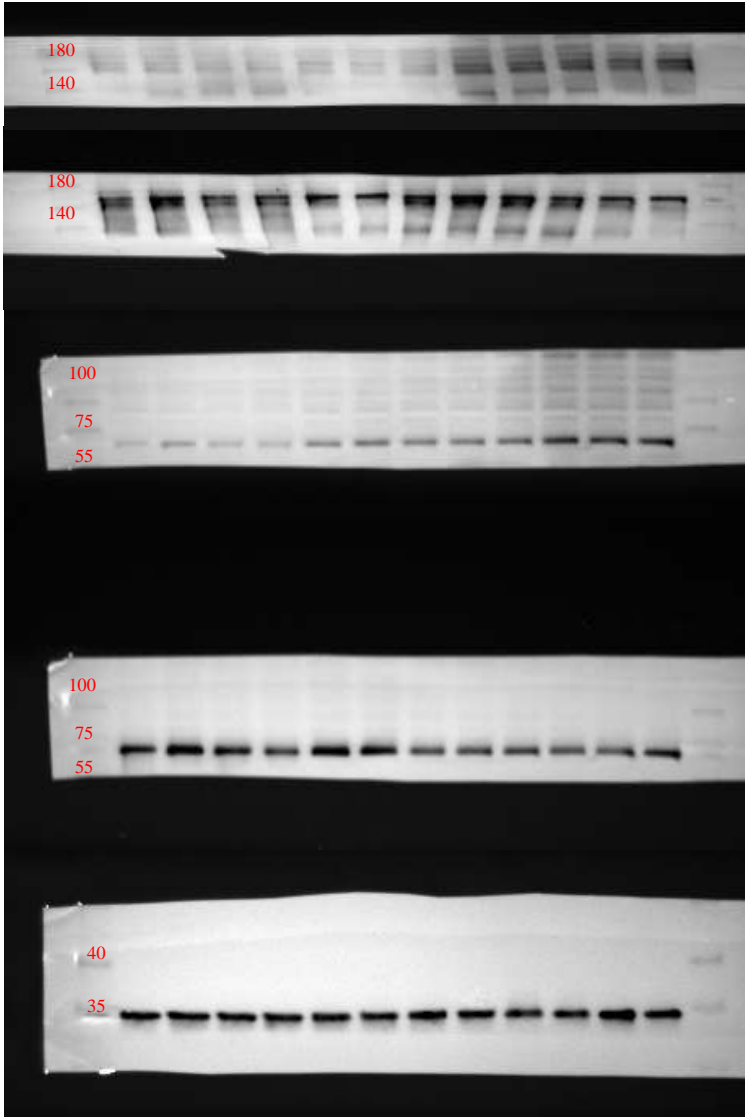

For Figure 5I

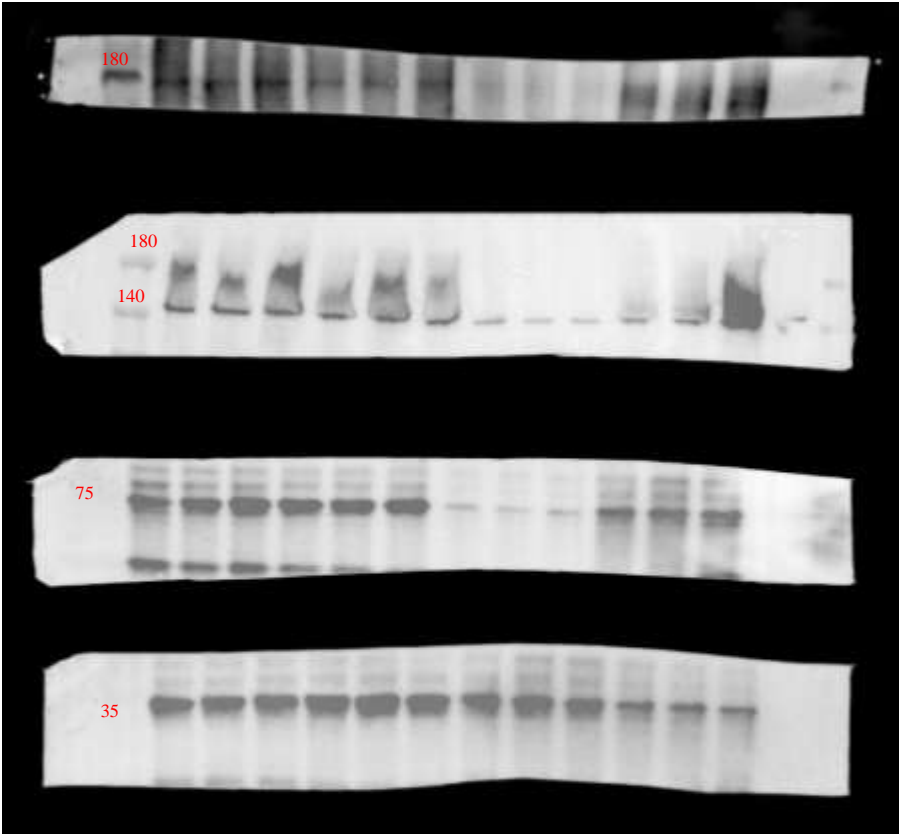

For Figure 6D

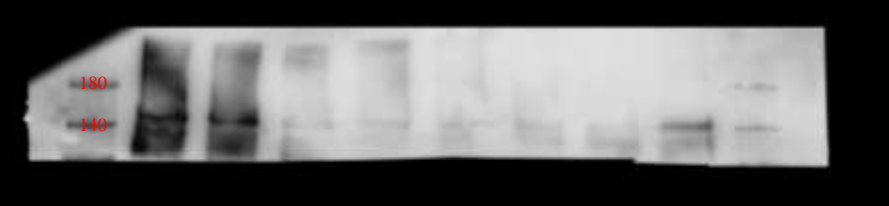

Gli1

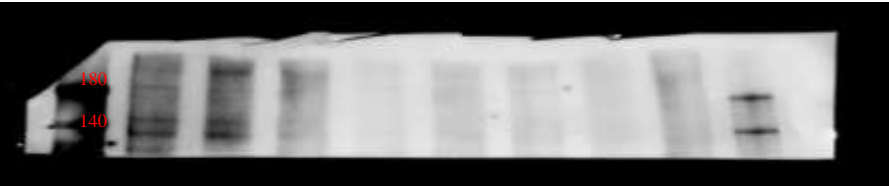

P-ENOS

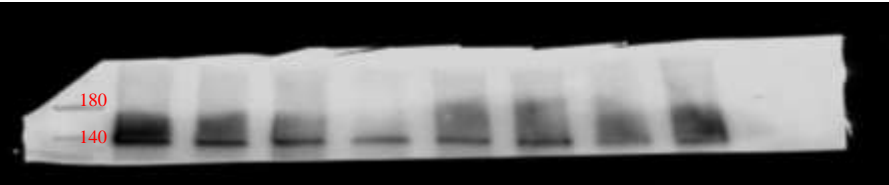

ENOS

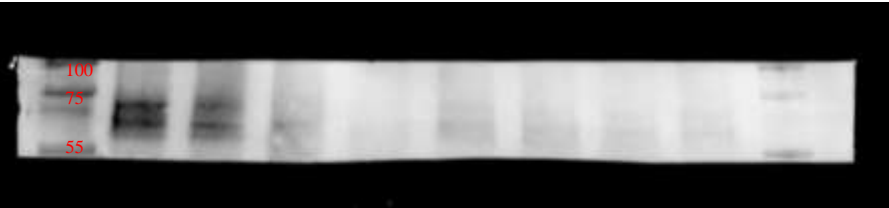

P-AKT

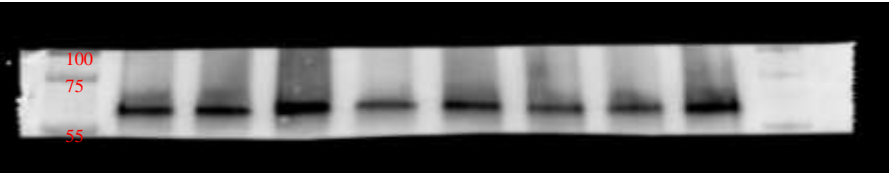

AKT

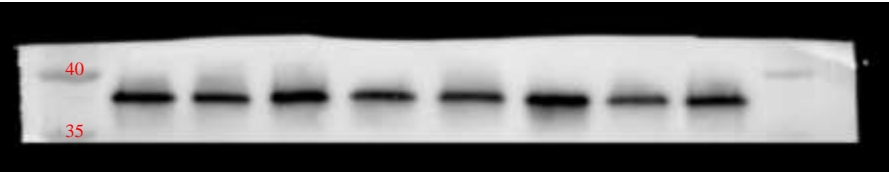

GAPDH

For Figure 7E

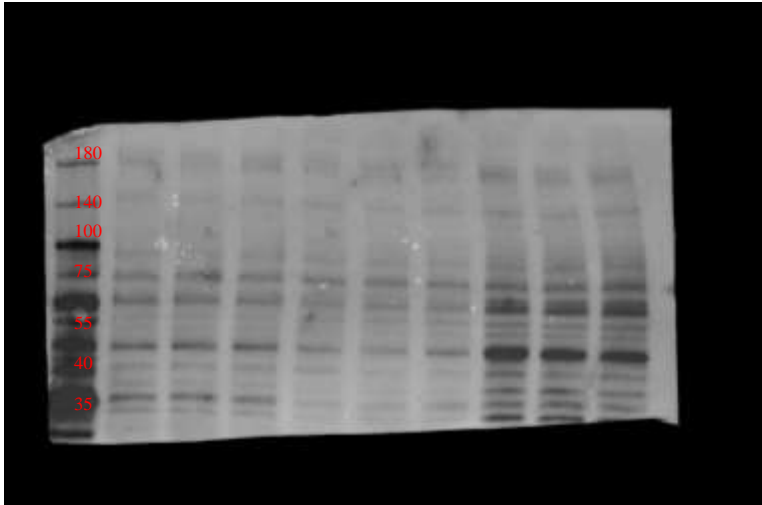

HHIP

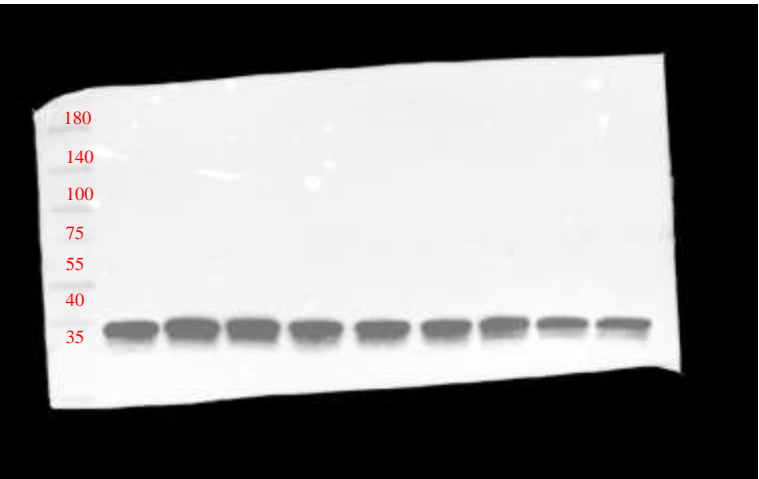

GAPDH

For Figure 7N

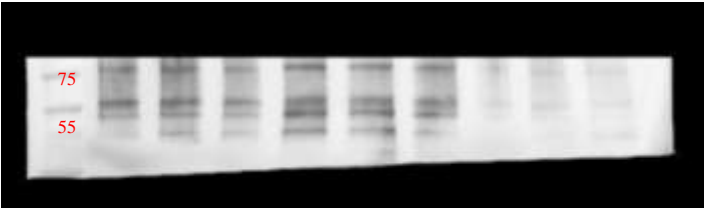

HHIP

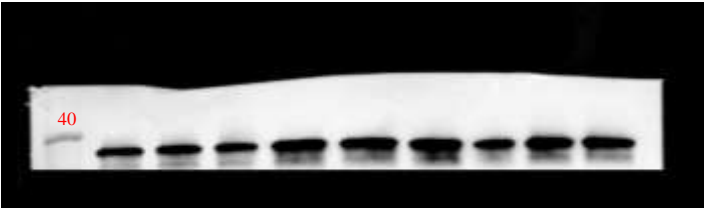

GAPDH

The figure displays four SDS-PAGE gels, each showing a different set of protein bands across multiple lanes. The top gel shows prominent bands around 180, 140, and 100 kDa. The second gel shows bands around 180, 140, and 100 kDa. The third gel shows a prominent band around 55 kDa. The bottom gel shows bands around 40 and 35 kDa. The lanes in each gel represent different experimental conditions or time points.

# GAPDH

The figure displays four SDS-PAGE gels, each with 12 lanes. The top gel shows a single band at approximately 140 kDa. The second gel shows a single band at approximately 140 kDa. The third gel shows a single band at approximately 55 kDa. The bottom gel shows a single band at approximately 35 kDa.

GAPDH

For Supplementary Figure 7A

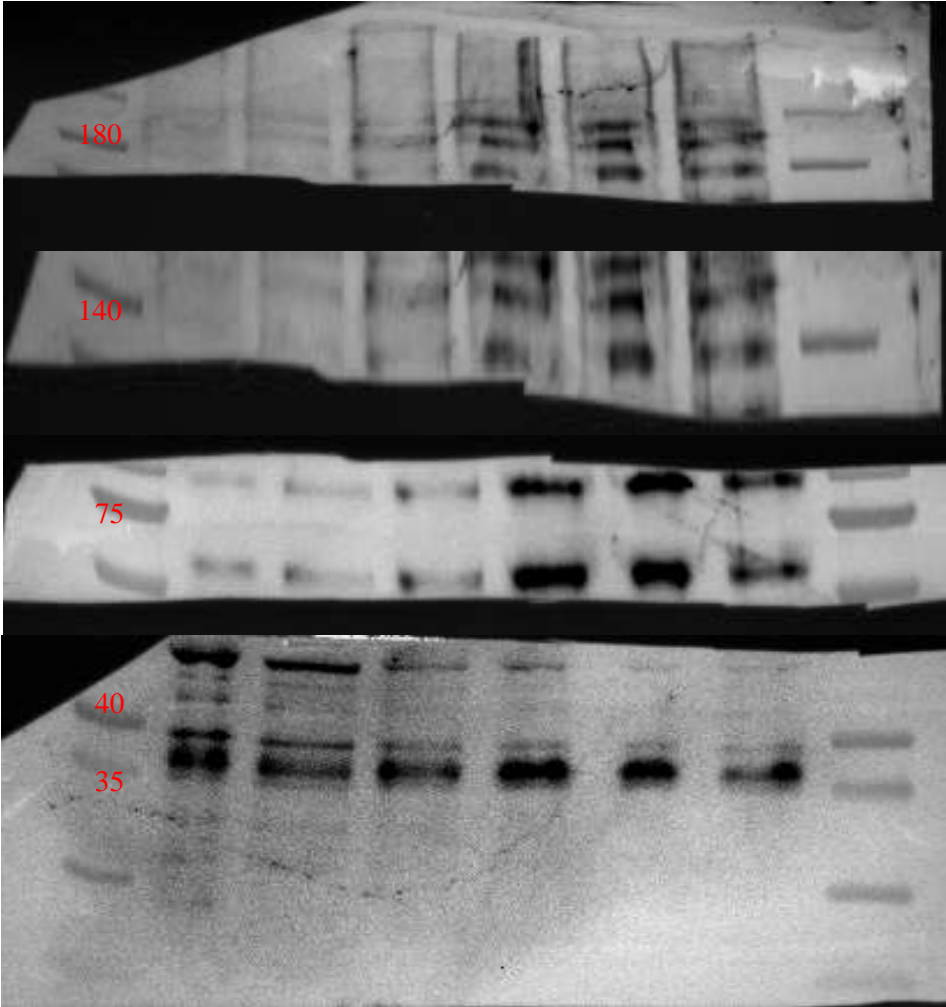

PTCH1

GLI1

SMO

GAPDH

For Supplementary Figure 7B

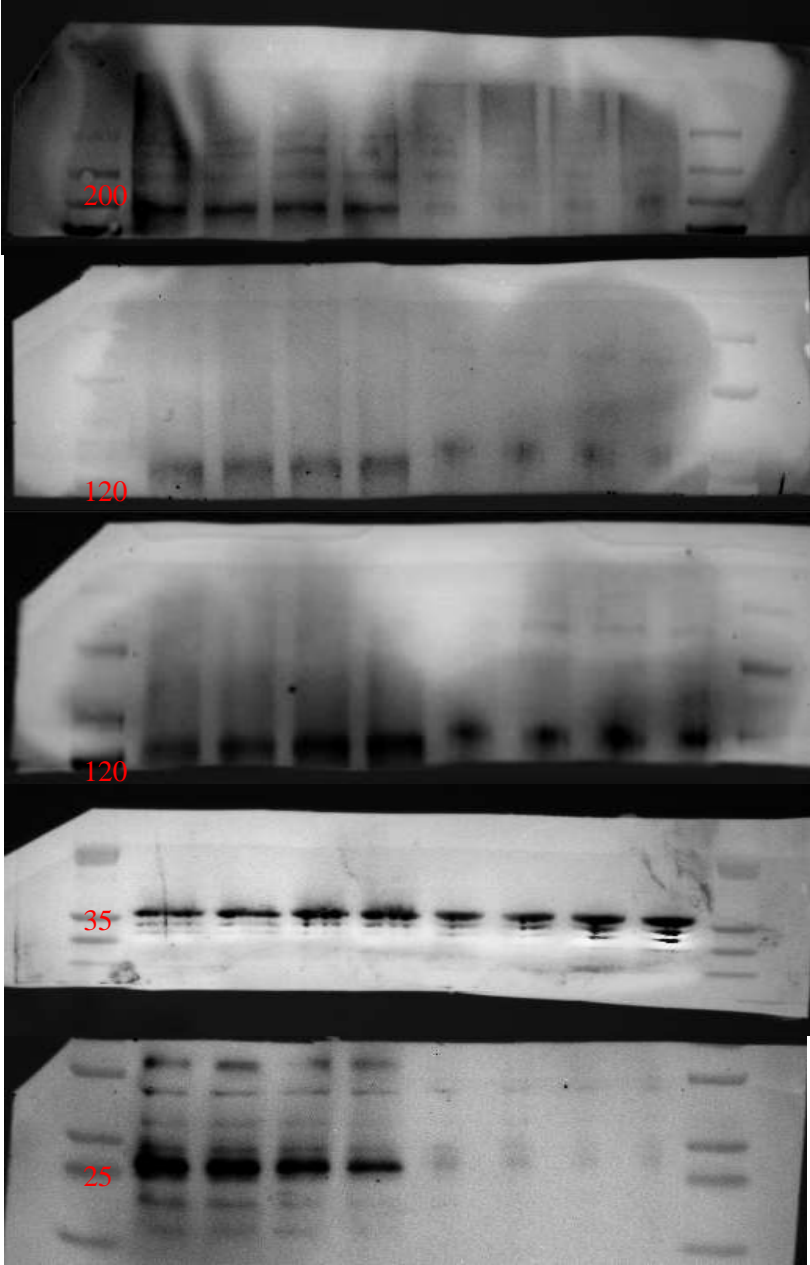

ZO-1

p-VE-Cadherin  
(Y658)

VE-Cadherin

GAPDH

Claudin-5

For Supplementary Figure 2E&F

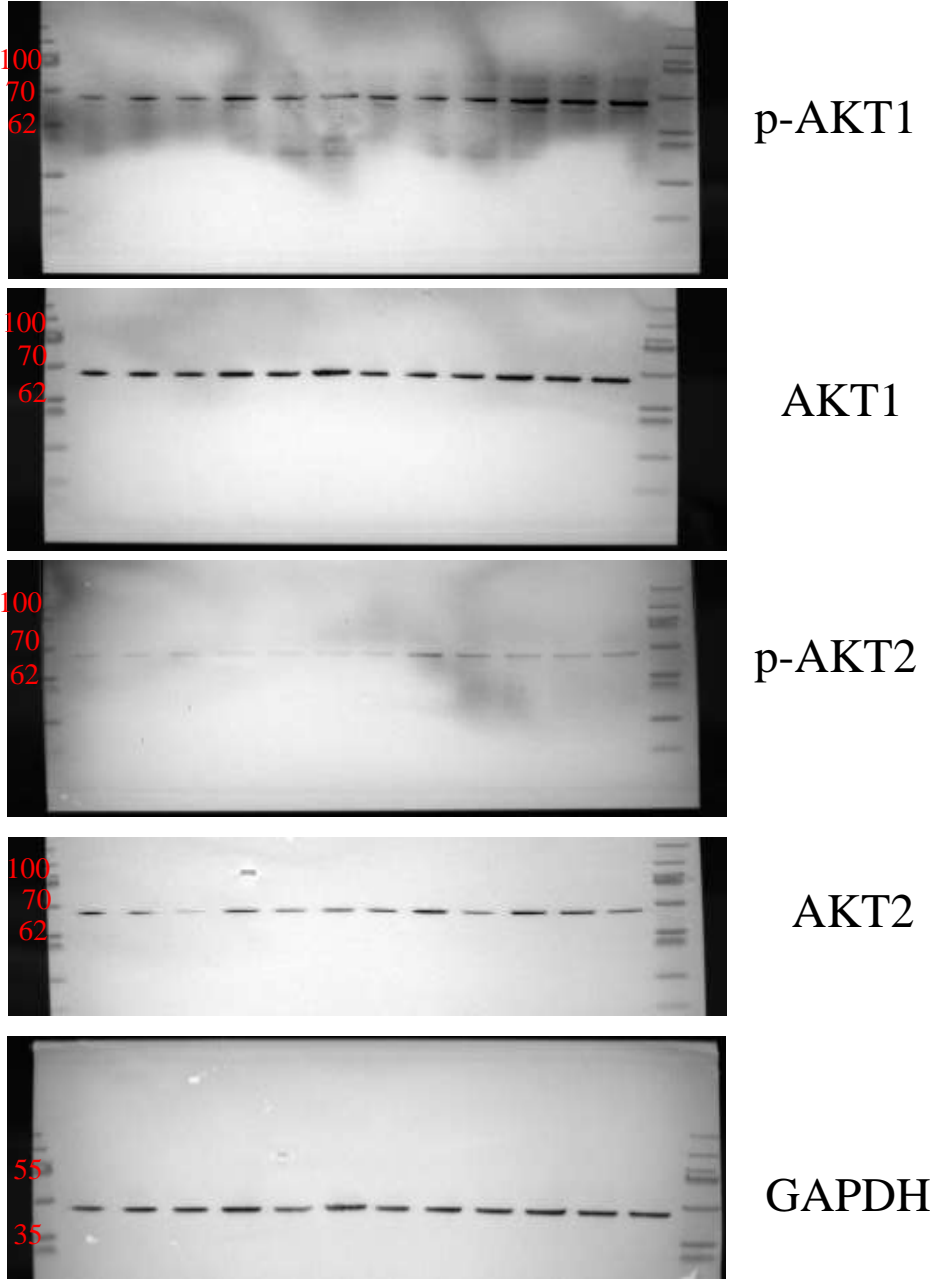

For Supplementary Figure 2G-H

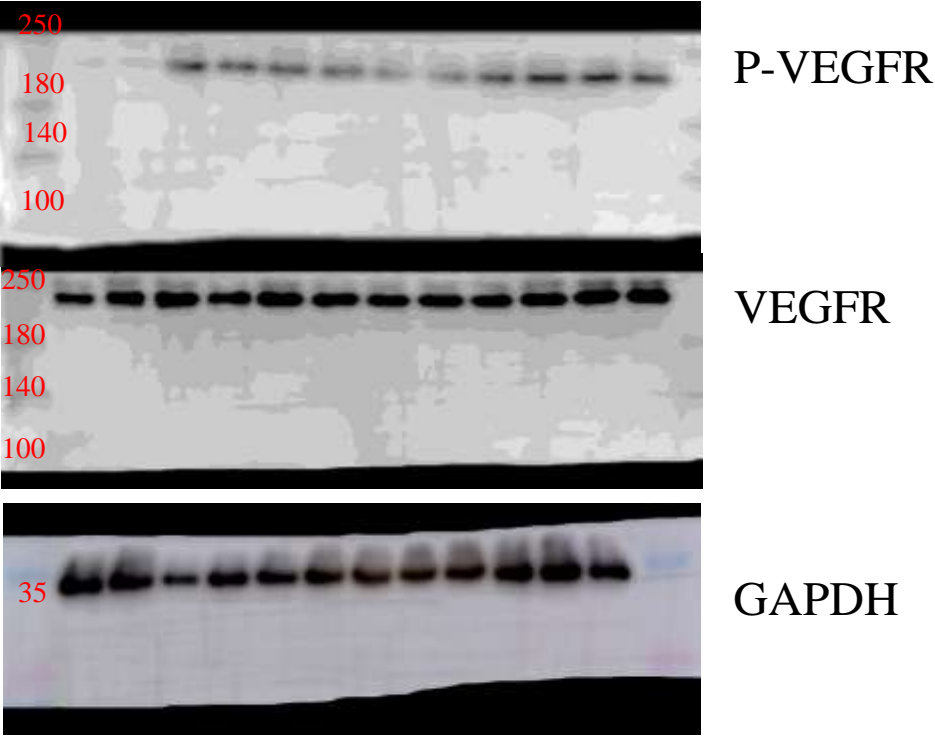

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

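RNA-seq was compared in 3 experiments: Carmn KO against WT SMCs in vitro, Carmn KO against WT gastrocnemius muscle 14 days after FAL, and SMCs under hypoxia against normoxia. The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with STAR and counted unique hits per gene of GENCODE M21 with Subread. The deposited values are the authors' read counts per gene without normalization, for 49315 entries in each table and 21 libraries in all. The depth per library is given with each experiment, and a group whose libraries all had at most 3 counts of a gene gives only a lower bound of its fold change.

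Each experiment was fitted alone with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test. Genes with at least 5 counts in at least as many libraries as the smaller group holds were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 0.58. The difference of the KO effect between SMCs and muscle was tested as an interaction over the libraries of both experiments. Gene sets with at least 5 tested genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Principal components used the 500 most variable genes on the log2 CPM scale with a prior count of 2.

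The comparisons, the tests, the alternatives and 19 gene lists were set before the data were examined, except where the text says otherwise. The lists covered the cell cycle, Hedgehog signaling, smooth muscle, pericytes, endothelium, leukocytes, muscle fibers and their regeneration, fibrosis, mesothelium, liver plasma proteins, hypoxia targets, immediate early genes, the clock, genes near Carmn and sex-linked genes. The sex-linked lists hold fewer than 5 genes and were not tested as sets. Genes were named by a rule set in advance. It covers the genes the paper names for RNA-seq, the smooth muscle genes it measures by PCR, Xist and the Y-linked genes. In each experiment it also covers the 3 called genes with the largest rise and the 3 with the largest fall among separated genes with a mean log2 CPM of at least 1, and in each list discussed the called gene with the smallest p. Some genes named outside the rule are marked. Others are not, such as Gpc3, Flt1, Fabp4, Apold1, Krt19, Krt8 and Sftpc.

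The alternatives were DESeq2 1.42.0, RLE factors, library size alone, other count minimums, other thresholds, a replicate block, leaving out genes of X and Y, and leaving out each library. The calling was tested on simulated data with 200 changed genes per experiment, of which 189 in vitro, 194 in vivo and 198 under hypoxia were recovered, with 3, 7 and 3 false calls. The changed genes were few, had higher mean counts and moved in random directions. In the data, 42.4% of tested genes were called in vitro and 62.8% under hypoxia. The simulation therefore tests neither the scaling where many genes change nor genes with few counts. Ingenuity Pathway Analysis, human muscle, PCR and staining were not analysed here.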

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

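The tests of sex in KO SMCs, of endothelial cells and of the hour of the day were set before their results were seen, and the other tests in this part were chosen after.

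Among 58 groups of 4 or 5 libraries, 3 held a library far from the others, where chance gives 2.9. WT muscle 2 had a first principal component of -30.5, with the other WT muscles between -12.5 and -10.6. Its Cnn1 level was 2.71 CPM, with 3.44 to 3.58 in the others. WT muscle 1 had 22.1 CPM of Zfas1, with 20.3 to 20.6 in the others. No explanation of these values was tested, technical or biological.

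Xist differed between the SMC cultures, with a log2 fold change of 9.40 in KO SMCs and 9.92 under hypoxia. The paper draws Xist among the genes higher in KO SMCs in Fig. 3B and states that similar findings were made in both sexes of animals. The 4 Y-linked genes had a median log2 fold change of -5.08 in KO SMCs and -2.44 under hypoxia. In KO SMCs, where Y-linked genes kept 2.89% of the WT level, this is consistent with KO and WT cultures of different sex. Under hypoxia they kept 20.5% of the normoxia level, or 72.3 CPM, where the other libraries high in Xist had group means of 2.99 to 6.06 CPM. This argues against a hypoxia culture without male cells. A mix of cells of both sexes stays open and was not tested. Genes on X and Y do not account for most of the calls in vitro, since 6365 of the calls were kept when those genes were left out. Effects of sex on other chromosomes stay open, because sex and genotype are confounded in the cultures.

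The KO effect differed between muscle and SMCs for 6468 of 14374 genes. Muscle minus SMCs, the difference on the log2 scale was 1.37 for Ccnb1, 2.39 for Cnn1, 2.71 for Myh11, 3.46 for Tagln, 2.05 for Prkar1b and -1.87 for Klf4. It was 5.41 for Ddx3y, 5.99 for Eif2s3y, 5.34 for Kdm5d, 5.68 for Uty and -9.45 for Xist. The sex-linked part is in line with cultures of different sex (-5.08). For the other genes the tissue, which the design names, and the sex of the cultures stay open.

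In opposite directions, 314 genes were called in SMCs and muscle. Lists matched on mean expression gave 112 genes higher in both and 124 lower in both, against 110 and 183 called. They gave 109 genes higher in SMCs and lower in muscle and 129 lower in SMCs and higher in muscle, against 121 and 193 called. Expression level alone therefore accounts for the numbers higher in both and higher in SMCs but lower in muscle, and falls short of the other 2 numbers, which none of 2000 draws reached. With no fold change minimum, the number lower in both was 885 against 865 by chance, so that excess depends on the minimum. With cell cycle genes left out, 158 genes were lower in both against 97.1 by chance, and 180 were lower in SMCs and higher in muscle against 102. With genes of X and Y left out, these numbers were 181 and 185, so neither group of genes accounts for them. Other explanations were not tested.

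Several lists other than those of the cell cycle and Hedgehog signaling were called by camera in vitro, of which the paper measures some smooth muscle genes by PCR. The median log2 fold change in KO SMCs was -2.65 for smooth muscle genes, 0.65 for hypoxia targets, 4.02 for mesothelial genes and -1.39 for genes near Carmn (-1.25 with genes at their bound). For mesothelial cells in the KO cultures, Krt18 had 0.443 CPM and Krt8 0.221 CPM beside 801 CPM of Msln, which counts against such cells as the source. Other genes of the list went with such cells, and 10 of the 11 tested were called higher in KO SMCs. Among them were Upk1b (1113 CPM), Gpm6a (552 CPM) and Krt19 (495 CPM). Mesothelial cells and a change in the SMCs themselves cannot be told apart. Krt18 and Krt8 were close to absent, yet 10 of the 11 tested genes were called higher and 0 lower.

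In KO muscle, the median log2 fold change was 0.59 for immediate early genes, 0.44 for leukocyte genes, 0.41 for fibrosis genes, 0.18 for hypoxia targets, 0.13 for genes of muscle regeneration and -0.13 for endothelial genes (0.03 with library size alone, which moved the median of all genes to 0.16). For another hour of sampling, clock genes of opposite phase would move apart. Their medians differed by 0.056, but the genes of the first phase went both ways, with Per1 at 2.12, Per2 at 0.40, Dbp at -0.20 and Nr1d1 at -0.43, and Clock of the opposite phase was at -0.32. The hour and other causes cannot be told apart, because medians over genes that go both ways decide nothing. The reading of the clock test was changed after its values were seen, and its first version counted against another hour. For fewer endothelial cells, the prediction was a median clearly below that of random genes. The median lay at or below the endothelial median in 0.57% of random lists of the same expression. Relative to the median of all genes, the endothelial median was -0.13 with either scaling. This shift is small beside the marked loss of capillary density that the paper reports in KO muscle. The random lists went the way predicted for fewer endothelial cells, but by a shift that does not match the size of that loss. Camera no longer called the list with library size alone (FDR 0.12) or an estimated correlation (FDR 0.20). It gave an FDR of 0.0036 with TMM and 0.0037 with a replicate block, and fry gave 4.6e-05. The genes did not move alike. Vwf was at -0.89, Pecam1 at -0.11 and Flt1 at 4.8e-05, and Fabp4, Cd36 and Apold1 were higher (0.15, 0.33 and 0.83). A change within these cells therefore stays open beside fewer cells. The reading of this test was changed after its values were seen, and the first version of it would have read the 3 higher genes as evidence against fewer cells.

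Under hypoxia, the median log2 fold change was -2.82 for genes of the G2 and M phases, -2.87 for genes of the S phase, 0.86 for hypoxia targets, 1.28 for fibrosis genes and 1.67 for smooth muscle genes. With genes at their bound in brackets, it was 7.34 (6.23) for endothelial, 7.86 (4.96) for leukocyte, 6.14 (5.32) for mesothelial, 4.00 (3.30) for pericyte and 3.30 (2.28) for liver plasma genes. Scgb1a1, a gene of airway cells, had 6049 CPM under hypoxia and 1.56 CPM under normoxia. Of 14 lung genes whose values had not been seen when the list was written, 13 were called higher under hypoxia. A candidate source is RNA of lung cells. The exception was Rtkn2, with a log2 fold change of -0.19, and SMCs in vitro also had 186 CPM of Abca3, a gene of the list. The list was written after 2 of its genes had been seen, and the wording of the test was settled after a first run. Hypoxia and culture origin are confounded in these libraries.

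Myh6, a heart gene, had 726 CPM in KO muscle on average. It lay between 929 and 1061 CPM in KO muscles 3, 4 and 5 and between 239 and 423 CPM in the other 6 muscles. Of 7 heart genes whose values had not been seen when the list was written, 5 had the same 3 highest libraries, out of 84 possible sets of 3. Myl4 and Actc1 did not. This is consistent with RNA of heart in some muscle libraries, and the wording of the test was settled after a first run. A change in the muscle fibers themselves was not tested against it.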

How the results depend on the processing

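Across DESeq2, RLE factors and no count minimum, the numbers of genes called stayed within 1.5 times their values in each experiment. Leaving out each library gave from 6383 to 6549 genes in vitro, from 1544 to 1651 in vivo and from 11141 to 11234 under hypoxia. The depth limits genes such as Carmn, whose fold in the KO groups is a lower bound.

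With no fold change minimum, 10384 genes were called in vitro (5190 higher, 5194 lower) and 6192 in vivo (3084 higher, 3108 lower). The calls shared in the same direction were then 1792 (907 higher, 885 lower), and 2178 were in opposite directions. The threshold's own construction accounts for these larger counts. With library size alone, 1492 genes were called higher and 594 lower in vivo. With the mitochondrial genes left out as well, 51.8% of the calls were higher, against 71.5% with them and 45.6% with TMM. This is consistent with the larger mitochondrial share of the WT libraries as a source of the shift, a test reworded after a first run. With at least 10 counts in every library, 7073 genes were called under hypoxia, of which 3620 were higher, since fewer genes were tested.

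Camera called 6 lists in vitro, 6 in vivo and 10 under hypoxia. Fry called 16, 11 and 17. With an estimated correlation, 3 were called in vivo and 0 under hypoxia, where 4 had an unadjusted p under 0.05. The cause was not tested. Fry gave the other direction for leukocyte genes in vitro (FDR 0.031) and, in vivo, for clock and mesothelial genes (FDR 0.31 each), muscle fiber genes (FDR 0.54) and smooth muscle genes (FDR 0.17). With a replicate block, which gave 6451 genes called in vitro, 1514 in vivo and 11188 under hypoxia, the direction changed for genes of the G2 and M phases and smooth muscle genes in vivo (FDR 0.82 each). With library size alone, it changed in vivo for mesothelial genes (FDR 0.73) and smooth muscle genes (FDR 0.96). The lists that camera called and that lost their call with an estimated correlation were genes near Carmn and hypoxia targets in vitro, endothelial genes, hypoxia targets and genes of muscle regeneration in vivo, and each of the 10 under hypoxia. The cause was not tested. With a replicate block, camera no longer called genes of muscle regeneration in vivo (FDR 0.076) and pericyte genes under hypoxia (FDR 0.051), and with library size alone it no longer called endothelial genes in vivo (FDR 0.12). With these and the lists above counted, 18 results of lists were weaker in all, and 24 were stronger.

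With library size alone, the log2 fold change was 0.11 for Myh11 and 0.087 for Xist in vivo and -0.20 for Acta2 under hypoxia, each in the other direction, with a shift of the median of all genes of 0.16 in vivo and -0.16 under hypoxia. With each library left out, the log2 fold change in vitro ran from -0.85 to 0.055 for Jpx, from -0.11 to 0.060 for Zfas1 and from -0.12 to 0.024 for Srf, the highest in each case without WT SMC replicate 1. Zfas1 was also above 0 without KO SMC replicate 3, at 0.0034. In vivo it ran from -0.060 to 0.28 for Dancr, the lowest without WT muscle replicate 3, and from -0.12 to 0.51 for Kdm5d, the lowest without WT muscle replicate 2. Calls were lost for Ftx in vitro without KO SMC replicate 2 (-0.61), for Gli1 under hypoxia without normoxia SMC replicate 3 (-0.57) and for Dancr under hypoxia without normoxia SMC replicate 2 (-1.49) or hypoxia SMC replicate 2 (-1.46) or 3 (-1.41). Eif2s3y was called in vivo without WT muscle replicate 4 (1.31) or KO muscle replicate 1 (1.09) or 2 (1.02). It was also called there with library size alone (1.08) and with a replicate block (0.90). The second entry of Hhip was called without WT SMC replicate 1 (0.75) or KO SMC replicate 2 (0.67) or 3 (0.60). That entry was also called with DESeq2 (0.581) and with a replicate block (0.598). Results of named genes were weaker for 2 with DESeq2 and for 1 with a replicate block. The cause was not tested.

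The first component in vivo held 99.2% of the variance of CPM without logs, an alternative chosen after seeing the data. The cause was not tested.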

Differences from the paper's values

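For Carmn under hypoxia, the paper's value is about -1.6 in Fig. 1B, read by eye, on a scale the figure does not state. If that scale is not log2, the values below cannot be compared with it, and no other scale was tried. The log2 fold change was -2.12, which is a 4.35-fold decrease. Of the alternatives set before the data were examined, DESeq2 gave -2.1, RLE factors -2.07, library size alone -2.35 and a replicate block -2.12. With each library left out, the value ran from -2.76 to -1.85, and -1.85 lay nearest to the paper's value. Whether the values differ cannot be decided, because the scale of the figure, with the base of its logarithm, is not stated.

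For the in vivo principal components, the paper's share of the first component is about 82% in Fig. 3A, read by eye, against 47.4% here. All tested genes in place of the 500 most variable, an alternative set before the data were examined, gave 38.0% and did not close the gap. Variance-stabilised counts (69.5%) and CPM without logs (99.2%), both chosen after seeing the values, lay within 1.5 times the paper's share.

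The counts of genes called did not differ by 1.5 times. Without a count minimum, 944 genes were called lower in vivo, which equals the paper's 944, and 884 higher, against the paper's 782. With genes of X and Y left out, 109 genes were higher in both experiments, which equals the paper's 109.

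The paper places Carmn among the top long noncoding RNAs that overlap with human muscle. Among long noncoding RNAs called lower in mouse SMCs alone, Carmn ranked 157 by log2 fold change out of 630, and the overlap with human muscle was not analysed here.

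The paper states that the Hedgehog pathway genes of its heatmap, other than Hhip, were lower in the KO groups. Its pathway analysis took transcripts changed in both experiments. The list of 26 Hedgehog genes used here is another set of genes. In it, Lrp2 had a log2 fold change of 1.58 in KO SMCs, Boc 0.74 and Evc 0.60, and Gpc3 had 0.72 in KO muscle. Each was called higher in 1 experiment only, so these values do not contradict the paper's statement.

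The paper ranks Sonic hedgehog signaling among the top lowered pathways. The core list had a median log2 fold change of -0.07 in KO SMCs and 0.15 in KO muscle and was not called by camera. Fry called it lower in KO SMCs (FDR 0.00069) and called the kinase and mitotic list lower in both experiments. The paper reports cell cycle pathways from the calls shared by SMCs and muscle. In KO muscle the cell cycle lists were not called by camera, and fry called them lower (FDR 0.0040 and 0.0017).

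The paper reports from PCR that Klf4, with other smooth muscle genes, was lower in KO SMCs. Its log2 fold change was 2.04 here, and between 1.99 and 2.05 under the alternatives, so that no setting that was run gave a lower value in KO than in WT SMCs.

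The paper reports no outlying sample in its principal components. WT muscle 2 had a first component of -30.5 here, with the other WT muscles between -12.5 and -10.6.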

Other observations

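The splits of the libraries and the test of miR-143-3p sites were set before their results were seen, and the other tests in this part were chosen after.

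In vitro, 1 of the 10 splits of the 6 libraries, the real split, gave as many genes called. Under hypoxia this was also 1 of 10 splits, and 10 splits cannot give a share under 0.05. In vivo, 1 of 100 splits drawn from 126, the real split, gave as many, and the highest of the others gave 739 genes.

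Loss of miR-143-3p as a cause of the rise of Hhip predicts that genes with its seed site rise in KO SMCs more than genes with shuffled sites. The 1795 genes with a site in their 3′ UTR were shifted by 0.06 on the log2 scale, and 15 of 100 shuffled seeds gave a shift as high. The shuffled seeds had a median shift of 0.029. The test cannot tell an effect of the sites from none, because shuffled seeds reached the same shift and the cultures also differ in sex. It leaves an effect on Hhip alone open. For Hhip itself, the paper reports a luciferase reporter with a mutated seed region, and a rise with a miR-143 inhibitor and a fall with a mimic. The 3′ UTR of Hhip, of 6480 bases, holds 1 site for miR-143-3p at position 4258 and 1 for miR-145-5p at position 5372. The hairpin of Mir143 had 5, 5 and 7 counts in WT SMCs and 0 in each KO SMC library, and long RNA libraries do not measure the mature miRNA.

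In the in vitro table, 2 entries carry the identifier of Hhip. All 49314 other entries stand at the same place as in the in vivo table, and the second entry stands where Hhipl1 stands there. This is consistent with the second entry holding the counts of Hhipl1.

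Fewer dividing cells as a cause of the lower Ccnb1 in KO muscle would lower cell cycle genes together. Of these genes 13 were called higher, which argues against it as the whole cause. The WT muscle counts of several cell cycle genes lay close together. Of the genes called lower, 2.06% had a WT spread in the lowest 5% that counting reads gives, against 2.80% of genes not called, which argues against a lower spread over all such genes. The median WT spread was 1.32 for genes called lower and 1.22 for genes not called, where 1 is the mean of counting noise. For the 23 genes with the largest fall, it was 0.668, where counting noise has a median of 0.788. As low were 0.24 of the draws, and 0% of these genes lay in the lowest 5%. For 24 cell cycle genes called lower, the median spread was 0.632, where counting noise has a median of 0.794. As low were 0.155 of the draws. Of these 24 genes, 8.33% lay in the lowest 5%, more than among the genes not called. For the 23 genes, a low spread and counting noise cannot be told apart, because the genes are few. This spread was examined in several versions on the same values, with results that went both ways.

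Processed pseudogenes had a median log2 fold change of -0.46 under hypoxia, against 2.16 for protein-coding genes of the same expression, with a range from 1.5 to 2.89. A difference in mapping or counting and a rise of the matched genes cannot be told apart, because the matched genes moved as a group. The reading of this test was changed after the matched genes were seen.

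Lung genes were also counted in muscle, with 173 ± 57.1 CPM (SD, n = 5) of Sftpc in KO muscle and 184 ± 46.9 CPM (SD, n = 4) in WT muscle. Under hypoxia, Hhip had a log2 fold change of 3.41, Gli3 of -2.73, Ccnb1 of -3.38, Smo of -0.83 and Prkar1b of 1.20. Ptch1, at -0.065 (adjusted p = 0.45 from edgeR), was not called. Of the core Hedgehog list, 12 genes were called higher and 7 lower under hypoxia (camera, FDR 0.53), and fry called that list higher (FDR 6.5e-06). The kinase and mitotic list had an FDR of 0.11 and was called lower with library size alone (FDR 0.022) and by fry (FDR 1.2e-06).

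The other lists were not called by camera. In vitro the FDR was 0.28 for clock genes, 0.28 for endothelial, 0.25 for fibrosis, 0.60 for immediate early, 0.95 for leukocyte, 0.36 for liver plasma, 0.20 for muscle fiber and 0.98 for pericyte genes. In vivo it was 0.90 for genes near Carmn, 0.73 for clock, 0.051 for liver plasma, 0.96 for mesothelial, 0.38 for muscle fiber, 0.32 for pericyte and 0.99 for smooth muscle genes. The liver plasma list, with a median of -0.83 and 8 of its 15 genes called lower, was called with library size alone (FDR 0.0022) and a replicate block (FDR 0.025), but not by fry (FDR 0.087) or with an estimated correlation (FDR 0.75). Fry called the genes near Carmn lower (FDR 0.0092) and the pericyte genes higher (FDR 0.0029) in vivo. Under hypoxia it was 0.71 for genes near Carmn, 0.59 for clock, 0.13 for immediate early, 0.71 for muscle regeneration and 0.17 for muscle fiber genes. Fry called each of the lists named here in vitro, with FDR from 4.8e-07 to 0.031, and under hypoxia, with FDR from 8.6e-07 to 0.00073.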
